# Esrrb extinction triggers dismantling of naïve pluripotency and marks commitment to differentiation

**DOI:** 10.15252/embj.201695476

**Published:** 2018-10-01

**Authors:** Nicola Festuccia, Florian Halbritter, Andrea Corsinotti, Alessia Gagliardi, Douglas Colby, Simon R Tomlinson, Ian Chambers

**Keywords:** commitment, embryonic stem cells, fluorescent reporters, self‐renewal, transcription factors, Development & Differentiation, Stem Cells, Transcription

## Abstract

Self‐renewal of embryonic stem cells (ESCs) cultured in LIF/fetal calf serum (FCS) is incomplete with some cells initiating differentiation. While this is reflected in heterogeneous expression of naive pluripotency transcription factors (TFs), the link between TF heterogeneity and differentiation is not fully understood. Here, we purify ESCs with distinct TF expression levels from LIF/FCS cultures to uncover early events during commitment from naïve pluripotency. ESCs carrying fluorescent *Nanog* and *Esrrb* reporters show Esrrb downregulation only in Nanog^low^ cells. Independent *Esrrb* reporter lines demonstrate that Esrrb^negative^ ESCs cannot effectively self‐renew. Upon Esrrb loss, pre‐implantation pluripotency gene expression collapses. ChIP‐Seq identifies different regulatory element classes that bind both OCT4 and NANOG in Esrrb^positive^ cells. Class I elements lose NANOG and OCT4 binding in Esrrb^negative^ ESCs and associate with genes expressed preferentially in naïve ESCs. In contrast, Class II elements retain OCT4 but not NANOG binding in ESRRB‐negative cells and associate with more broadly expressed genes. Therefore, mechanistic differences in TF function act cumulatively to restrict potency during exit from naïve pluripotency.

## Introduction

Naïve pluripotency is a characteristic of pre‐implantation mouse epiblast cells and their *in vitro* derivatives, embryonic stem cells (ESCs). The activity of a relatively well‐characterized pluripotency gene regulatory network, centered on the triumvirate OCT4, SOX2 and NANOG, controls the dual abilities of ESCs to self‐renew and to differentiate (Jaenisch & Young, 2008; Chambers & Tomlinson, 2009; Ng & Surani, 2011). While populations of ESCs cultured in LIF/FCS express relatively homogeneous levels of Oct4 and Sox2, individual ESCs show varying levels of Nanog expression (Chambers *et al*, 2007; Kalmar *et al*, 2009; Abranches *et al*, 2014). Heterogeneous expression has also been reported for Esrrb (van den Berg *et al*, 2008), Klf4 (Niwa *et al*, 2009), Tbx3 (Niwa *et al*, 2009; Russell *et al*, 2015), Rex1 (Toyooka *et al*, 2008), and Stella (Hayashi *et al*, 2008). This heterogeneity is a manifestation of the simultaneous possession of differentiation and self‐renewal potential within the ESC population (reviewed in Torres‐Padilla & Chambers, 2014). Indeed, ESCs cultured in LIF/FCS have been proposed to contain a mixture of pluripotent cells that have progressed to different extents toward a primed state (Hackett & Surani, 2014). Such a primed state can also be captured *in vitro* as EpiSC, by explantation and culture of post‐implantation epiblast cells (Brons *et al*, 2007; Tesar *et al*, 2007). In contrast, ESCs cultured in LIF supplemented with inhibitors of both MEK and GSK3b (two inhibitors or 2i; Ying *et al*, 2008) may represent the opposite end of the range of pluripotent states that can be maintained *in vitro* (Hackett & Surani, 2014). Supporting the idea that heterogeneity is a direct physiological consequence of the balance between self‐renewal and differentiation, TF expression becomes uniformly high as a result of pharmacological treatment with PD0325901 (Wray *et al*, 2010). This MEK inhibitor blocks ESC differentiation by preventing the pro‐differentiative action of autocrine FGF4 (Kunath *et al*, 2007; Stavridis *et al*, 2007), a direct target gene of OCT4 and SOX2 (Ambrosetti *et al*, 1997). Therefore, fractionating ESC populations cultured in LIF/FCS on the basis of heterogeneous TF expression has the potential to clarify mechanisms underlying the ability of ESCs to respond to autocrine signaling stimuli, dismantle the naïve pluripotency network, and exit self‐renewal.

Previous studies have shown that NANOG controls the expression of a number of important pre‐implantation pluripotency TFs (Festuccia *et al*, 2012) that are expressed differentially between ESCs and EpiLC/EpiSCs. Prominent among these is ESRRB, a TF that can confer cytokine‐independent self‐renewal when overexpressed and that can reprogram pluripotent cells from a primed to a naïve state (Festuccia *et al*, 2012). Here, we examine the effects of transcription factor heterogeneity in LIF/FCS. Using reporter lines for both Nanog and Esrrb expression, we FACS‐purify subpopulations of ESCs expressing distinct Nanog/Esrrb levels. The effects of downregulation of these factors on pre‐implantation pluripotency gene expression and the initial steps in dismantling of the naïve pluripotency network are then explored.

Expression of Esrrb is lost only in Nanog^negative^ cells with loss of Esrrb coinciding with commitment to differentiation. Tracking downregulation of Esrrb expression enabled us to begin to identify the molecular changes accompanying extinction of the naïve pluripotency network. Genome‐wide ChIP‐Seq of sorted ESC populations identified two classes of regulatory elements active in naïve pluripotent cells: one in which OCT4 binding is dependent upon NANOG and ESRRB (Class I enhancers) and one in which OCT4 binding is independent of both NANOG and ESRRB (Class II enhancers). Importantly, Class I enhancers are specific to naïve pluripotent cells and lose OCT4 binding, becoming inactive in committed cells. In contrast, Class II enhancers are OCT4‐bound and active in both ESC and EpiSC. This study therefore clarifies molecular events that drive the early stages of ESC differentiation.

## Results

To investigate the co‐expression of NANOG and ESRRB at the single‐cell level in LIF/FCS cultures, immunofluorescence was performed. This showed that cells expressing high levels of NANOG also tend to show high levels of ESRRB (Fig 1A). Quantitative analysis confirmed this and showed that cells in which NANOG was reduced below a threshold level exhibited a progressive loss of ESRRB expression. Above this threshold, a wide range of NANOG levels sustained high ESRRB expression. This resulted in the preferential detection of ESRRB^positive^/NANOG^low^, but not NANOG^positive^/ESRRB^low^ cells, prior to loss of both proteins (see curvature of the regression line, Fig 1B).

**Figure 1:**
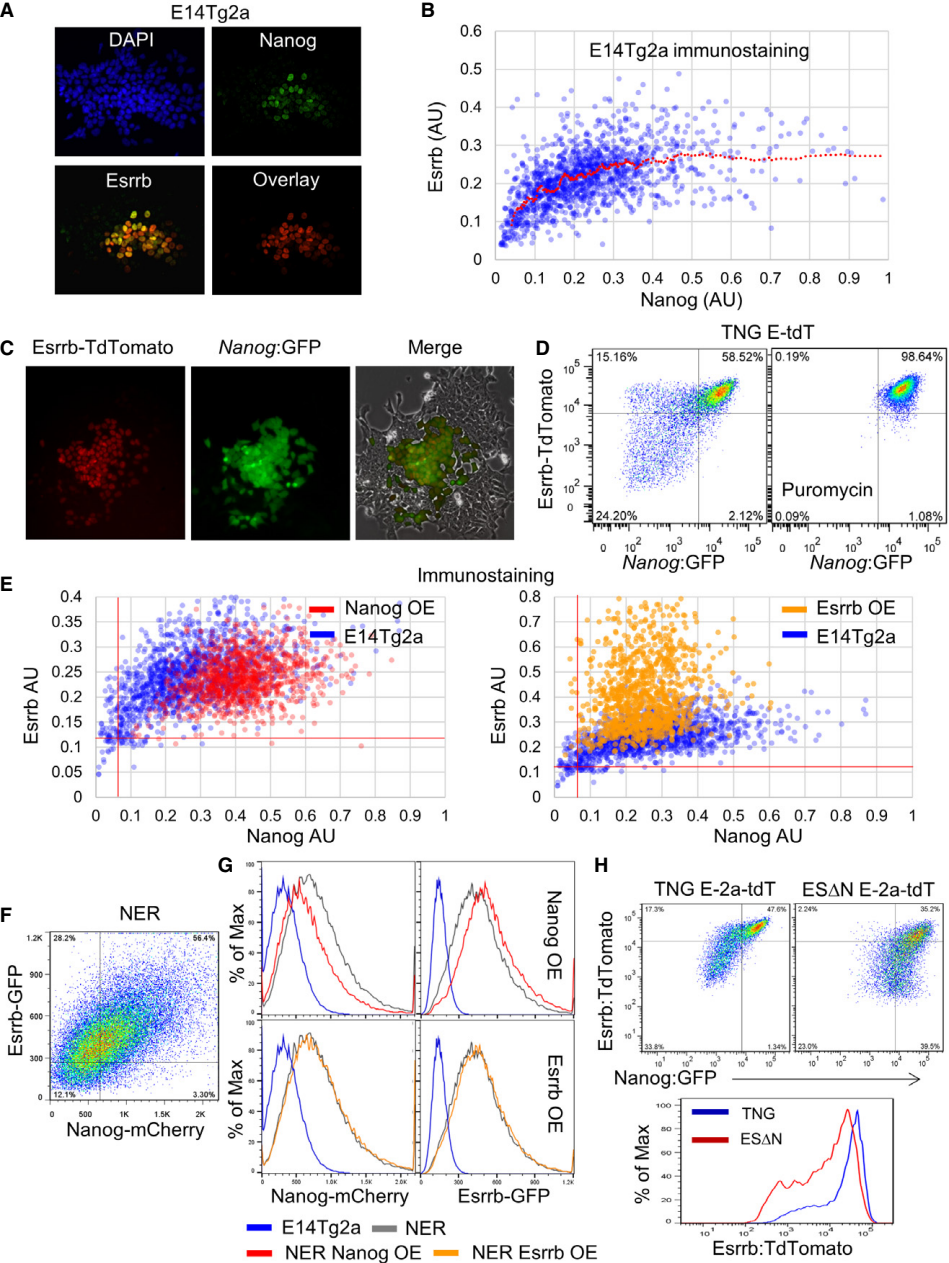
NANOG acts upstream of *Esrrb* in ESCs A, BImmunofluorescent detection of NANOG and ESRRB protein in wild‐type E14Tg2a ESCs cultured for 3 days in LIF/FCS. (A) Widefield images of a representative colony. (B) Quantification of the mean NANOG and ESRRB fluorescence levels measured in nuclei identified by automatic segmentation of single optical plane images obtained by confocal microscopy. Values are expressed in arbitrary units (AU). OCT4^negative^ cells, also identified by immunostaining, were excluded from the analysis. The red line represents the moving average of the data distribution. Representative of three independent experiments each including at least 1,000 nuclei.CColonies of TNG E‐tdT ESCs showing GFP expression from *Nanog* and Esrrb‐tdTomato fusion protein expression from *Esrrb* after 3 days in LIF/FCS.DFlow cytometric analysis of Esrrb and Nanog fluorescent reporter expression in SSEA1^+^ TNG E‐tdT ESCs cultured for 3 days in LIF/FCS with or without puromycin.EImmunofluorescent detection and quantification (as in panel B) of total NANOG and ESRRB protein in E14Tg2a ESCs overexpressing NANOG (left) or ESRRB (right) cultured for 3 days in LIF/FCS. Parental E14Tg2as are shown as a reference. The red lines indicate the negative thresholds defined by staining ESCs differentiated for 3 days in the absence of LIF and the presence of retinoic acid.FFlow cytometric analysis of Esrrb‐GFP and Nanog‐mCherry fusion protein expression in SSEA1^+^ NER ESCs cultured for 3 days in LIF/FCS.GHistograms showing expression levels of Esrrb‐GFP and Nanog‐mCherry from the respective targeted endogenous alleles in SSEA1^+^ NER ESCs overexpressing NANOG (left) or ESRRB (right) cultured for 3 days in LIF/FCS. Parental NER ESCs are shown as a reference, and wild‐type E14Tg2a set the negative thresholds.HComparative flow cytometric analysis of *Esrrb*‐2a‐tdTomato and *Nanog*:GFP expression in undifferentiated SSEA‐1^+^ TNG E‐2a‐tdT or Nanog‐null ESΔN E‐2a‐tdT ESCs cultured for 3 days in LIF/FCS. Data are shown as dot plots (top) and histogram (bottom).Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

To further explore the relationship between expression of Esrrb and Nanog upon ESC phenotype, the coding sequence of the tdTomato red fluorescent protein was fused downstream of the *Esrrb* ORF by homologous recombination in wild‐type E14Tg2a ESCs (Fig EV1, Appendix Fig S1A and B). Southern blot analysis identified clones carrying the correctly targeted structure at both 5′ and 3′ ends of *Esrrb* (Appendix Fig S1C and D). Examination of targeted Esrrb‐tdTomato (E‐tdT) cells showed that the Esrrb‐tdTomato fusion protein had a similar half‐life to that of endogenous Esrrb (Appendix Fig S2A and B). Immunofluorescence analysis of endogenous ESRRB and Esrrb‐tdTomato protein expression confirmed that tdTomato was a reliable reporter of ESRRB expression (Appendix Fig S2C). Next, lines in which *Nanog* and *Esrrb* expression can be monitored by GFP and tdTomato, respectively, were generated by double targeting of the Esrrb‐tdTomato fusion reporter in TNG cells (Chambers *et al*, 2007), in which a GFP‐IRES‐Puro^R^ cassette is knocked‐in to one of the *Nanog* alleles. Southern analysis (Appendix Fig S1C and D) identified correctly targeted TNG E‐tdT ESCs (Fig EV1). Plating TNG E‐tdT ESCs at clonal density produced colonies in which Nanog:GFP and Esrrb‐tdTomato were expressed in centrally localized cells surrounded by a region of non‐expressing cells (Fig 1C). Immunofluorescence and FACS analyses showed that, at this time, cells that have downregulated Esrrb‐tdTomato continue to express OCT4, indicating that they remain pluripotent (Appendix Fig S2D). To examine molecular changes occurring early upon loss of Esrrb and Nanog, bulk cultures were next analysed. After passaging ESCs in LIF/FCS at high density, which minimizes heterogeneity, cells were replated at 2 × 10^3^ cells/cm^2^ and cultured for 3 days. FACS analysis of the undifferentiated SSEA‐1‐positive ESC population showed that GFP and tdTomato levels in double‐positive cells were well correlated (Fig 1D). However, some cells in the population that had lost *Nanog*:GFP expression retained high Esrrb‐tdTomato expression. In contrast, Esrrb‐tdTomato^low^ cells were not observed in the ESC populations expressing high Nanog:GFP. Continued application of puromycin, which selects for expression of *pac* from the *Nanog* locus, eliminated Esrrb‐tdTomato^low^ cells (Fig 1D). These findings indicate that heterogeneous *Esrrb* expression is confined to Nanog^negative^ cells.

**Figure EV1:**
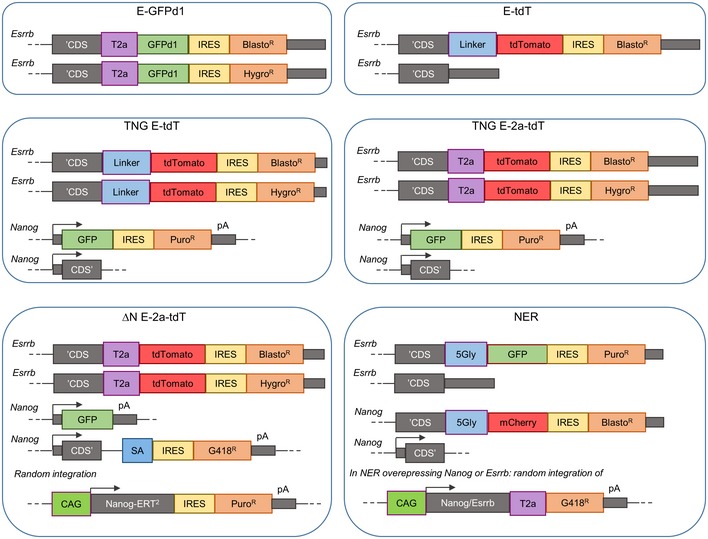
Schematic representation of all ES cell lines derived in this study The schemes show the genetic construction of the different reporter lines used in this study. Black arrows indicate promoters. CDS’, Beginning of the coding sequence; ‘CDS, End of the coding sequence; 5Gly, Glycine linker; GFPd1, Destabilised GFP; BlastoR, HygroR, G418R and PuroR, Resistance genes for Basticidin, Hygromycin, G418 and Puromycin respectively; T2a, Self‐cleaving linker peptides; pA, Polyadenylation signals.

### The epistatic relationship between NANOG and ESRRB

As shown by relocalization of a NANOG‐ERT^2^ fusion protein to the nucleus of *Nanog*‐null ESCs, *Esrrb* is a NANOG target gene (Festuccia *et al*, 2012). Moreover, quantitation of pre‐mRNA shows that *Esrrb* transcription responds to NANOG relocalization within minutes, indicating that *Esrrb* is a primary direct NANOG target. Transient transfection assays also indicate that ESRRB can contribute to luciferase reporter expression driven by the *Nanog* promoter (van den Berg *et al*, 2008). To further investigate the effect of ESRRB on *Nanog* gene expression and of NANOG on *Esrrb* gene expression, immunofluorescence analysis was performed on ESCs overexpressing NANOG or ESRRB. NANOG overexpression resulted in homogeneously robust expression of ESRRB protein in all cells (Fig 1E). This confirms that NANOG is a major positive regulator of *Esrrb*. Upon ESRRB overexpression, the dynamic range of NANOG expression was narrowed, but cells displaying low NANOG protein levels remained detectable (Fig 1E). To explore this reciprocal influence in greater detail, an ESC line in which the endogenous NANOG and ESRRB proteins were fused with GFP and mCherry, respectively, was generated (Appendix Fig S2E and F). Analysis of reporter expression indicated an overall correlation between Nanog and Esrrb levels, but also confirmed the presence of Esrrb‐GFP^high^/Nanog‐mCherry^low^ and the relative absence of Esrrb‐GFP^low^/Nanog‐mCherry^high^ cells (Fig 1F, Appendix Fig S2F). This reporter line was also used to assess the effect of transcription factor overexpression. This confirmed that NANOG overexpression increased Esrrb‐GFP expression, and reduced Nanog‐mCherry levels, consistent with autorepression (Navarro *et al*, 2012). In contrast, ESRRB overexpression showed minimal effects (Fig 1G). These results establish that the principal epistatic relationship between the two genes places *Nanog* upstream of *Esrrb*.

To directly assess the effect of NANOG protein on *Esrrb* expression in single cells, an Esrrb‐2a‐tdTomato reporter was introduced into both *Nanog* ^−/−^ ESΔN and *Nanog* ^+/−^ TNG ESCs (Chambers *et al*, 2007; Festuccia *et al*, 2012; Fig EV1, Appendix Fig S1). Both lines have GFP knocked‐in to one of the *Nanog* alleles, but in ESΔN ESCs, the second *Nanog* allele is also inactivated (Fig EV1, Appendix Fig S2). TNG E‐2a‐tdT ESCs have a similar FACS profile to TNG E‐tdT ESCs. In ESΔN E‐2a‐tdT ESCs where NANOG protein is absent, the overall levels of Esrrb‐2a‐tdTomato expression were reduced and the correlation between GFP and tdTomato seen in GFP^+^/tdTomato^+^ TNG E‐2a‐tdT cells was less apparent (Fig 1H). Moreover, as reported by GFP activity, loss of Esrrb expression was not necessarily coupled to downregulation of the activity of the *Nanog* locus (Fig 1H). These results further highlight the important contribution of NANOG protein to *Esrrb* expression.

Our previous study has shown that *Klf4* is also a direct primary target of NANOG (Festuccia *et al*, 2012). Analysis of KLF4 expression by intracellular cytometry in TNG E‐tdT cells suggests that ESCs downregulate KLF4 at a similar rate to Esrrb (Fig EV2A). Selection for *Nanog* expression using puromycin abolished heterogeneous expression of both Esrrb‐tdTomato and KLF4 (Fig EV2B). While this result is compatible with placement of Nanog upstream of *Klf4* as well as *Esrrb*, we note that additional positive inputs into *Klf4* exist (Niwa *et al*, 2009).

**Figure EV2:**
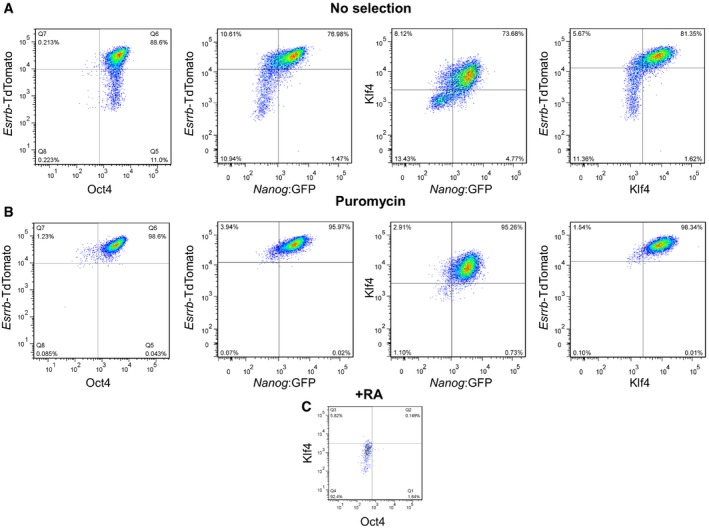
NANOG controls both Esrrb and Klf4 expression in single ES cells (relates to Figs 1 and 2) A–CTNG E‐tdT ES cells were assessed by intracellular FACS for OCT4 and KLF4 (see Materials and Methods). Expression is shown relative to either Esrrb‐TdTomato or Nanog:GFP after 3 days in LIF/FCS in the absence (A) or the presence (B) of selection for puromycin resistance, expressed from the Nanog:GFP allele. The levels of OCT4 and KLF4 in ESCs that had been differentiated using retinoic acid for 6 days are shown in (C).Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

### Loss of *Esrrb* expression reflects commitment out of the naïve state

To investigate the dynamics of the transition between ESCs expressing differing levels of Esrrb and Nanog, TNG E‐tdT cells were sorted into two fractions of > 99.5% purity based on expression of Nanog and Esrrb (Fig 2A). Cells were replated in LIF/FCS and the distribution of Esrrb and Nanog reporter expression determined daily (Fig 2A). To restrict the analysis to undifferentiated cells, only SSEA1^+^ cells were examined. While Nanog:GFP^high^/Esrrb‐tdTomato^high^ cells restored the major starting populations, Nanog:GFP^low^/Esrrb‐tdTomato^low^ cells were unable to do so. In fact, the reduction in SSEA1^+^ cell number following replating of Esrrb‐tdTomato^low^ cells suggests that these had already initiated differentiation. These results suggest that as Nanog and Esrrb levels decline, the self‐renewal capacity of the cells diminishes. Dynamic restoration of heterogeneity in transcription factor expression was also assessed upon release of wild‐type ESCs from LIF/2i. An initial reduction in ESRRB expression upon removal of GSK inhibition (Martello *et al*, 2012) coincided with the previously observed expansion of the dynamic range of NANOG expression. After this, the levels of both TFs decreased with NANOG‐negative cells appearing at day 2 and ESRRB‐negative cells later at day 3 (Fig 2B and C). This heterogeneity in loss of naïve pluripotency markers is in line with the heterogeneous loss of a *Rex1* reporter expression following removal of ESCs from culture in 2i, without LIF (Kalkan *et al*, 2017). To exclude potential confounding effects due to release from LIF/2i, these dynamic alterations were independently assessed by sorting double‐positive cells from NER cultured in LIF/FCS (Fig 2D). This confirmed that while the cell population progressively reduced the NANOG levels, ESRRB levels were buffered against change for a day following the initial decline at day 1.

**Figure 2:**
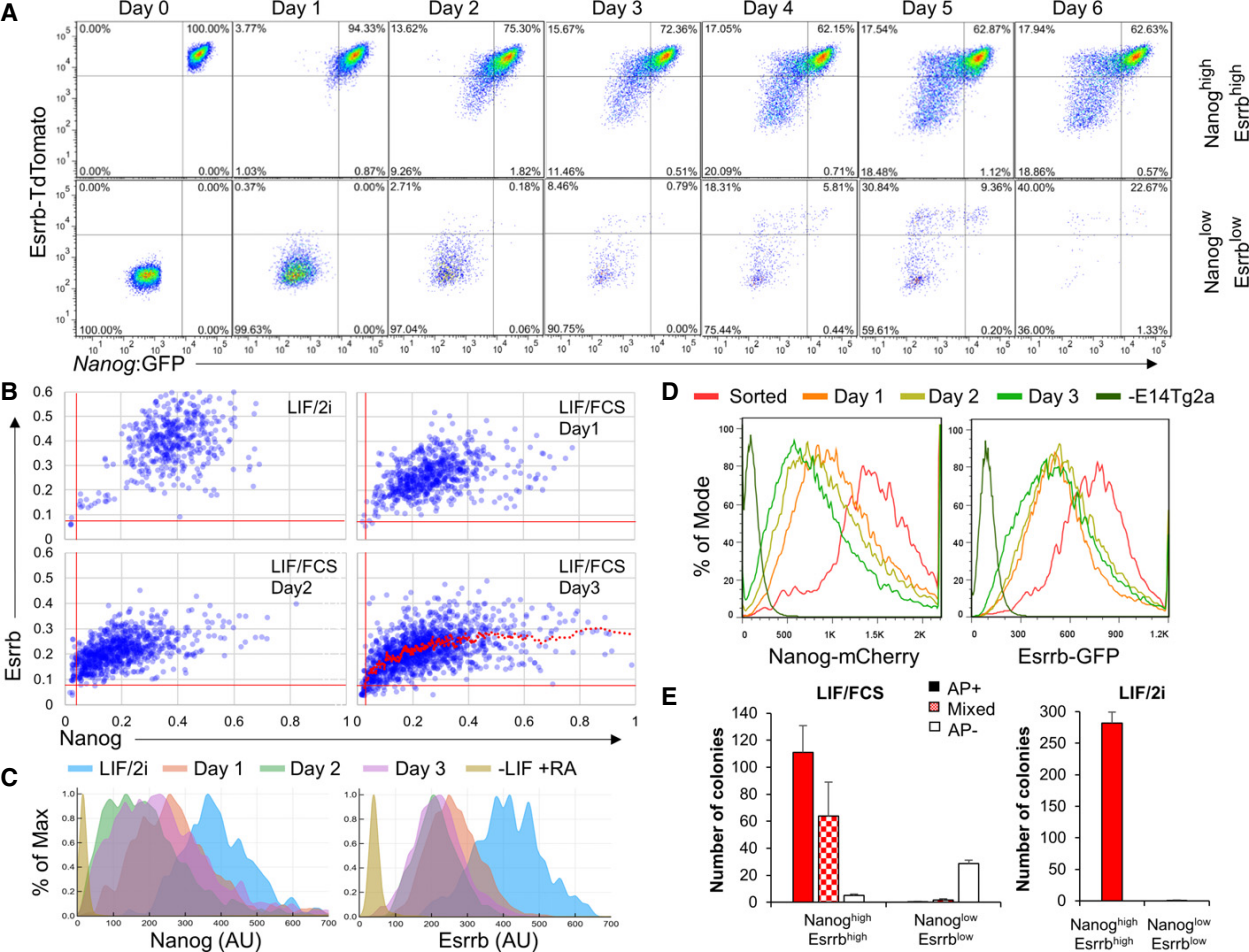
Decreased Esrrb expression marks ESC commitment ASSEA‐1^+^ TNG E‐tdT ESCs were cultured for 3 days in LIF/FCS and sorted into GFP^+^/tdT^high^ (Nanog^high^/Esrrb^high^) or GFP^−^/tdT^low^ fractions (Nanog^low^/Esrrb^low^). The purity of the sorted populations (> 99.5%) is shown (day 0). After replating in LIF/FCS, SSEA‐1^+^ cells were analyzed daily for Esrrb‐tdTomato and Nanog:GFP expression.B, CImmunofluorescent detection of NANOG and ESRRB protein in wild‐type E14Tg2a ESCs cultured in LIF/2i and released in LIF/FCS for 1, 2, or 3 days. Quantification of the mean Nanog and Esrrb fluorescence levels measured in nuclei identified by automatic segmentation of single optical plane images obtained by confocal microscopy. OCT4^negative^ cells, also identified by immunostaining, were excluded from the analysis. (B) The red vertical and horizontal lines indicate the negative thresholds defined by staining ESCs differentiated for 3 days in the absence of LIF and the presence of retinoic acid. The red trendline represents the moving average of the data distribution at day 3. Representative of two independent experiments each including at least 1,000 nuclei. (C) Histogram plots of the data presented in (B).DSorted SSEA‐1^+^ and Esrrb‐GFP^high^/Nanog‐mCherry^high^ NER ESCs were replated in LIF/FCS, and SSEA‐1^+^ cells were analyzed daily for Esrrb‐GFP and Nanog‐mCherry expression. Wild‐type E14Tg2a set the negative thresholds.ESSEA‐1^+^ TNG E‐tdT ESCs from the sorted populations used above (panel A, day 0) were replated at clonal density in LIF/FCS or LIF/2i and stained for alkaline phosphatase activity after 6 days. Error bars: standard deviation of the number of colonies observed in two independent experiments.Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

To determine the biological significance of the downregulation of transcription factor expression, quantitative colony‐forming assays were performed on sorted TNG E‐tdT cells. Wholly undifferentiated colonies were produced efficiently from Nanog:GFP^high^ Esrrb‐tdTomato^high^ cells. In contrast, Nanog:GFP^low^/Esrrb‐tdTomato^low^ cells produced no alkaline phosphatase‐positive colonies in either LIF/FCS or LIF/2i (Fig 2E).

Taken together, the above results reveal how loss of Nanog expression may trigger further changes in TF expression that result in reduced ESC self‐renewal efficiency (Chambers *et al*, 2007). In cells expressing low NANOG, silencing of Nanog target genes expressed in naïve pluripotent cells, including *Klf4* and *Esrrb*, triggers commitment to exit the naïve state resulting in loss of colony‐forming potential in LIF.

### Molecular changes during loss of Esrrb expression

The above results reveal a close connection between loss of Esrrb expression and the progressive extinction of ESC self‐renewal. To explore the molecular mechanisms underpinning loss of naïve pluripotency in ESC cultures, a reporter was generated to enable Esrrb downregulation to be monitored with minimal temporal delay by targeting a 2a‐destabilized GFP cassette downstream of the ORF at both *Esrrb* alleles (E‐GFPd1 cells; Fig EV1, Appendix Fig S1). To generate a heterogeneous population, ESCs were replated at 2 × 10^3^/cm^2^ and analyzed after 3 days. FACS analysis of correctly targeted ESCs showed that culture in LIF/FCS yielded a broad bimodal expression profile that was resolved to a unimodal expression profile in LIF/2i (Fig 3A), matching the results obtained using Esrrb‐tdTomato cells. E‐GFPd1 cells cultured in LIF/FCS were purified by FACS into Esrrb‐GFP^high^, Esrrb‐GFP^medium^, and Esrrb‐GFP^negative^ fractions of SSEA1^+^ cells (Fig 3B). qRT‐PCR analysis showed that Esrrb mRNA levels reflected changes in the GFP reporter levels in the sorted fractions (Fig 3C). Clonal self‐renewal assays revealed a distinction in phenotype of Esrrb‐GFP^negative^ cells. While there was no substantial difference between Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ cells in colony‐forming capacity in either LIF/FCS or LIF/2i, Esrrb‐GFP^negative^ cells were essentially unable to form fully undifferentiated colonies in either condition (Fig 3D). The behavior of purified E‐GFPd1 ESCs following replating in LIF/FCS culture also supported a distinct phenotype of the Esrrb‐GFP^negative^ cells, with Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ cells rapidly interconverting and generating negative cells, and the Esrrb‐GFP^negative^ population essentially unable to regain Esrrb expression (Fig EV3A). Coupled with the previous observation that NANOG^low^ cells can express distinct ESRRB levels, this indirectly indicates that downregulation of Nanog does not immediately result in the loss of self‐renewal ability of ESC. NANOG^low^/ESRRB^positive^ cells can self‐renew, with loss of this ability occurring only upon further downregulation of ESRRB.

**Figure 3:**
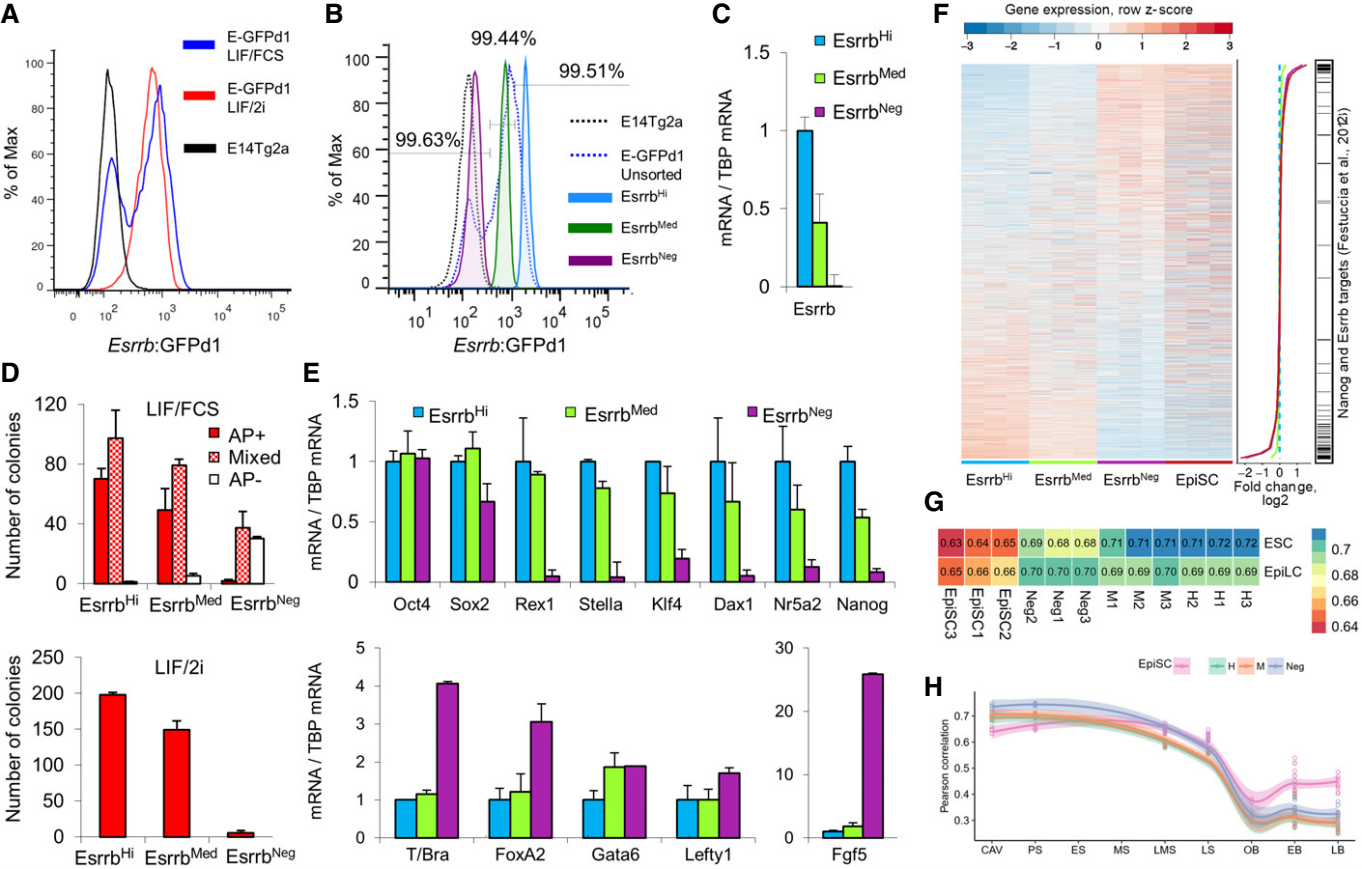
Naïve pluripotency gene expression is lost upon Esrrb downregulation Flow cytometric analysis of GFP expression in SSEA‐1^+^ E‐GFPd1 ESCs cultured in LIF/2i or LIF/FCS compared to wild‐type E14Tg2a ESCs.SSEA‐1^+^ E‐GFPd1 ESCs sorted into Esrrb^Hi^, Esrrb^Med^, or Esrrb^Neg^ subpopulations. Purity of the sorted populations, assessed by flow cytometry, is indicated above the sorting gates.Quantitative *Esrrb* mRNA expression analysis of populations sorted in (B). Error bars: standard deviation of gene expression values measured in four independent experiments.Populations sorted in (B) were replated at clonal density in LIF/FCS (top) or LIF/2i (bottom) and scored for alkaline phosphatase after 6 days. Error bars: standard deviation of the number of colonies observed in two independent experiments.Quantitative mRNA expression analysis of populations sorted in (B). Error bars: standard deviation of gene expression values measured in four independent experiments.Microarray analysis of populations sorted in (B) represented as a heatmap ordered by expression change between Esrrb^Hi^ and Esrrb^Neg^. Expression levels were measured from three independent experiments and all genes expressed in at least one sample are shown (*n* = 14,553). The central line plot summarizes the average fold change per cell population compared to Esrrb^Hi^ cells (log2 scale) with the color coding indicated below the heat map. Previously identified NANOG and ESRRB (Festuccia *et al*, 2012) targets are indicated on the right.Pearson correlation coefficients of the gene expression profiles of Esrrb^Hi^ (H), Esrrb^Med^ (M), Esrrb^Neg^ (Neg) E‐GFPd1 ESCs, and embryo‐derived (late bud stage) TNG E‐2a‐tdT EpiSCs (EpiSC) compared to those of naïve ESC and EpiLC from Buecker *et al* (2014).Pearson correlation coefficients in gene expression obtained comparing Esrrb^Hi^ (H), Esrrb^Med^ (M), Esrrb^−^ (Neg) E‐GFPd1 ESCs, and embryo‐derived (late bud stage) TNG E‐2a‐tdT EpiSCs (EpiSC) to epiblast/ectoderm cells from embryos dissected at successive developmental stages (CAV, cavity; PS, prestreak; ES, early streak; MS, midstreak; LMS, late midstreak; LS, late streak; OB/EB, no bud/early bud; and LB, late bud). This analysis was restricted to the top 500 differentially expressed gene identified at successive developmental stages sorting by Hotelling T² score, as described in Kojima *et al* (2014).Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

**Figure EV3:**
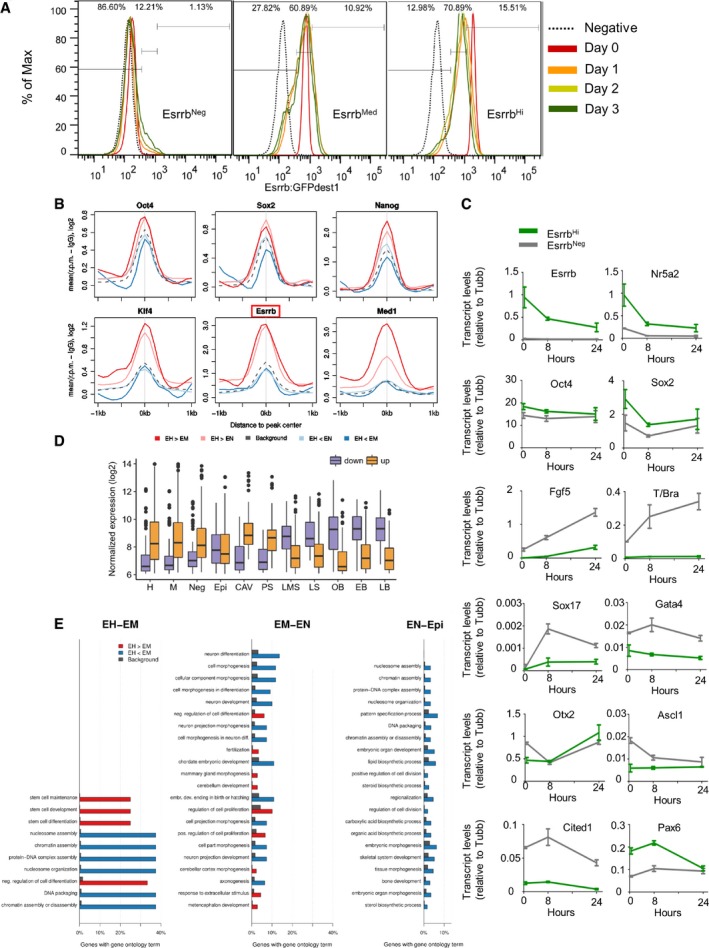
Distinct Esrrb compartments possess characteristic transcriptional states and differentiation propensity. Transition between these compartments is not equally reversible (relates to Fig 3) Kinetics of distribution of Esrrb expression levels from differentially sorted E‐GFPd1 ESCs. SSEA‐1^+^ cells were sorted into Esrrb^Hi^, Esrrb^Med^, and Esrrb^Neg^ gates to a purity of ≥ 99.4%. Sorted cells were then cultured in LIF/FCS for 3 days and analyzed daily. The GFP expression profile of control E14Tg2a cells is shown as a dotted line. The percentage of cells falling in the Esrrb^Hi^, Esrrb^Med^, or Esrrb^Neg^ gates 3 days after sorting is shown for each population.Average binding profile of OCT4, SOX2, NANOG, KLF4, ESRRB, and MED1 to OCT4‐ and NANOG‐bound elements in the proximity of genes differentially higher expressed (FDR ≤ 0.05, log2FC > 0) in Esrrb^Hi^ than Esrrb^Med^ (EH>EM, dark red) or Esrrb^Hi^ than Esrrb^Neg^ (EH<EN, light red) ESCs, or differentially lower expressed (FDR ≤ 0.05, log2FC < 0) in Esrrb^Hi^ than Esrrb^Med^ (EH<EM, dark blue) or Esrrb^Hi^ than Esrrb^Neg^ (EH<EN, light blue) ESCs. Data for all peaks near genes measured in our microarray assay are shown for comparison [gray dashed line; data from Chen *et al* (2008) and Kagey *et al* (2010)]. Read counts per base pair were normalized by library size and by subtracting the background signal (IgG).Timecourse analysis of gene expression changes upon replating sorted SSEA‐1^+^ Esrrb^Hi^ or Esrrb^Neg^ E‐GFPd1 ESCs into N2B27/Activin/FGF. mRNA levels presented are relative to Tubulin beta. Error bars: standard deviation of the measures in three independent experiments (with the exception of T/Bra).Boxplots of expression levels of all genes showing higher (up) or lower expression (down) in epiblast/ectoderm cells from embryos dissected at cavity (CAV)/prestreak (PS) compared to late midstreak (LMS)/late streak (LS) stages. The distribution of expression levels of the two sets of differentially expressed genes is shown for Esrrb^Hi^ (H), Esrrb^Med^ (M), and Esrrb^Neg^ (Neg) E‐GFPd1 ESCs and embryo‐derived (late bud stage) TNG E‐2a‐tdT EpiSCs (Epi). Gene expression distributions in cavity (CAV), prestreak (PS), late midstreak (LMS), late streak (LS), no bud (OB), early bud (EB), or late bud (LB) stage embryos from Kojima *et al* (2014) are shown for comparison. Boxes span the inter‐quartile range (IQR) from the first to the third quartile. The line indicates the median. Whiskers extend up to 1.5 IQR, and outliers are plotted.Gene ontology classification of genes differentially expressed between Esrrb^Hi^ and Esrrb^Med^ (EH‐EM), Esrrb^Med^, and Esrrb^Neg^ (EM‐EN) and Esrrb^Neg^ and EpiSCs (EN‐Epi).Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

Fractionated E‐GFPd1 ESCs were next analyzed by gene expression profiling to determine the transcriptional changes accompanying phenotypic dismantling of naïve pluripotency. Quantitative mRNA analysis showed that differences in expression between the Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ fractions were confined to *Stella* and *Nanog* (Fig 3E). In contrast, Esrrb‐GFP^negative^ cells showed complete loss of expression of a range of pluripotency markers typical of the pre‐implantation epiblast, but retained *Oct4* and *Sox2* expression, confirming that these cells remained pluripotent. Microarray analyses further indicated that the majority of known NANOG and ESRRB target genes (Festuccia *et al*, 2012) are among the genes with the most dramatic change in expression during the transition from Esrrb‐GFP^high/medium^ to Esrrb‐GFP^negative^ cells (55.6% of NANOG or ESRRB targets are in the top/bottom 400 genes ranked by the expression difference between Esrrb‐GFP^high^ and Esrrb‐GFP^negative^ cells; hypergeometric *P* = 1.22 × 10^−35^; Fig 3F, Table EV1). Analysis of the regulatory regions in proximity of Differentially Expressed Genes (DEGs) in publicly available ChIP‐Seq datasets showed enrichment for binding of NANOG, ESRRB, KLF4, and the mediator subunit MED1 (Chen *et al*, 2008; Fig EV3B), suggesting that these DEGs are stringently controlled by enhancers through which naïve pluripotency TFs act. Taken together, these results suggest that modulation of the entire transcriptional programs controlled by NANOG and ESRRB accompanies commitment to differentiation.

Strikingly, Esrrb‐GFP^negative^ cells had also upregulated mRNAs characteristic of primed pluripotent cells (Fig 3E) and globally presented a transcriptional state closer to that of EpiSC (Fig 3F). Moreover, Pearson's correlation coefficient shows that Esrrb‐GFP^negative^ cells are transcriptionally closer to primed EpiLC than naïve ESCs (*r*[Esrrb‐GFP^negative^, EpiLC] = 0.70, *r*[Esrrb‐GFP^negative^, ESCs] = 0.68) while the opposite is the case for Esrrb‐GFP^high^ cells (Fig 3G). To further investigate this, sorted cells were replated in N2B27/Activin/FGF and transcripts analyzed after 0, 8, and 24 h. Relative to Esrrb‐GFP^high^ cells, Esrrb‐GFP^negative^ cells showed faster induction of mRNAs characteristic of primed pluripotent cells (Fig EV3C). This supports the notion that ESCs that have lost Esrrb expression have initiated the transition from naïve to primed pluripotency. Comparison of the gene expression profile of sorted Esrrb‐GFP populations and EpiSCs with the transcriptome of epiblast cells from different stages of post‐implantation development (Kojima *et al*, 2014) revealed that Esrrb‐GFP^negative^ cells are closer transcriptionally to *in vivo* epiblast cells prior to gastrulation. In contrast, EpiSCs more closely resemble epiblast cells from later gastrulating embryos (Fig 3H). To substantiate this observation, we compared the levels of transcripts expressed differentially before (CAV/PS) or after the onset of embryonic gastrulation (LMS, LS) with sorted E‐GFPd1 ESCs and EpiSC (Fig EV3D). Genes upregulated after gastrulation have low expression in both Esrrb‐GFP^high^ and Esrrb‐GFP^negative^ cells, whereas mRNAs silenced after gastrulation show high expression in both Esrrb‐GFP^high^ and Esrrb‐GFP^negative^ cells. In contrast, EpiSCs express both mRNA classes at levels intermediate between those detected in pre‐ and post‐gastrulation embryos, suggesting that they have progressed further in development than ESCs fractionated on the basis of Esrrb expression. Esrrb‐GFP^negative^ cells therefore capture a pluripotent state characteristic of early post‐implantation development.

Gene Ontology (GO) analysis supported the above distinctions (Fig EV3E). Genes involved in morphogenesis, pattern specification, and metabolic processes are upregulated in EpiSCs compared to Esrrb‐GFP^negative^ cells. Morphogenesis terms also characterize the Esrrb‐GFP^medium^ to Esrrb‐GFP^negative^ transition, with changes in genes associated with neuronal development and cell proliferation also apparent. However, the most dramatic changes were in the Esrrb‐GFP^high^ to Esrrb‐GFP^medium^ transition, which was dominated by downregulation of genes involved in stem cell maintenance/development, negative regulation of differentiation, and upregulation of chromatin structure terms. It is notable that these GO term changes between Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ characterize states that are largely reversible (Fig EV3A) presaging functional differences in self‐renewal that becomes apparent only later at cellular commitment as cell transition from an Esrrb‐GFP^medium^ to Esrrb‐GFP^negative^ state.

### DNA methylation changes during loss of Esrrb expression

The preceding results suggest that downregulation of Esrrb is linked to progressive changes in the transcriptional identity of ESCs via specific silencing of genes regulated by naïve pluripotency TFs. Locus‐specific DNA methylation at pluripotency gene regulatory regions characterizes loss of naïve pluripotency (Ficz *et al*, 2013; Habibi *et al*, 2013; Hackett *et al*, 2013; Leitch *et al*, 2013). Therefore, to test whether CpG methylation drives the loss of pluripotency associated with Esrrb extinction, CpG DNA methylation was analyzed in fractionated SSEA1^+^ E‐GFPd1 ESCs. Digestion with methylation‐sensitive restriction nucleases showed that DNA methylation at the *Nanog* and *Esrrb* promoters was indistinguishable between Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ cells, with a modest increase seen in Esrrb‐GFP^negative^ cells (Figs 4A and EV4A). Similarly, modest increases were also observed in Esrrb‐GFP^negative^ cells at the *Stella* and *Rex1* promoters, although the latter was already partially methylated in Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ cells (Fig EV4B and C). These findings agree with the idea that promoters are generally protected from DNA methylation accumulation (Deaton & Bird, 2011), remaining partially unmethylated even when inactive (e.g., *Esrrb* and *Rex1* promoters in EpiSC; Fig EV4A and C). Minimal DNA methylation differences were also seen at the *Nanog* enhancer in ESCs and EpiSCs, where Nanog is expressed (Fig 4A). In contrast, striking changes occur between ESC fractions at the *Esrrb* enhancer, with Esrrb‐GFP^negative^ cells and EpiSCs showing almost complete CpG methylation (Figs 4A and EV4A). To investigate DNA methylation dynamics at the *Esrrb* enhancer, FACS‐purified Esrrb‐GFP^high^ cells were replated in FCS/LIF. Within 24 h, Esrrb‐GFP^negative^ cells emerged and FACS purification at this time showed that these cells had increased methylation at the *Esrrb* enhancer from ~2 to ~20% (Fig 4B). These observations indicate that DNA methylation is deposited at differing rates at pluripotency loci with the *Esrrb* enhancer accumulating DNA methylation rapidly. Nevertheless, the fact that not all cells that have downregulated Esrrb at 24 h have methylated the *Esrrb* enhancer indicates that DNA methylation does not drive Esrrb extinction.

**Figure 4:**
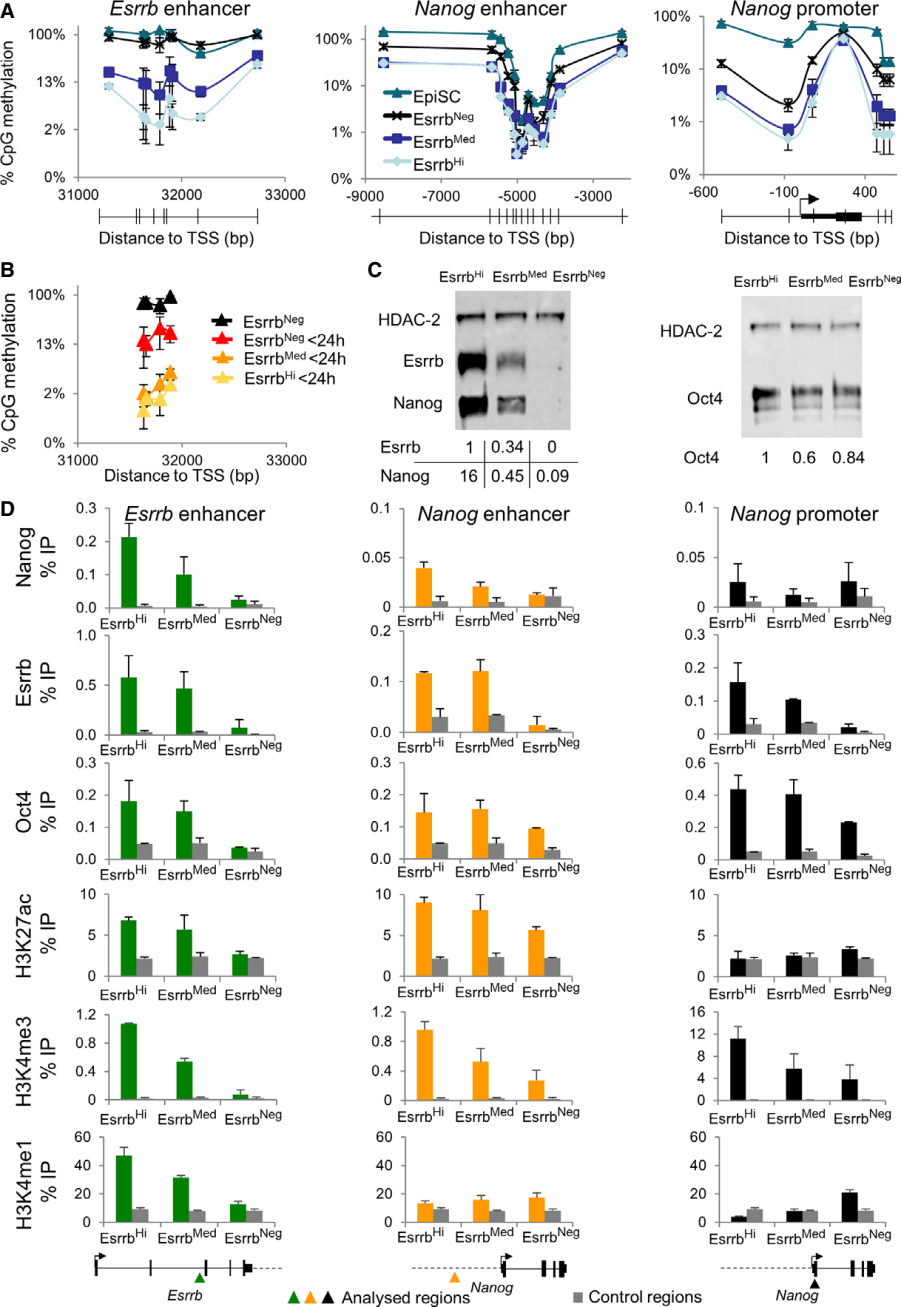
Different kinetics of loss of TF binding and accumulation of CpG methylation at key regulatory elements of the pluripotency network Percentage of methylated CpG dinucleotides profiled across the *Esrrb* and *Nanog* enhancer and the *Nanog* promoter in sorted SSEA‐1^+^/Esrrb^Hi^, Esrrb^Med^, or Esrrb^Neg^ E‐GFPd1 ESCs and TNG E‐2a‐tdT EpiSC. CpG methylation was assessed by measuring protection from digestion of the *HpaII*,* AciI*,* Hin6I,* or *TaqI* restriction sites (indicated by vertical lines in the gene structure maps derived from the mouse reference genome (mm9). Location is expressed relative to the TSS in ESCs (Chambers, 2004; Festuccia *et al*, 2012). Values represent total CpG methylation levels (5mC + 5hmC). Error bars: standard deviation of the measures in four independent experiments.Methylated CpG dinucleotides across the *Esrrb* enhancer were assessed as in (A). SSEA‐1^+^/Esrrb^Hi^ E‐GFPd1 ESCs were sorted and placed back in culture overnight before resorting and methylation analysis relative to Esrrb^Neg^ E‐GFPd1 ESCs. Error bars: standard deviation of the measures in three independent experiments.The sorted E‐GFPd1 ESCs populations used in (A) were assessed by immunoblot for ESRRB and NANOG (left) or OCT4 (right) by fluorescence‐based detection (Licor).Quantitative ChIP‐PCR analysis of OCT4, NANOG, and ESRRB binding and histone modifications at the *Esrrb* and *Nanog* enhancers and the *Nanog* promoter in the sorted populations used in (A). Error bars: standard deviation of the measures in two (NANOG, ESRRB, H3K27ac) or three (OCT4, H3K4me3, and H3K4me1) independent ChIP experiments, each performed on pooled chromatin from at least three independently sorted samples. The diagrams at the bottom show the approximate position of the regions analyzed for transcription factor binding or histone modifications (in color or black), along with the relative control genomic locations (gray).

**Figure EV4:**
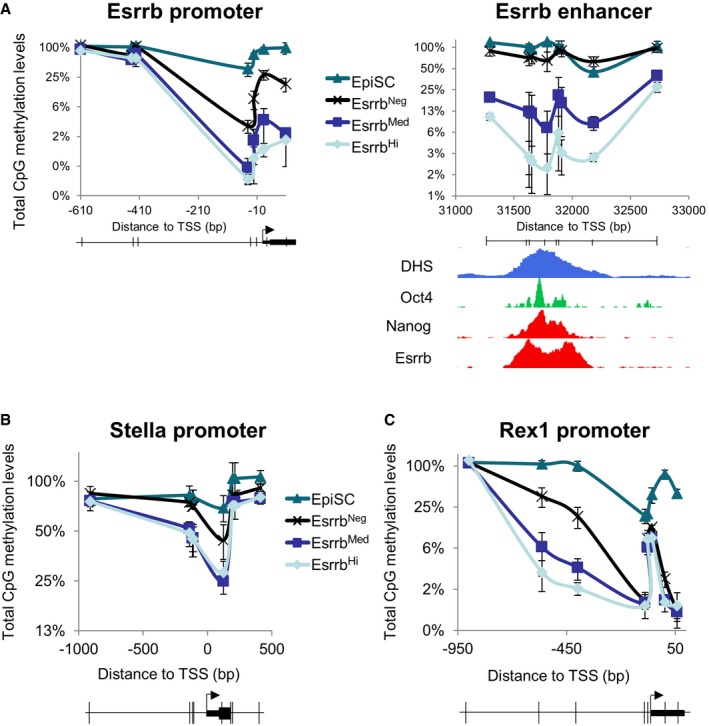
Kinetics of accumulation of CpG methylation at key regulatory elements of the pluripotency gene regulatory network (relates to Fig 4) A–CPercentage of methylated CpG dinucleotides profiled across the *Esrrb* enhancer and promoter (A), *Stella* (B), and *Rex1* (C) promoters in sorted SSEA‐1^+^/Esrrb^Hi^, Esrrb^Med^, or Esrrb^Neg^ E‐GFPd1 ESCs and TNG E‐2a‐tdT EpiSC. CpG methylation was assessed by measuring protection from digestion of the *HpaII*,* AciI*,* Hin6I,* or *TaqI* restriction sites [coordinates indicated by vertical lines in the gene structure maps derived from the mouse reference genome (mm9). Locations are expressed relative to the TSS in ESCs (Chambers, 2004; Festuccia *et al*, 2012)]. Values represent total CpG methylation levels (5mC + 5hmC). Error bars: standard deviation of the measures in four independent experiments. ChIP‐Seq read coverage for the indicated factors derived from re‐analysis of published datasets (Chen *et al*, 2008) shows how TF binding correlates with methylation “valleys” and increased chromatin accessibility. RNA polymerase II binding marks promoters (Stadler *et al*, 2011). The DNase I sensitivity in E14 ES cells data is from the ENCODE project.

### Chromatin changes during transition to Esrrb^negative^ state

Next, TF binding in the three ESC populations was assessed in an attempt to identify potential drivers of the differential accumulation of methylation at the *Nanog* and *Esrrb* enhancers. First, NANOG, OCT4, and ESRRB protein levels were examined in sorted E‐GFPd1 cells. Quantitative immunoblot analysis showed that ESRRB protein levels reflected changes in GFP fluorescence and both ESRRB and NANOG protein levels agreed with the corresponding transcript levels in fractionated cells (Figs 3C and E, and 4C). In line with the immunoblot data, NANOG showed a graded ChIP profile at the *Nanog* and *Esrrb* enhancers (Fig 4D). This was also the case for ESRRB binding to the *Nanog* promoter. ESRRB was also lost from both the *Nanog* and *Esrrb* enhancers in Esrrb‐GFP^negative^ cells but showed similar enrichment in Esrrb‐GFP^high^ and Esrrb‐GFP^medium^ fractions, suggestive of a threshold level of ESRRB binding for function at these regulatory elements (Fig 4D). In contrast, OCT4, which is present at similar levels in each fraction, showed distinct patterns of binding in Esrrb‐GFP^negative^ cells. Whereas OCT4 binding to the *Esrrb* enhancer was completely abolished in the Esrrb‐GFP^negative^ cells, these cells retained detectable binding of OCT4 to the *Nanog* enhancer and promoter (Fig 4D). Coupled to the observation that the Esrrb enhancer accumulated DNA methylation, whereas the Nanog enhancer was protected, these results suggest the hypothesis that the *Nanog* and *Esrrb* enhancers are examples of two classes of regulatory regions that respectively remain active or are decommissioned during early stages of commitment.

Histone modifications were next assessed for their ability to distinguish between these regulatory elements. Active enhancers are marked by H3K27ac, with a fraction also harboring low levels of H3K4me3, a signature of active promoters. H3K4me1 also broadly marks distal regulatory regions. In contrast, H3K27me3 has been proposed to accumulate on silent but poised enhancers and promoters of repressed genes (Heintzman *et al*, 2007, 2009; Rada‐Iglesias *et al*, 2011). Therefore, enrichment for H3K4me1, H3K4me3, H3K27ac, and H3K27me3 at the *Esrrb* and *Nanog* enhancers/promoters was determined in the three ESC populations. H3K27me3 was detectable at low levels at the *Nanog* promoter but not at either enhancer (Appendix Fig S3). Both enhancers were instead marked by H3K27ac in Esrrb‐GFP^high^ cells: While reduced H3K27ac in Esrrb‐GFP^negative^ cells at the *Nanog* enhancer mirrored reduced OCT4 occupancy (Fig 4D), possibly accounting for reduced *Nanog* expression (Figs 3E and 4C and D), the absence of both H3K27ac and OCT4 at the *Esrrb* enhancer in Esrrb‐GFP^negative^ cells is consistent with *Esrrb* enhancer decommissioning. H3K4me3 was enriched at the *Nanog* and *Esrrb* promoters, progressively declining at both genes to reach minimal levels in Esrrb‐GFP^negative^ cells (Fig 4D, Appendix Fig S3), in line with gene expression (Figs 3C and E, and 4C). H3K4me3 was also detected in Esrrb‐GFP^high^ cells at the *Esrrb* and *Nanog* enhancers. This mark was completely lost at the *Esrrb* enhancer in Esrrb‐GFP^negative^ cells, suggestive of functional inactivation. Further substantiating the decommissioning of this regulatory element, H3K4me1 was detected at the *Esrrb* enhancer in the Esrrb‐GFP^high^ fraction and lost in Esrrb‐GFP^negative^ cells.

### Genome‐wide analysis of TF binding during transition to Esrrb^negative^ state

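OCT4 and NANOG ChIP-Seq was performed on E-GFPd1 cells, E14Tg2a ESCs that carry a destabilised GFP reporter at *Esrrb*, after sorting into Esrrb-GFP high (the top 10% of the distribution), Esrrb-GFP medium (the 15% immediately above negative) and Esrrb-GFP negative fractions. Each of the 6 libraries, 1 per factor and fraction, was made from material pooled from 3 ChIPs. There are therefore no replicate libraries, no spread between replicates can be given, and no p-value between fractions was computed. The authors aligned the reads in GeneProf, called peaks with SISSRs, merged overlapping peaks of all datasets, and called a merged region lost in a fraction where less than 50% of its highest signal, normalized for library depth, was retained. The lists examined here hold the chromosome, start and end of each region and no score, signal or read count, so the sequencing depth behind each library is unknown and only presence or absence of a region could be compared. The OCT4 lists hold 12449 regions in Esrrb-GFP high, 14464 in medium and 10369 in negative cells, and the NANOG lists hold 9425, 4729 and 286 regions. Together the 6 lists hold 51722 entries, which are 23767 distinct intervals, none of which overlaps another, so a region has the same coordinates in every list that contains it. On chromosome 1, all 6 lists were identical to the regions marked as bound in the 1870 rows for that chromosome in the part of Table EV2 that was examined (1998 of 26815 rows). All ends lie within the chromosome lengths of the mouse assembly mm9 (NCBIM37), and positions are given on that assembly, counted from 1. A region was taken as bound in a fraction when it overlapped an entry of that list by at least 1 bp. Shares of regions are given with 95% Wilson intervals, which cover counting error over the regions of these libraries and not variation between cultures or ChIPs.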

To determine the degree to which these findings extended to global changes in enhancer activity occurring during commitment from naïve pluripotency, genome‐wide profiles of OCT4 or NANOG binding were determined by ChIP‐Seq in sorted fractions of E‐GFPd1 cells (Table EV2). Regions bound by OCT4 or NANOG that reduced binding to ≤ 50% of the level in the highest binding population were identified as peaks that lost binding in the population concerned (e.g., in Esrrb‐GFP^negative^ cells, OCT4 binding at *Tet2* is 5% of the level in Esrrb‐GFP^high^ cells, so the peak is considered lost, Fig 5H). 

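The Esrrb-GFP high regions of OCT4 covered 1696300 bp, with a median width of 100 bp (interquartile range 60 to 180 bp), and those of NANOG covered 1340200 bp, with the same median width (60 to 200 bp). For OCT4, 246 of the regions lay on chromosome X and 2 on chromosome Y. For NANOG, 296 lay on chromosome X. When regions of the same list within 500 bp of each other were joined, 11786 OCT4 regions and 8997 NANOG regions remained.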

In Esrrb‐GFP^high^ cells, OCT4 and NANOG each bound to ~10,000 regions (Fig 5A and C). 

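Of the OCT4 regions bound in Esrrb-GFP high cells, 6837 were also bound in Esrrb-GFP negative cells, 54.9% (95% interval 54.0 to 55.8), and 5612 were lost, 45.1% (44.2 to 46.0). The share of OCT4 regions lost moved most when peaks within 500 bp of each other were merged, to 42.6%. Of the NANOG regions bound in Esrrb-GFP high cells, 237 were also bound in negative cells, 2.51% (2.22 to 2.85), and 9188 were lost, 97.5% (97.1 to 97.8). When the negative list was shifted along each chromosome by a random distance 100 times, a mean of 13.42 OCT4 regions (at most 24) and 0.24 NANOG regions (at most 2) were shared. Regions this narrow rarely meet when placed at random, so low values were given by construction and exclude random placement only. OCT4 regions lost and kept had the same median width of 100 bp, and NANOG regions kept had a median width of 80 bp against 100 bp for those lost.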

In Esrrb‐GFP^negative^ cells, the number of OCT4 binding sites was only reduced slightly (Fig 5A), whereas the number of NANOG‐bound regions was reduced drastically (Fig 5C), consistent with a reduced NANOG protein level (Fig 4C). 

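In Esrrb-GFP negative cells, 3532 OCT4 regions were bound that were not called in Esrrb-GFP high cells, 34.1% (95% interval 33.2 to 35.0) of the OCT4 regions of negative cells. In the library of the intermediate population, Esrrb-GFP medium, 2361 of these gained regions were already bound, 66.8% (65.3 to 68.4). Gained regions had a median width of 60 bp (interquartile range 40 to 120 bp). NANOG was bound at 5.07% (4.39 to 5.84) of the gained regions in Esrrb-GFP high cells. With each list limited to regions at least as wide as its own median width, 2341 OCT4 regions were counted as gained. The median was 100 bp in Esrrb-GFP high and 80 bp in negative cells. A region of 80 bp bound in both was thus dropped from the high list only and counted as gained, so 2341 does not measure stability. Average profiles could not be computed, because the lists carry no signal.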

Analysis of the average profiles of OCT4 occupancy revealed that regulatory elements either lost or maintained OCT4 binding during the transition to Esrrb‐GFP^negative^: the positions for which an OCT4 peak was called only in negative cells (*n* = 3,532) already showed detectable OCT4 binding in Esrrb‐GFP^high^ cells (Fig 5B). In contrast, NANOG displayed a marked reduction in binding, globally, even at the 286 positions that were still identified as peaks in Esrrb‐GFP^negative^ cells (Fig 5D). Likewise, the number of sites co‐bound by OCT4 and NANOG was also dramatically lower in Esrrb‐GFP^negative^ cells relative to Esrrb‐GFP^high^ cells (Fig 5E).

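NANOG binding was already reduced in Esrrb-GFP medium cells, where 47.7% (95% interval 46.7 to 48.8) of the NANOG regions of Esrrb-GFP high cells were bound. Of the NANOG regions that were kept in negative cells, 154 were bound in medium as well, 65.0% (58.7 to 70.8). The remaining 49 NANOG regions of negative cells were not called in Esrrb-GFP high cells, and 28 of them were bound in medium. OCT4 was bound in negative cells at 31.6% (26.1 to 37.8) of the kept NANOG regions. The lists do not show how strongly NANOG bound at a region, so the reduction of signal within the kept regions (Fig 5D) could not be measured.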

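Both factors were bound at 3675 regions in Esrrb-GFP high cells, 29.5% (95% interval 28.7 to 30.3) of the OCT4 regions and 39.0% (38.0 to 40.0) of the NANOG regions. In Esrrb-GFP medium cells 1995 regions were co-bound, 13.8% (13.2 to 14.4) of the OCT4 regions and 42.2% (40.8 to 43.6) of the NANOG regions. In Esrrb-GFP negative cells 87 regions were co-bound, 0.839% (0.681 to 1.03) of the OCT4 regions and 30.4% (25.4 to 36.0) of the NANOG regions. The share of NANOG regions that were also bound by OCT4 thus changed less between the populations than the number of co-bound regions. Random shifts of the NANOG lists gave means of 12.76, 7.84 and 0.32 co-bound regions in high, medium and negative cells, low by construction for regions this narrow. The paper proposes that the drop in NANOG-bound regions goes with the reduced level of NANOG protein (Fig 4C).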

**Figure 5:**
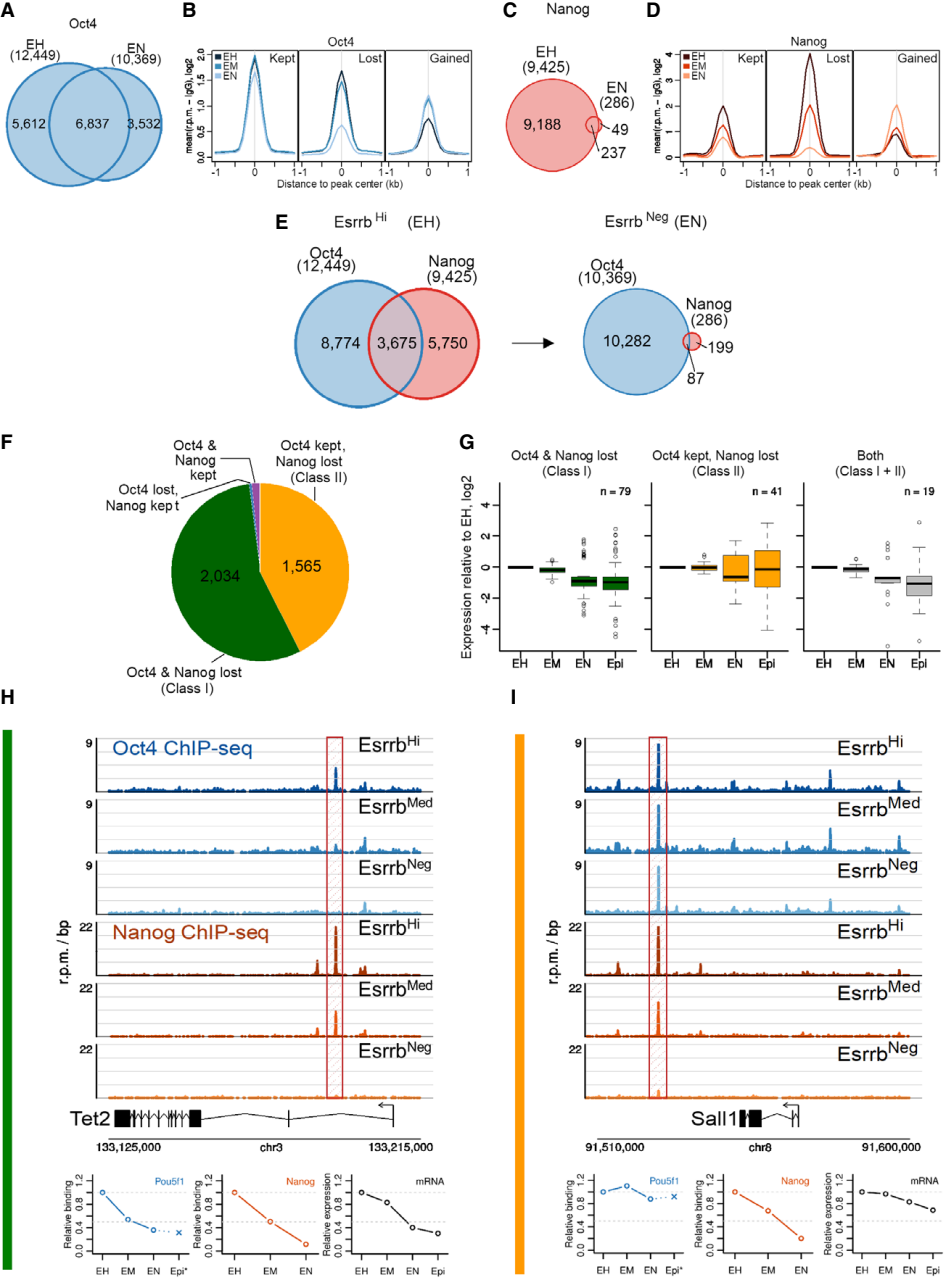
Global profiles of OCT4 and NANOG chromatin binding during Esrrb downregulation A–D(A, C) Venn diagram showing overlap of (A) OCT4‐ or (C) NANOG‐bound regions (see main text for peak calling strategy) in sorted Esrrb^Hi^ (EH) and Esrrb^Neg^ (EN) E‐GFPd1 ESCs. (B, D) Average binding profile of (B) OCT4 or (D) NANOG in binding peaks where binding in Esrrb^Neg^ ESCs was kept, lost, or gained relative to Esrrb^Hi^ E‐GFPd1 ESCs. Read counts per base pair were normalized by library size and by subtracting the background (IgG) signal. Esrrb^Hi^ (EH), Esrrb^Med^ (EM), and Esrrb^Neg^ (EN).EVenn diagram showing the overlap of NANOG‐ and OCT4‐bound regions in sorted Esrrb^Hi^ and Esrrb^Neg^ E‐GFPd1 ESCs.FPie chart showing the number of genomic regions co‐bound by NANOG and OCT4 in Esrrb^Hi^ E‐GFPd1 ESCs that lose binding of NANOG and OCT4 (Class I) or that lose binding of NANOG but retain OCT4 (Class II) during transition to Esrrb^Neg^. A few regions keep NANOG binding but lose OCT4 (*n* = 16) or keep binding of both (*n* = 60).GBoxplots showing the fold change in expression levels of genes proximal to Class I elements, Class II elements, or both Class I and Class II elements in Esrrb^Hi^ (EH), Esrrb^Med^ (EM), or Esrrb^Neg^ (EN) E‐GFPd1 ESCs and EpiSC (Epi). Boxes span the inter‐quartile range (IQR) from the first to the third quartile. The line indicates the median. Whiskers extend up to 1.5 IQR, and outliers are plotted.H, IBinding profiles of OCT4 and NANOG in the proximity of two genes representative of (H) Class I (*Tet2*) or (I) Class II (*Sall1*) in Esrrb^Hi^, Esrrb^Med^, or Esrrb^Neg^ E‐GFPd1 ESCs. The relative occupancies of NANOG and OCT4 at *Tet2* or *Sall1* (positions highlighted by hatched boxes) alongside expression levels of *Tet2* and *Sall1* mRNAs in Esrrb^Hi^ (EH), Esrrb^Med^ (EM), or Esrrb^Neg^ (EN) GFPd1 ESCs and EpiSC (Epi) are shown at the bottom. OCT4‐binding data from EpiSC are from Buecker *et al* (2014).

To compare the functional consequences of loss or maintenance of binding of NANOG and OCT4 at a comparable set of regulatory elements, the chromatin regions bound by both factors in Esrrb‐GFP^high^ cells were further analyzed. 

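Co-bound regions of Esrrb-GFP high cells were grouped by the factors still bound in Esrrb-GFP negative cells. In 55.3% (95% interval 53.7 to 56.9) neither OCT4 nor NANOG was bound, and in 42.6% (41.0 to 44.2) OCT4 was bound without NANOG. NANOG without OCT4 was found at 16 regions, 0.435% (0.268 to 0.706), and both factors at 60 regions, 1.63% (1.27 to 2.10). Merging peaks within 500 bp of each other raised the number of regions with NANOG and without OCT4 to 26.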

Of the 3,675 regions bound by both OCT4 and NANOG in Esrrb‐GFP^high^ cells, two major classes of peaks were identified. Both classes of regulatory elements lost NANOG in Esrrb‐GFP^negative^ but could be distinguished by whether OCT4 binding was lost (Class I elements, *n* = 2,034; exemplified by a *Tcfcp2l1* enhancer) or not (Class II elements, *n* = 1,565; exemplified by one of the *Sox2* enhancers; Fig 5F). 

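The number of Class I regions was 2034, and the number of Class II regions was 1565. Both classes had a median width of 180 bp (interquartile range 120 to 260 bp). Across the alternatives that moved either number, Class I counted from 1807 to 2128 regions and Class II from 1381 to 1769. *Tcfcp2l1* (ENSMUSG00000026380, chromosome 1, 120524522 to 120581744) had 2 Class I regions within 20 kb. The region from 120522152 to 120522371, 2260 bp upstream of the gene's start, was bound by OCT4 in high and medium cells and by NANOG in high cells. The region from 120539332 to 120539691 lies in an intron and was bound by both factors in high cells and by neither in medium or negative cells. *Sox2* (ENSMUSG00000074637, chromosome 3, 34548927 to 34551383) had 3 Class II regions within 20 kb, all bound by OCT4 in the 3 populations. NANOG was bound in high and medium cells at the region from 34545172 to 34545431, upstream of the gene, and at the region from 34567352 to 34567811, downstream of it. At the remaining Class II region, from 34552952 to 34553031, NANOG was bound in high cells only.

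**Figure D1:**
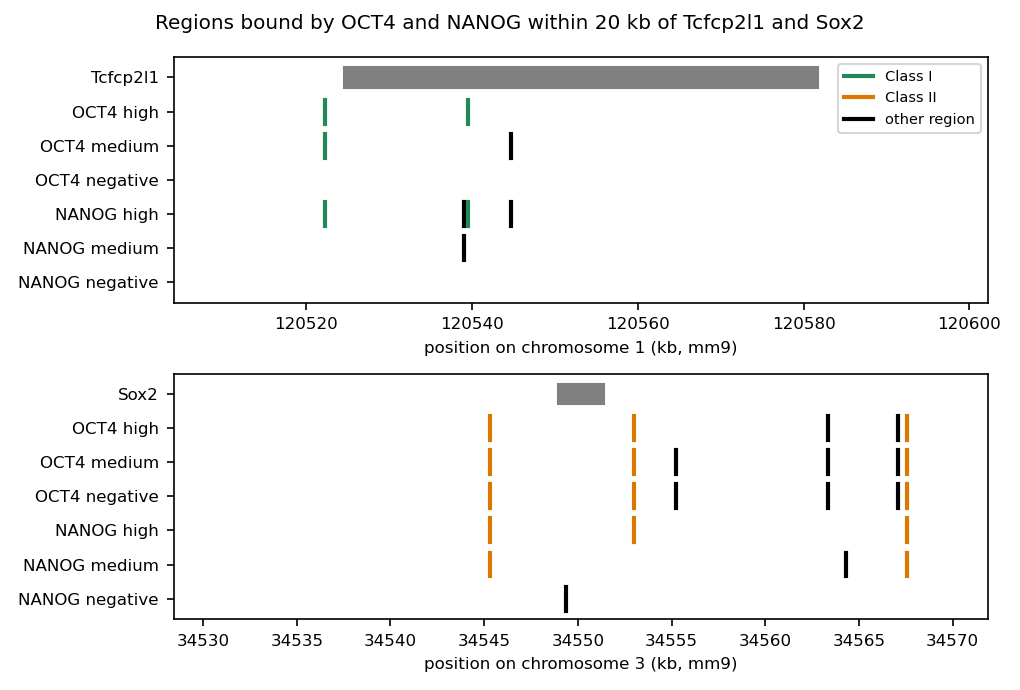
Regions bound by OCT4 and NANOG in each Esrrb-GFP population (rows) by position (kb) within 20 kb of *Tcfcp2l1* and *Sox2*, whose gene bodies are the grey bars. Each mark stands at the centre of a region and does not show its width; the 2 Class I regions at *Tcfcp2l1* have no mark in the negative rows, and the 3 Class II regions at *Sox2* keep theirs for OCT4.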

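With an annotation of the same assembly (GENCODE, 37310 genes of all biotypes), 2122 genes had a Class I region within 20 kb of the gene body. When each region was assigned to its closest gene only, 1303 genes within 20 kb were counted. Of the 79 genes that Table EV3 assigns to Class I, 76 had a Class I region and no Class II region within 20 kb, and the other 3 had regions of both classes. The paper's reported expression in Table EV3 was lower in Esrrb-GFP negative than in Esrrb-GFP high cells for 65 of these 79 genes, with a median log2 fold change of −0.89. In EpiSC, the paper's values were lower for the same number of genes, with a median of −0.95. The arrays behind these expression values were not analysed here.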

Importantly, differentially expressed genes in the proximity (distance to closest gene ≤ 20 kb; Table EV3) of Class I elements showed decreased expression in Esrrb‐GFP^negative^ ESCs or EpiSC (*n*_≤ 20 kb_ = 947; *n*_DEG_ = 79—Fig 5G). In contrast, differentially expressed genes near Class II elements showed a higher propensity to maintain or increase expression (*n*_≤ 20 kb_ = 683; *n*_DEG_ = 41—Fig 5G). 

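Within 20 kb of a Class II region lay 1556 annotated genes, and 980 when each region was assigned to its closest gene only. Of the 41 genes that Table EV3 assigns to Class II, 39 had a Class II region and no Class I region within 20 kb. In the paper's reported values, 23 of the 41 genes were lower in Esrrb-GFP negative than in Esrrb-GFP high cells and 18 were higher, with a median log2 fold change of −0.63. In EpiSC, 22 were lower and 19 higher, with a median of −0.13.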

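Regions of both classes lay within 20 kb of 298 annotated genes, and all 19 genes that Table EV3 assigns to both classes were among them. With a distance of 5 kb, 161 genes had regions of both classes, and 11 of the 19 genes did. According to the paper's reported values, 15 of the 19 genes were lower in Esrrb-GFP negative than in Esrrb-GFP high cells, with a median log2 fold change of −0.69.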

The 19 differentially expressed genes associated with both Class I and Class II elements showed a decreased expression pattern suggesting a dominant role of Class I over Class II elements in controlling gene expression (Fig 5G). 

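*Tet2* (ENSMUSG00000040943) lies on the minus strand of chromosome 3 from 133126643 to 133207354, and 7 regions bound in at least 1 library lay within 20 kb of it, all in introns. The paper's reported log2 expression change from Esrrb-GFP high to negative cells is −1.24. Class I regions were found from 133187832 to 133187891 and from 133197152 to 133197291. At both, OCT4 and NANOG were bound in high and medium cells and not in negative cells. Another 3 regions were bound by NANOG alone, and none of the 7 was bound by NANOG in negative cells. OCT4 was bound in negative cells at 1 of the 7, from 133137592 to 133137631, which was bound in high cells and not in medium cells.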

Among genes linked to sites losing binding of NANOG and OCT4 (Class I), important regulators of the naïve pluripotent state were identified, for instance, Tet2, which is silenced during the Esrrb‐GFP^high^ to Esrrb‐GFP^negative^ transition (Fig 5H). Other pluripotency factors, such as Sall1, which are expressed in both Esrrb‐GFP^high^ and Esrrb‐GFP^negative^ ESCs or EpiSC, maintained OCT4 binding in all populations, including EpiLC (Buecker *et al*, 2014; Fig 5I).

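*Sall1* (ENSMUSG00000031665) lies on the minus strand of chromosome 8 from 91551147 to 91568061. No Class I or Class II region lay within 20 kb of its annotated body. Farther downstream, the region from 91527392 to 91527811 was bound by OCT4 in the 3 populations and by NANOG in high and medium cells, which makes it Class II. By its position on the axis of Fig 5I, read by eye, it is the region highlighted there. Class I regions lay on either side of the gene, from 91516192 to 91516371 and from 91596912 to 91597231. Within 20 kb of the gene, OCT4 was bound in high, medium and negative cells at an intronic region from 91564512 to 91564571 and at a region 9111 bp upstream of the gene's start, from 91577112 to 91577231, neither of which was bound by NANOG. The region from 91532852 to 91532891 was bound by OCT4 in medium and negative cells. NANOG was bound in the 3 populations, without OCT4, at a region 1271 bp upstream of the gene's start, from 91569312 to 91569351, and in high and medium cells at the region from 91539752 to 91539811. At 3 further regions within that distance OCT4 was bound in high and medium cells only. EpiLC binding comes from another study and was not analysed here.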

Comparison with publicly available TF‐binding datasets in ESCs (Chen *et al*, 2008) revealed that Class I elements are bound by ESRRB, KLF4, and NANOG more robustly than Class II elements (Fig 6A). In contrast, Class I elements bind OCT4 less than Class II elements (Fig 6A). To assess whether Class II elements are more likely to remain active in primed pluripotent cells, available datasets were analyzed to compare the FAIRE signal, H3K27ac, EP300, and OCT4 enrichment in ESC and EpiLC (Buecker *et al*, 2014). Indeed, in primed EpiLCs, Class II elements retain OCT4 binding, a more open chromatin structure and histone mark signatures of active enhancers (Fig 6B). Interestingly, in EpiLCs, Class II elements also show higher enrichment for OTX2 (Fig 6B). This may either reflect a specific role for OTX2 in stabilizing OCT4 binding in primed pluripotent cells or be a consequence of the maintained chromatin accessibility in EpiLC. Overall, these results suggest that retention of OCT4 binding identifies regulatory elements that remain active following early stage differentiation. Consistent with this, differential motif discovery analysis performed using RSAT (Thomas‐Chollier *et al*, 2011) on DNA sequences underlying Class I and Class II peaks identified an octamer‐binding motif at Class II peaks (Fig 6C). 

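Sequence within 100 bp of each region's centre was scanned on both strands for exact matches to the octamer ATGCAAAT. A match was present at 147 of the Class II regions, 9.39% (95% interval 8.05 to 10.9), and at 140 of the Class I regions, 6.88% (5.86 to 8.07). The odds ratio of Class II against Class I was 1.40 (1.10 to 1.79), although the intervals of the shares overlap slightly. The motif reversed without complementing it, TAAACGTA, was found at 2 Class I regions and at 0 Class II regions, which allows a share of up to 0.245% there. The reversed octamer contains CG, which makes it a rarer sequence than the motif itself.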

Notably, the Oct‐Sox motif was not identified in this differential analysis suggesting that it is equally present in both peak classes. In contrast, consensus‐binding motifs for ESRRB and KLF factors were enriched at Class I peaks (Fig 6C). These observations suggest that binding of OCT4 to Class I elements is labile and dependent on co‐binding by naïve pluripotency TFs. This may explain their early downregulation during the process of commitment.

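The Oct-Sox motif was scanned in the same windows as CWTTGTNATGCAAA with up to 2 mismatches. A match was present at 29.0% (95% interval 26.8 to 31.3) of Class II regions and at 19.1% (17.5 to 20.9) of Class I regions, an odds ratio of 1.73 (1.48 to 2.02) for Class II against Class I. The Class II region downstream of *Sox2*, from 34552952 to 34553031, had the match CATTGTGATGCATA from 34552971 to 34552984. With up to 1 mismatch, 5.62% of Class II and 2.56% of Class I regions had a match.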

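For ESRRB, TCAAGGTCA with up to 1 mismatch was found in 18.4% (95% interval 16.8 to 20.2) of Class I regions and 11.8% (10.3 to 13.5) of Class II regions, an odds ratio of 1.69 (1.39 to 2.04) for Class I against Class II. The reversed sequence ACTGGAACT gave an odds ratio of 1.05 (0.783 to 1.40). For KLF factors, exact matches to GGGYGTGG were found in 4.08% (3.30 to 5.03) of Class I and 3.07% (2.32 to 4.04) of Class II regions. Its odds ratio of 1.34 had an interval from 0.936 to 1.93, so no difference was detectable for exact matches in these windows. With up to 1 mismatch in the same windows, the odds ratio was 1.18 (1.03 to 1.35). For exact matches in windows of 250 bp either side of the centre, it was 1.55 (1.20 to 2.02).

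**Figure D2:**
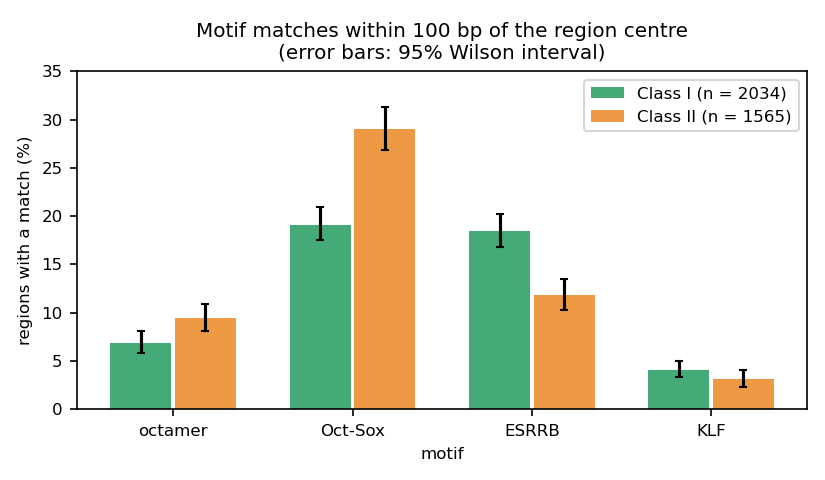
Share of Class I (green) and Class II (orange) regions with a motif match within 100 bp of the centre (%), with 95% Wilson intervals as error bars. The Oct-Sox bars stand at 19.1% and 29.0% and the ESRRB bars at 18.4% and 11.8%, while the error bars of KLF overlap.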

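OCT4 was lost in Esrrb-GFP negative cells at 55.8% (95% interval 54.2 to 57.4) of the OCT4 regions that NANOG co-bound in Esrrb-GFP high cells, and at 40.6% (39.6 to 41.6) of those without NANOG. The odds ratio was 1.85 (1.71 to 2.00), and 2.13 (1.95 to 2.33) when stratified by quartiles of region width with the Mantel-Haenszel method, although width depends in part on the libraries in which a region was called. Among NANOG co-bound regions, OCT4 was lost at 66.3% (62.3 to 70.0) of those with an ESRRB motif match and at 53.9% (52.1 to 55.6) of those without. Among OCT4 regions without NANOG the shares were 54.8% (51.3 to 58.3) and 39.3% (38.2 to 40.3). The lists hold no ESRRB or KLF4 ChIP-Seq, so binding of these factors was not measured. From the motifs and the binding of naive factors at Class I elements (Fig 6A and C), the paper proposes that OCT4 binding there depends on those factors.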

**Figure 6:**
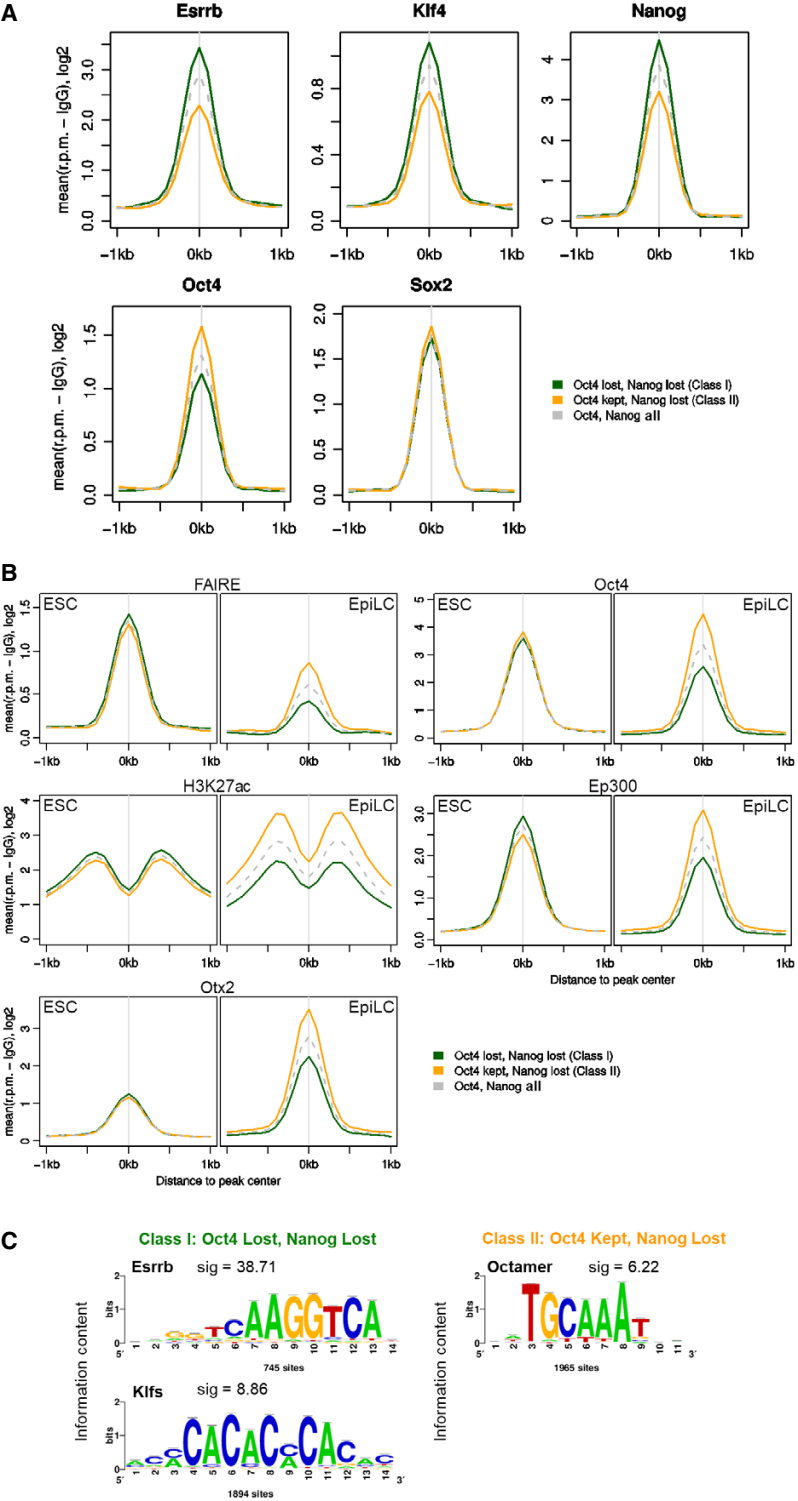
Differential TF binding and activity of Class I and Class II elements in ESC and EpiLC Average binding profile of ESRRB, KLF4, NANOG, OCT4, and SOX2 to Class I (green), Class II (orange), or all NANOG‐ and OCT4‐bound (gray dashed line) elements in ESCs [data from Chen *et al* (2008)]. Read counts per base pair were normalized by library size and by subtracting the background (IgG) signal.Average FAIRE profile or ChIP‐Seq profiles for H3K27ac, OCT4, Ep300, or OTX2 in ESCs or EpiLC for Class I and Class II elements [data from Buecker *et al* (2014)].Results of a differential motif analysis (Thomas‐Chollier *et al*, 2011) in Class I and Class II peaks.

## Discussion

### TF heterogeneity and the transition between naïve and primed pluripotency

NANOG is the pluripotency TF for which a direct quantitative correlation between levels of expression and ESC self‐renewal efficiency has been most clearly demonstrated (Chambers *et al*, 2003, 2007; Abranches *et al*, 2014). Accordingly, NANOG is considered to act as a rheostat to tune ESC self‐renewal efficiency (Mullin & Chambers, 2012). Modulation of NANOG activity in ESCs alters transcription of a limited number of direct target genes (Festuccia *et al*, 2012). Among these, *Esrrb* is the most strongly upregulated TF. Consistent with this, ESRRB is able to mediate several downstream effects of NANOG, both in pluripotent cells and primordial germ cells (Festuccia *et al*, 2012; Zhang *et al*, 2018). NANOG protein is expressed in the nuclei of ESCs cultured in LIF/FCS in a heterogeneous manner, a feature shared with several other pluripotency proteins, including ESRRB (Chambers *et al*, 2007; Torres‐Padilla & Chambers, 2014).

To clarify the role of ESRRB on pluripotency gene regulatory network function, subpopulations of ESCs expressing distinct ESRRB levels were analyzed for ESC self‐renewal, target gene expression, DNA methylation, and chromatin binding by TFs. In contrast to reduced NANOG expression, which is a reversible state (Chambers *et al*, 2007; Abranches *et al*, 2014; Filipczyk *et al*, 2015), loss of ESRRB commits cells to exit the naïve state. This can be clearly seen in clonal self‐renewal assays where Esrrb^negative^ cells are essentially unable to form colonies in LIF. We therefore examined how NANOG and ESRRB downregulation are coordinated in single ESC to trigger differentiation. Compared to ESRRB, NANOG has a higher dynamic expression range, with ESCs accommodating significant downregulation of NANOG without drastic changes in ESRRB: only when NANOG levels drop below a certain threshold is *Esrrb* extinction possible. Therefore, the NANOG^low^ compartment is composed of two subpopulations, which differ in ESRRB expression and self‐renewal ability. Cell‐tracking experiments have also identified two distinct subpopulations of ESCs that have downregulated NANOG but differ in cell fate and differentiation potential (Filipczyk *et al*, 2015; Hastreiter *et al*, 2018). Our results extend these findings by showing that ESRRB can distinguish these subpopulations. This suggests that when unsupported by the transcriptional activity of NANOG, the naïve pluripotency gene regulatory network is weakened. While alternative positive inputs into *Esrrb* expression have been documented (Martello *et al*, 2012), our results indicate that such inputs ultimately fail in the absence of NANOG. ESCs may then initiate downregulation of other naïve pluripotency TFs including *Klf4* and *Esrrb*. Indeed, modulation of the entire NANOG‐dependent transcriptional program may enable the ordered dismantling of naïve pluripotency. In this respect, heterogeneity in NANOG might be qualitatively distinct from heterogeneity in ESRRB and other pluripotency TFs.

A coordinated downregulation of naïve pluripotency markers is reminiscent of the process occurring during the transition from pre‐ to post‐implantation development (Boroviak *et al*, 2014, 2015; Kojima *et al*, 2014). The period of loss of NANOG expression occurring at peri‐implantation (Chambers *et al*, 2003; Acampora *et al*, 2013) may enable cells of the epiblast to downregulate a number of pivotal naïve pluripotency determinants, including ESRRB (Adachi *et al*, 2013). In the post‐implantation epiblast, NANOG is re‐expressed (Hart *et al*, 2004; Osorno *et al*, 2012; Hoffman *et al*, 2013) but ESRRB is not (Adachi *et al*, 2013), likely due to differences in signaling environments between pre‐ and post‐implantation epiblasts. It is noteworthy that subpopulations of ESC cultures have been proposed to bear a similar character to primed pluripotent cells and vice versa (Hayashi *et al*, 2008; Han *et al*, 2010). Upon differentiation, naïve ESCs transit through a state (named EpiLCs) with transcriptional similarity to the early post‐implantation epiblast (Buecker *et al*, 2010; Hayashi *et al*, 2011). Esrrb‐GFP^negative^ cells and EpiLCs have a high correlation in OCT4 chromatin binding (Pearson's *r* = 0.60). Both Esrrb‐GFP^negative^ cells and EpiLCs also have a high correlation in gene expression to pre‐ or early‐streak epiblasts. In contrast, EpiSCs have a higher correlation to later gastrulation stages. Similar correlations with embryonic expression programs have been reported in studies investigating the molecular changes accompanying heterogeneous downregulation of *Rex1* during naïve ESC differentiation (Kalkan *et al*, 2017). Therefore, TF heterogeneity represents a useful model with which to study the transition between the regulatory configurations sustaining pre‐and post‐implantation pluripotency.

### Using Esrrb expression as a tool to study dynamic chromatin reorganization

We applied our differentiation model to characterize how changing TF activity re‐shapes chromatin at two crucial regulatory elements showing divergent behavior during the conversion from naive to primed pluripotency, initially by assessing DNA methylation.

The *Nanog* enhancer (Blinka *et al*, 2016) which is active in both naïve ESCs and EpiSC is unmethylated in both. In contrast, the *Esrrb* enhancer (Festuccia *et al*, 2012; Moorthy *et al*, 2017), which is active in ESCs but inactive in primed pluripotent cells, becomes completely methylated as cells commit to differentiate. Our results build on previous reports that accumulation of DNA methylation at the regulatory regions of pluripotency genes accompanies loss of naïve pluripotency (Ficz *et al*, 2013; Habibi *et al*, 2013; Hackett *et al*, 2013; Leitch *et al*, 2013). Moreover, our results illustrate the progressive nature by which accumulation of DNA methylation occurs, as exemplified by the intermediate levels of methylation detected at the *Esrrb* enhancer in Esrrb‐GFP^medium^ ESC. Furthermore, the slower kinetics of 5mCpG accumulation at the *Esrrb* enhancer relative to loss of ESRRB expression favors the view that loss of TF binding precedes DNA methylation and that increased DNA methylation is a consequence of, rather than a cause of, loss of TF binding. This is in line with the suggestion the DNA methylation is not a major driver of naïve pluripotency loss (Kalkan *et al*, 2017). Moreover, the primacy of TF binding relative to changes in DNA methylation has also been proposed during the Esrrb‐induced reprogramming of EpiSCs to a naïve state (Adachi *et al*, 2018). The ability of ESC self‐renewal to withstand complete loss of the DNA methylation machinery, with cell lethality of DNMT triple‐knockout ESCs only becoming apparent during differentiation (Tsumura *et al*, 2006), suggests that the increase in DNA methylation levels in committed cells reflects a change in the mode of gene regulation, from a dynamic process chiefly directed by TFs in pluripotent cells to one stabilized by DNA methylation (Festuccia *et al*, 2017).

How TF binding relates to deposition of specific histone modifications was also assessed. In line with loss of TF binding and the associated ability to recruit co‐activators, H3K27ac was lost from the enhancer of *Esrrb* but not *Nanog*. Similarly to acetylation, H3K4me3, for which a correlation with enhancer activity is less well established (Pekowska *et al*, 2011; Outchkourov *et al*, 2013; Shen *et al*, 2016; Henriques *et al*, 2018), was also maintained in Esrrb‐GFP^negative^ cells at the enhancer of *Nanog* but not *Esrrb*. Loss of H3K4me1 has been proposed to be a key step in enhancer decommissioning (preprint: Agarwal *et al*, 2017; Cao *et al*, 2018; Whyte *et al*, 2012; Yan *et al*, 2018), though a direct function for this mark remains controversial (Dorighi *et al*, 2017; Cao *et al*, 2018; Yan *et al*, 2018). Since inactivation of various MLL family members fails to ablate H3K4 methylation at most pluripotency enhancers or alter pluripotency gene expression (Denissov *et al*, 2014; Wang *et al*, 2016; Cao *et al*, 2017, 2018; Dorighi *et al*, 2017; Yan *et al*, 2018), the importance of this class of histone modification in regulating the activity of the pluripotency network remains to be stringently tested. Our finding that H3K4me1 becomes undetectable at the *Esrrb* enhancer in committed cells, coincident with loss of TF binding and gain of DNA methylation, might provide a well‐characterized model to address these controversies.

### Loss of TF binding drives the ordered dismantling of naïve pluripotency

The process of cell type specification occurring during development has been described as a reshaping of the activity of the enhancer pool available in different conditions. While some enhancers are conserved from pluripotent to differentiated cell types, others are lost or created (Stergachis *et al*, 2013). Indeed, a noteworthy conclusion from our ChIP‐Seq analysis is that the early steps in differentiation are dominated by a loss of regulatory elements. This suggests that keeping a vast pool of active or poised regulatory regions might be a defining feature of the pluripotent genome. 

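Over the 3 populations 18292 regions were bound by OCT4 in at least 1, and 5718 of them in all. Regions bound in high and medium cells and lost in negative cells numbered 4074, and those bound in high cells only 1538. OCT4 was called in medium cells and not in high cells at 4672 regions, 32.3% (95% interval 31.5 to 33.1) of the OCT4 regions of medium cells. The lists carry no signal, so weaker OCT4 binding at these regions in high cells is not excluded. Of them, 2361 were also bound in negative cells. Those are among the gained regions, where the paper reports detectable OCT4 binding in high cells from average profiles (Fig 5B). For NANOG, 9675 regions were bound in at least 1 population, of which 4842 in high cells only and 4346 in high and medium cells.

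**Figure D3:**
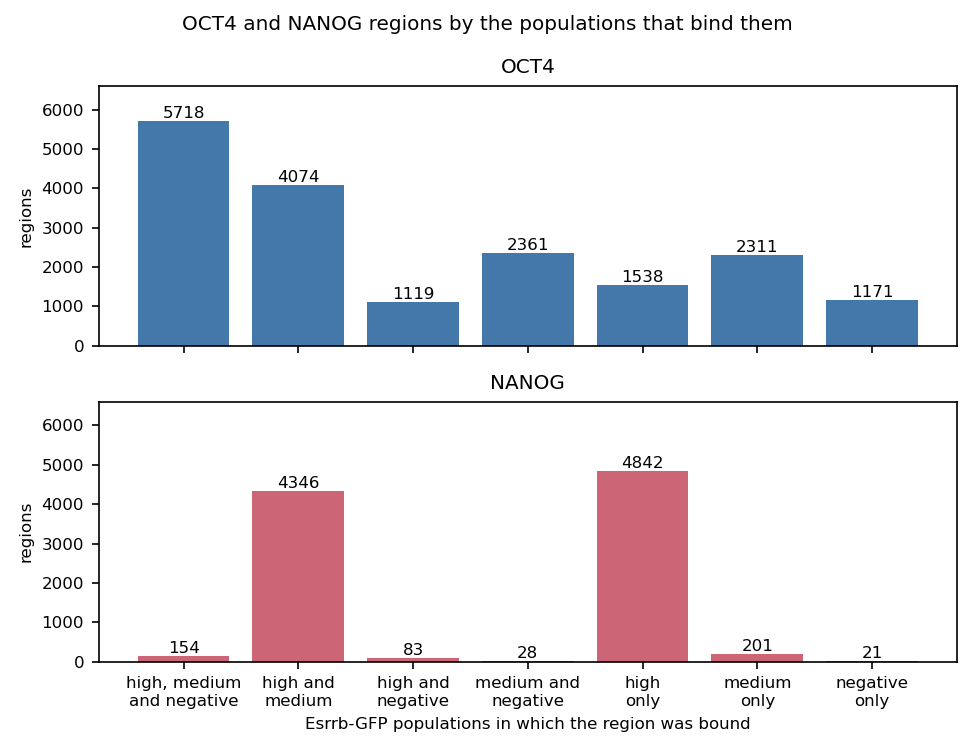
Number of OCT4 regions (top) and NANOG regions (bottom) by the Esrrb-GFP populations in which they were bound, each region counted once. NANOG has few regions in any combination that includes negative cells, from 21 to 154, while OCT4 has 1119 or more in each combination.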

OCT4 is present at similar levels in all the populations we analyzed. 

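An octamer or Oct-Sox match lay within 100 bp of the centre of 27.6% (95% interval 26.1 to 29.1) of the OCT4 regions gained in Esrrb-GFP negative cells, against 34.5% (33.4 to 35.7) of those kept and 24.7% (23.6 to 25.9) of those lost. The centre lay within 1 kb of a transcription start site for 12.4% (11.4 to 13.6) of the gained, 10.1% (9.41 to 10.8) of the kept and 7.43% (6.77 to 8.15) of the lost regions.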

Only a few sites showed increased OCT4 occupancy (*n* = 3,532) in Esrrb‐GFP^negative^ cells, and these had detectable OCT4 binding in Esrrb‐GFP^high^ cells (Fig 5B). In apparent contradiction to this, activation of new enhancers has been reported to occur during the dismantling of naïve pluripotency (Buecker *et al*, 2014; Factor *et al*, 2014; Yang *et al*, 2014; Cao *et al*, 2018; Yan *et al*, 2018). However, such regulatory elements were not identified here, possibly because they are regulated exclusively by lineage‐specific TFs missing from our analysis. Alternatively, the stages of early commitment we capture may be primarily characterized by a loss of activity of pluripotency‐specific regulatory regions, with the activation of novel enhancers occurring later in differentiation after transcriptional de‐repression of lineage‐specific regulators allows their accumulation in the cell. Indeed, FOXD3 has been shown to bind and open new chromatin sites to which OCT4 and additional factors are then recruited (Krishnakumar *et al*, 2016). Similarly, accumulation of OTX2 during exit from naïve pluripotency partially redirects OCT4 to a new enhancer set (Buecker *et al*, 2014; Yang *et al*, 2014). Since *Otx2* is a direct target gene repressed by NANOG (Festuccia *et al*, 2012), a strong increase in OTX2 levels would occur only after complete loss of NANOG (Acampora *et al*, 2013, 2017). The moderate increase in binding by OCT4 in Esrrb‐GFP^negative^ cells that we detect might indeed be a sign of such an accumulation and occur at sites where the effect of lineage‐specific TFs is not yet fully evident, as compared to other studies. In line with this interpretation, regions with increased OCT4 occupancy during the Esrrb‐GFP^high^ to Esrrb‐GFP^negative^ transition also show marginal but detectable OTX2 binding in ESCs and become robustly bound by OTX2 only after 48 h of EpiLC induction (Fig EV5A). In fact, OTX2 is enriched at regions that maintain OCT4 binding in EpiLC (Figs 6B and EV5A), suggesting that at these sites OTX2 and OCT4 reciprocally stabilize binding to DNA (Buecker *et al*, 2014).

**Figure EV5:**
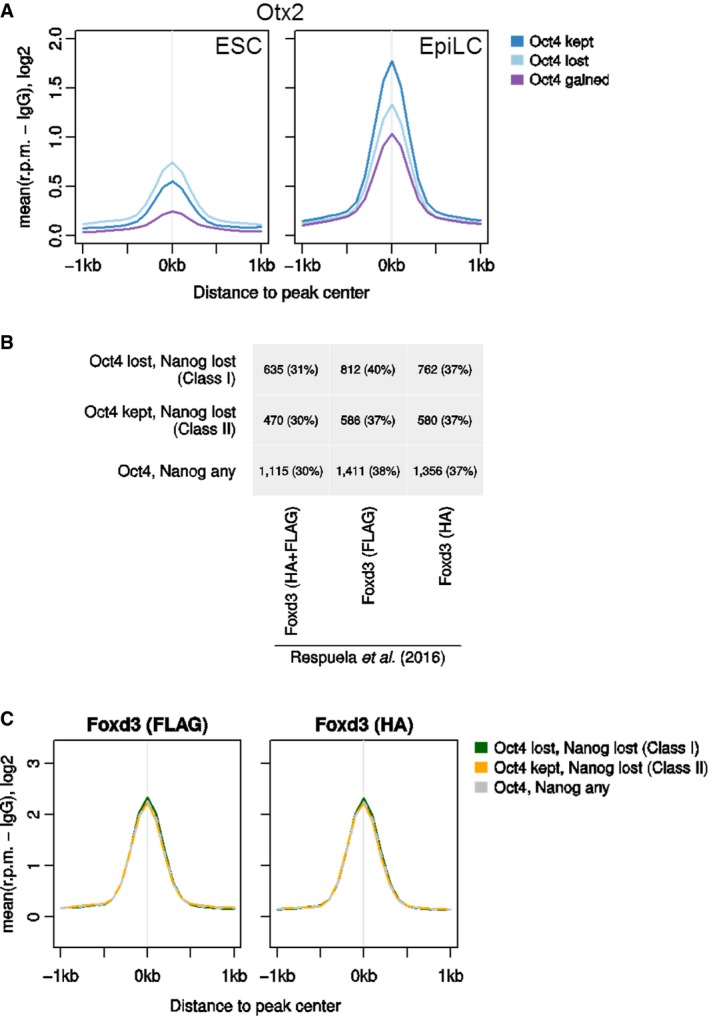
FOXD3 and OTX2 do not act differentially on Class I or Class II regions during commitment (relates to Fig 6) AAverage ChIP‐Seq profiles for OTX2 in ESCs or EpiLC at OCT4 peaks that are kept, lost, or gained in Esrrb^Neg^ relative to Esrrb^Hi^ ESCs [data from Buecker *et al* (2014)].BOverlap of Class I, Class II, or any OCT4/NANOG‐bound element (top to bottom) with FOXD3‐bound elements identified in ESC by ChIP‐Seq with antibodies against HA (right), FLAG (center), or the bioinformatic intersection of both peak sets (left). Percentages are the number of overlapping peaks relative to the total number of Class I (top row), Class II (middle row), or all OCT4/NANOG‐bound peaks [bottom row; data from Respuela *et al* (2016)].CAverage binding profile of FOXD3 using FLAG (left) and HA (right) antibodies to Class I (green), Class II (orange), or all Nanog‐ and Oct4‐bound (gray dashed line) elements in ESCs [data from Respuela *et al* (2016)]. Read counts per base pair were normalized by library size and by subtracting the background signal (IgG).

We identified two distinct classes of enhancers bound by OCT4 and NANOG in Esrrb‐GFP^High^ cells: Class I sites lose binding of both NANOG and OCT4 in Esrrb‐GFP^negative^ cells, while Class II sites lose NANOG but retain OCT4 binding. 

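In Esrrb-GFP medium cells OCT4 was bound at 76.6% (95% interval 74.8 to 78.4) of Class I regions and 93.4% (92.0 to 94.5) of Class II regions. NANOG was bound there at 52.5% (50.3 to 54.7) of Class I and 55.6% (53.1 to 58.0) of Class II regions, whose intervals overlap. Among Class I regions, 35.3% (33.2 to 37.4) had OCT4 without NANOG in medium cells and 11.1% (9.82 to 12.6) had NANOG without OCT4. The centres of 36.7% of Class I and 35.1% of Class II regions lay in introns, and those of 55.9% and 57.3% between genes.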

The selective loss of Class I sites reflects a reconfiguration of protein interactions at crucial regulatory regions and may be the earliest example of the wholesale “pruning” of regulatory elements present in pluripotent cells responsible for the initial canalizing steps away from naïve pluripotency. In this model (Fig 7), declining levels of ESRRB, NANOG, and other TFs would lead to loss of activity of regulatory regions in which continued OCT4 binding depends upon binding of naïve pluripotency factors. Such dependency, suggested by the enrichment of naïve TF‐binding motifs, is in line with the notion of cooperative DNA binding and transcriptional regulation by TFs (Spitz & Furlong, 2012; Morgunova & Taipale, 2017). However, no individual chromatin modification or naïve pluripotency TF‐binding pattern can predictably distinguish regulatory elements that lose or maintain activity during early differentiation. In the future, it will be important to determine the details by which the chromatin organization at Class I and II elements determines differential responses to a common change in the cellular environment. Whether regulatory elements in a class all lose TF binding simultaneously and whether specific regulatory elements lose individual TFs simultaneously or sequentially are also important points for future analysis. Nevertheless, it is likely that early loss of activity at key Class I regulatory elements reflects the crossing of the Rubicon of commitment, triggering further, irreversible, gene regulatory network changes.

**Figure 7:**
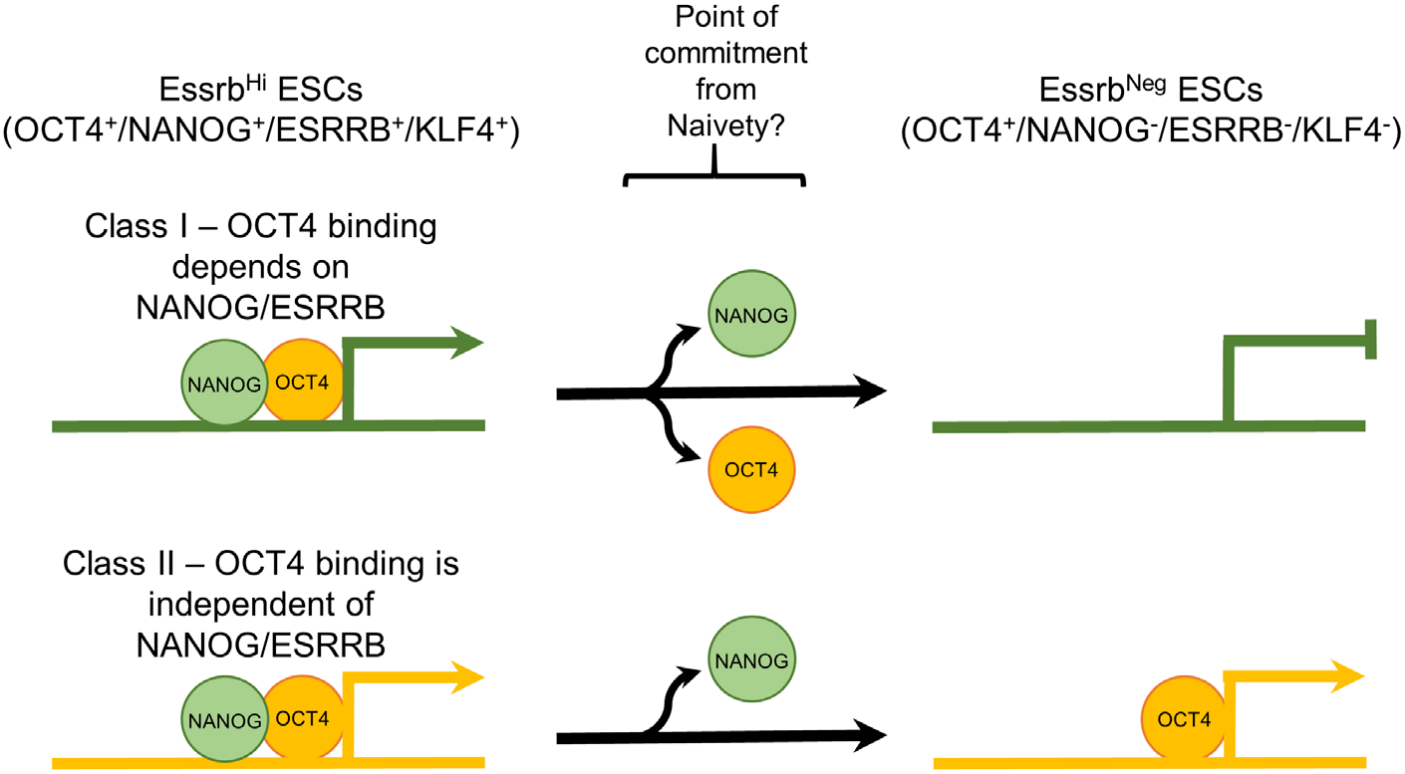
Model of TF binding to enhancer classes during commitment from naïve pluripotency Diagram summarizing the changes occurring at decommissioned or maintained enhancers during commitment from naïve pluripotency. Decreased NANOG levels, although reversible, facilitate subsequent decrease in the levels of other naïve pluripotency TFs, including Esrrb and Klf4. Downregulation of these TFs triggers irreversible changes in the pool of active enhancers and marks commitment to differentiation. Class I enhancers are regions where OCT4 occupancy depends on the robust binding of naïve TF. These elements are decommissioned during commitment, losing histone acetylation and accumulating DNA methylation. Other enhancers, on average showing less pronounced binding of naïve TFs, retain OCT4 and active histone marks in primed pluripotent cells. These elements constitute a core of “primed” regulatory elements bound by OCT4 that may serve to nucleate the regulatory architecture through which lineage‐specific TFs collaborate with Oct4 to specify the early post‐implantation epiblast identity.

The recent report that ESRRB acts as a mitotic bookmark of key regulatory elements during ESC cell division (Festuccia *et al*, 2016) is relevant to the above model. As mitosis is accompanied by eviction of several TFs from the chromatin, bookmarking by ESRRB may allow the rapid reassembly of the pluripotency network in early G1 (Festuccia *et al*, 2016). Declining ESRRB levels may therefore impair the reactivation of key pluripotency enhancers after mitosis. This would imply that cell division coincides with the time of commitment for differentiating ESCs, with the first steps of enhancer decommissioning beginning in early G1 (Mummery *et al*, 1987; Pauklin & Vallier, 2013).

Other mechanisms could potentially contribute to enhancer decommissioning in differentiating ESCs. Recently, it has been reported that FOXD3, a TF expressed in naïve ESCs but upregulated during the transition to EpiSC‐like cells, co‐occupies numerous enhancers that are also bound by pluripotency TFs. However, FOXD3 directly contributes to the inactivation of only a fraction of these elements (Respuela *et al*, 2016). A similar number of Class I and Class II enhancers are bound by FoxD3 in ESCs (~30%; Fig EV5B) with both Class I and Class II enhancers binding FOXD3 at similar levels (Fig EV5C). As only Class I enhancers are decommissioned upon ESRRB and NANOG loss, FOXD3 binding is not a major driver of the differential responses identified in this study.

Taken together, the results presented here provide a possible mechanistic explanation for the connection observed between NANOG levels and ESC self‐renewal efficiency (Chambers *et al*, 2007). In LIF/FCS cultures, the NANOG^low^ population is not uniform but can be fractionated into cells expressing distinct ESRRB levels. ESRRB^positive^ cells self‐renew efficiently, whereas NANOG^low^ cells expressing the lowest ESRRB levels have lost this ability. Declining concentrations of NANOG and ESRRB may result in a stepwise reduction in the activity of the naive pluripotency gene regulatory network, reflected in a decrease in the number of chromatin sites bound by OCT4. This in turn decreases the pool of active enhancers until the point of commitment is reached, and ESCs are ushered out of the naïve state. 

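Of the OCT4 regions of Esrrb-GFP high cells, 21.3% (95% interval 20.6 to 22.1) were not bound in medium cells. Against these 2657 regions stood 4672 regions called in medium and not in high cells, so more OCT4 regions were called in medium than in high cells. Without signal or replicate libraries, a difference between libraries cannot be told apart from a gain of binding. Regions called in medium cells only had octamer or Oct-Sox matches in 14.0%, against 30.1% of the OCT4 regions of high cells. Those also called in negative cells are among the gained regions, where the paper reports detectable OCT4 binding in high cells. Of the OCT4 regions of medium cells, 55.9% (55.0 to 56.7) were bound in negative cells. The OCT4 regions covered 1696300 bp in high, 1878800 bp in medium and 1231460 bp in negative cells. NANOG regions covered 1340200 bp in high, 714460 bp in medium and 31600 bp in negative cells.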

The regulatory regions where OCT4 binding depends on naïve TF binding, identified here as Class I enhancers, become decommissioned and accumulate DNA methylation with fast kinetics. Other enhancers retain OCT4 and active histone marks in primed pluripotent cells. Thus, decreased NANOG levels, although reversible, facilitate subsequent decreases in the levels of other naïve pluripotency TFs, including ESRRB and KLF4, that may then extinguish the entire naïve transcriptional program while leaving a core of “primed” regulatory elements bound by OCT4. This would to ensure that commitment to differentiation occurs in an orderly way that retains the functional activity of the program encoding early post‐implantation epiblast identity.

## Materials and Methods

### ESC culture

Embryonic stem cells were cultured in GMEMβ‐mercaptoethanol/LIF/10%FCS as described (Smith, 1991) or in N2B27 supplemented where indicated with PD0325901 (1 μM) and CHIRON99021 (3 μM) (Ying *et al*, 2008). When required, ESCs were differentiated in N2B27/Activin (10 ng/ml)/bFGF (12 ng/ml) or in GMEMβ‐mercaptoethanol/10%FCS supplemented with 10^−6^ M of all‐trans retinoic acid.

### Derivation of E‐GFPd1, E‐tdT, TNG E‐tdT, TNG E‐T2a‐tdT, and ΔN E‐T2a‐tdT reporter ESC lines

E‐GFPd1 and E‐tdT were derived from wild‐type E14Tg2a ESCs; TNG E‐tdT and TNG E‐T2a‐tdT were derived from TNG cells (Chambers *et al*, 2007). ΔN E‐T2a‐tdT were derived from ESΔN‐NERT ESCs (Festuccia *et al*, 2012). Targeting vectors are constructed as follows: Around 5 kb of homology to the genomic sequence upstream of the end of the coding sequences for *Esrrb* [ESC main isoform—(Festuccia *et al*, 2012)] is linked by a T2a peptide (for E‐GFPd1, TNG E‐T2a‐tdT, and ΔN E‐T2a‐tdT ESCs) or a mutated non‐cleaving T2a peptide (for TNG E‐tdT ESCs) to the coding sequence for GFP or TdTomato followed by—IRES‐Hygromycin^R^ or—IRES‐Blasticidin^R^ cassettes. Resistance cassettes are followed by around 5kb of homology to the genomic sequence downstream of the end of the coding sequence for *Esrrb* (see Fig EV1 and Appendix Fig S1). 10^7^ parental line ESCs were resuspended in 700 μl of PBS, mixed with 25 μg of linearized targeting vectors ethanol precipitated and resuspended in 100 μl PBS, and transfected using an electroporator (ElectroSquarePorator, BTX Harvard Apparatus—protocol T820). Cells were plated in ten 10‐cm dishes in GMEMβ/LIF/FCS. Forty‐eight hours after electroporation, relevant selection was added to the medium (5 μg/ml Blasticidin or 200 μg/ml Hygromycin). The resulting cell colonies were picked and expanded as clonal lines before genomic DNA extraction (as described in the Appendix Supplementary Methods). For homozygous reporter lines, positively targeted clones underwent a second electroporation and selection round using the same targeting vector carrying a distinct resistance cassette.

### Derivation of NER reporter lines

Esrrb‐GFP and Nanog‐mCherry targeting vectors are constructed as follows: 100/50 bp homologous to the end of the coding sequences for *Nanog* and *Esrrb* are linked by a five glycine linker to a cassette encoding GFP‐T2a‐Puromycin^R^ and mCherry‐T2a‐Blasticidin^R^, respectively, and followed by 100/50 bp homologous to the beginning of the endogenous 3′ UTR of the gene. Point mutations are introduced in the UTR sequence to ensure that the vectors are immune to cutting by Cas9. The backbone of the vectors also includes a U6 promoter driving expression of a gRNA matching the targeted genomic location. One hour before transfection, 1 × 10^6^ E14Tg2a ESCs were replated in a well of a six‐well plate. Thirty minutes before transfection, 3 μg of Esrrb‐GFP targeting vector and 1 μg of plasmid driving expression of Cas9 (Addgene n. 44719) were added to 250 μl of GMEMβ (without FCS), and mixed with 250 μl of GMEMβ (without FCS) containing 3 μl of Lipofectamine 2000 (Invitrogen—cat. 11668‐019), pre‐incubated for 5 min. The mixture was occasionally mixed by flicking during the 30‐min incubation and then added dropwise to the cells plated before. After 1 day, the cells were trypsinized and replated into 10‐cm dishes in GMEMβ/LIF/FCS. The following day, puromycin (1 μg/ml) was added to the medium. The resulting cell colonies were picked and expanded as clonal lines before genomic DNA extraction (as described in the Appendix Supplementary Methods). Correct recombination was verified by PCR amplification of the genomic region surrounding the stop codon of *Esrrb*, with primers annealing outside of the homology arms, and sequencing. The selected line is heterozygous for the Esrrb‐GFP reporter allele and carries a short deletion (27 bp) in the 3′UTR of the wild‐type *Esrrb* allele. Esrrb‐GFP ESCs were transfected as before with Nanog‐mCherry targeting vectors and correct recombination verified by PCR and sequencing as outlined for *Esrrb*. The resulting NER lines are heterozygous for the Nanog‐mCherry reporter allele (see Fig EV1).

### Flow cytometry

All cell lines were plated (2,000/cm^2^) and cultured without selection for 3 days. For TNG E‐tdT ESCs, cells were trypsinized and resuspended at 2 × 10^6^ cells/ml in 10%FCS/PBS containing anti SSEA‐1 mouse monoclonal antibody from ascitic fluids (DSHB Cat # MC‐480) diluted 1:1,000. Cells were incubated (on ice, 15 min), washed in ice‐cold PBS, resuspended, and incubated in 10%FCS/PBS containing goat anti‐mouse IgM‐Alexa647 secondary antibody (Molecular Probes Cat # A‐21238; on ice, 15 min), after washing in ice‐cold PBS, cells were resuspended in 10%FCS/PBS and analyzed using a LSR II flow cytometer system (Becton, Dickinson). For NER ESCs, cells were trypsinized, resuspended at 1 × 10^6^ cells/ml in GMEMβ/LIF/FCS containing anti SSEA‐1 mouse monoclonal antibody conjugated to Alexa405 (BD X) diluted 1:1,000, and incubated on ice for 15 min. Cells were spun down, resuspended in GMEMβ/LIF/FCS, and analyzed using a LSR II flow cytometer system.

### Sorting and replating of fluorescent reporter lines

Embryonic stem cells stained for SSEA‐1 as described above were purified using a FACSAria cell sorter (Becton, Dickinson) and post‐sort cell purity determined using a LSR II Fortessa flow cytometer (Becton, Dickinson). For TNG E‐tdT ESCs timecourse experiments, cells were replated in GMEMβ/LIF/FCS in separate wells of 24‐well plates and cultured for the indicated time. Cells were harvested every day, stained for SSEA‐1, and analyzed on a LSR II Fortessa flow cytometer. Sorted Nanog:GFP^high^/Esrrb‐tdTomato^high^ or Nanog:GFP^low^/Esrrb‐tdTomato^low^ cells were trypsinized and replated at days 1, 2, and 3 for analysis at days 4, 5, and 6, respectively, to prevent overgrowth. For NER and E‐GFPd1 ESCs timecourse experiments, Esrrb‐GFP^high^/Nanog‐mCherry^high^ (NER) or Esrrb‐GFPd1^high^, Esrrb‐GFPd1^medium^ and Esrrb‐GFPd1^negative^ (E‐GFPd1) cells were replated in GMEMβ/LIF/FCS in separate wells of six‐well plates and cultured for the indicated time. Cells were harvested every day, stained for SSEA‐1, and analyzed on a LSR II Fortessa flow cytometer. All data were analyzed using the FlowJo software suite (Tree Star). For all clonal density plating experiments in GMEMβ/LIF/FCS, 600 sorted cells were replated in duplicate in gelatinized six‐well plates and cultured in the indicated conditions for 7 days prior to colony scoring. For plating in N2B27/LIF/2i, cells were replated as above in six‐well plates that had been coated overnight with poly‐L‐ornithine 0.01% (Sigma Cat # P4957), washed, and coated 2 h with 5 μg/ml laminin (Millipore, Cat # CC095) in PBS.

### Chromatin preparation

10^7^ to 5 × 10^7^ E14Tg2a Esrrb‐2a‐GFPd‐IBIH ESCs were resuspended at 3.3 × 10^6^ cells/ml in pre‐warmed GMEMβ/LIF/FCS and cross‐linked for 10 min at RT with 1% formaldehyde (Sigma Cat # F8775‐25ML) in the dark. Cross‐linking was stopped by adding 0.125 mM glycine (5 min, RT), cells were pelleted (5 min, 100  rcf, 4°C), washed twice with ice‐cold PBS, and resuspended in 10%FCS/PBS at 10^7^ cells/ml. Keeping the samples refrigerated, Esrrb‐GFP^high^ (Top 10%), Esrrb‐GFP^medium^ (15% of the distribution immediately above negative), and Esrrb‐GFP^negative^ cells were purified using a FACSAria cell sorter (Becton, Dickinson). Since gradual loss of fluorescence was observed in fixed cells after prolonged incubation, multiple batches of freshly fixed cells were sorted for a maximum of 45 min, a time when loss of fluorescence was not yet noticeable. After sorting, cell purity was determined using the same instrument. Cells were spun down, transferred to 1.5 ml Eppendorf tubes, washed with cold PBS, counted, and resuspended at 5 × 10^6^ cells/ml in swelling buffer (5 mM Pipes pH 8, 85 mM KCl) freshly supplemented with 1× protease inhibitor cocktail (Roche Cat # 04 693 116 001)/0.5% NP‐40. After 30 min on ice with occasional shaking, nuclei were centrifuged (600 *g*, 5 min, 4°C), washed in TSE (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris‐HCl pH 8)/150 mM NaCl, freshly supplemented with 1× protease inhibitor cocktail, and resuspended in the same buffer at 10^7^ cells/ml. Samples were sonicated in 1.5 ml tubes using a Bioruptor (Diagenode; 4 × 10 min cycles (each divided into 30 s ON‐30 s OFF subcycles) at maximum power in circulating ice‐cold water. Chromatin was then centrifuged (30 min, 20,000 rcf, 4°C) and the supernatant stored (−80°C) until use. 5 μl was used to quantify chromatin concentration and check the DNA fragment size on a 1.5% w/v 0.5× TAE agarose gel. The typical fragment size was 100–250 bp.

### ChIP‐Seq data analysis

ChIP‐Seq data were uploaded to GeneProf (Halbritter *et al*, 2012) and analyzed using the typical workflows. After alignment, the SISSRs (Jothi *et al*, 2008) were used to call enrichment‐binding events (“peaks”). To assess variability in ChIP‐Seq peak occupancy between cell states, the amount of ChIP‐Seq binding signal was calculated for each dataset in all peaks called for at least one dataset (after merging overlapping peaks). A peak was called as “lost” only if less than 50% of its maximum observed binding was retained (normalizing differences in sequencing library depth). To identify DNA motifs differentially enriched in different classes of peaks, we used the “oligos_6–8nt” algorithm of the RSAT web server (February 2017 version) using either Class I peaks as foreground and Class II peaks as background or vice versa (van Helden *et al*, 1998; Thomas‐Chollier *et al*, 2011, 2012).

Microarray data were uploaded to the same GeneProf experiment, and array probes were mapped to the internal gene database. Data from several other studies were also imported, all of which were available from the GeneProf database (Halbritter *et al*, 2014). These data were used primarily to examine the binding profiles of other transcription factors and DNA‐associated proteins in the proximity of ChIP‐Seq peaks identified in this study. An overview is given in the Appendix Table S1.

### Statistical analysis

No explicit power calculations or distribution tests were performed, but we designed our experiments according to community standards and using established tools and protocols. Results are presented as mean values + or ± standard deviations. In all instances where results are presented as a mean value, the number of biological replicates performed for each experiment is stated in the figure legend. Statistical tests were used for the identification of differentially expressed genes in the microarray data using limma (Ritchie *et al*, 2015), for the identification of binding peaks from ChIP‐Seq data using SISSRs (Jothi *et al*, 2008), and for the *de novo* DNA motif analysis based on ChIP‐Seq peaks using RSAT (van Helden *et al*, 1998; Thomas‐Chollier *et al*, 2011, 2012). Please refer to the respective sections of the Materials and Methods for details.

## Data availability

High‐throughput data from this study have been submitted to the Gene Expression Omnibus (GEO) under accession number GSE118907 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118907).

## Author contributions

NF and IC conceived the study and designed experiments. NF performed experiments and analyzed the data. FH performed bioinformatics analyses and with SRT assisted in data interpretation. AC performed RNA analyses, AG performed immunoblot analyses, and DC provided technical assistance. NF and IC wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Review Process File Click here for additional data file.

# Supplementary material for: Esrrb extinction triggers dismantling of naïve pluripotency and marks commitment to differentiation
**Source:** EMBO J. 2018 Oct 1;37(21):e95476. doi: 10.15252/embj.201695476
**Supplement:** Supplementary file 1 — Appendix

**Festuccia et al. - Appendix**

**Table of Contents**

**Appendix Figures: … Pages 2-4**

**Appendix and Expanded View Figure Legends: … Pages 5-7**

**Appendix Table 1 - External datasets: … Page 8**

**Appendix Supplementary Methods: … Pages 9-16**

**Appendix Supplementary References: … Pages 17-19**

**
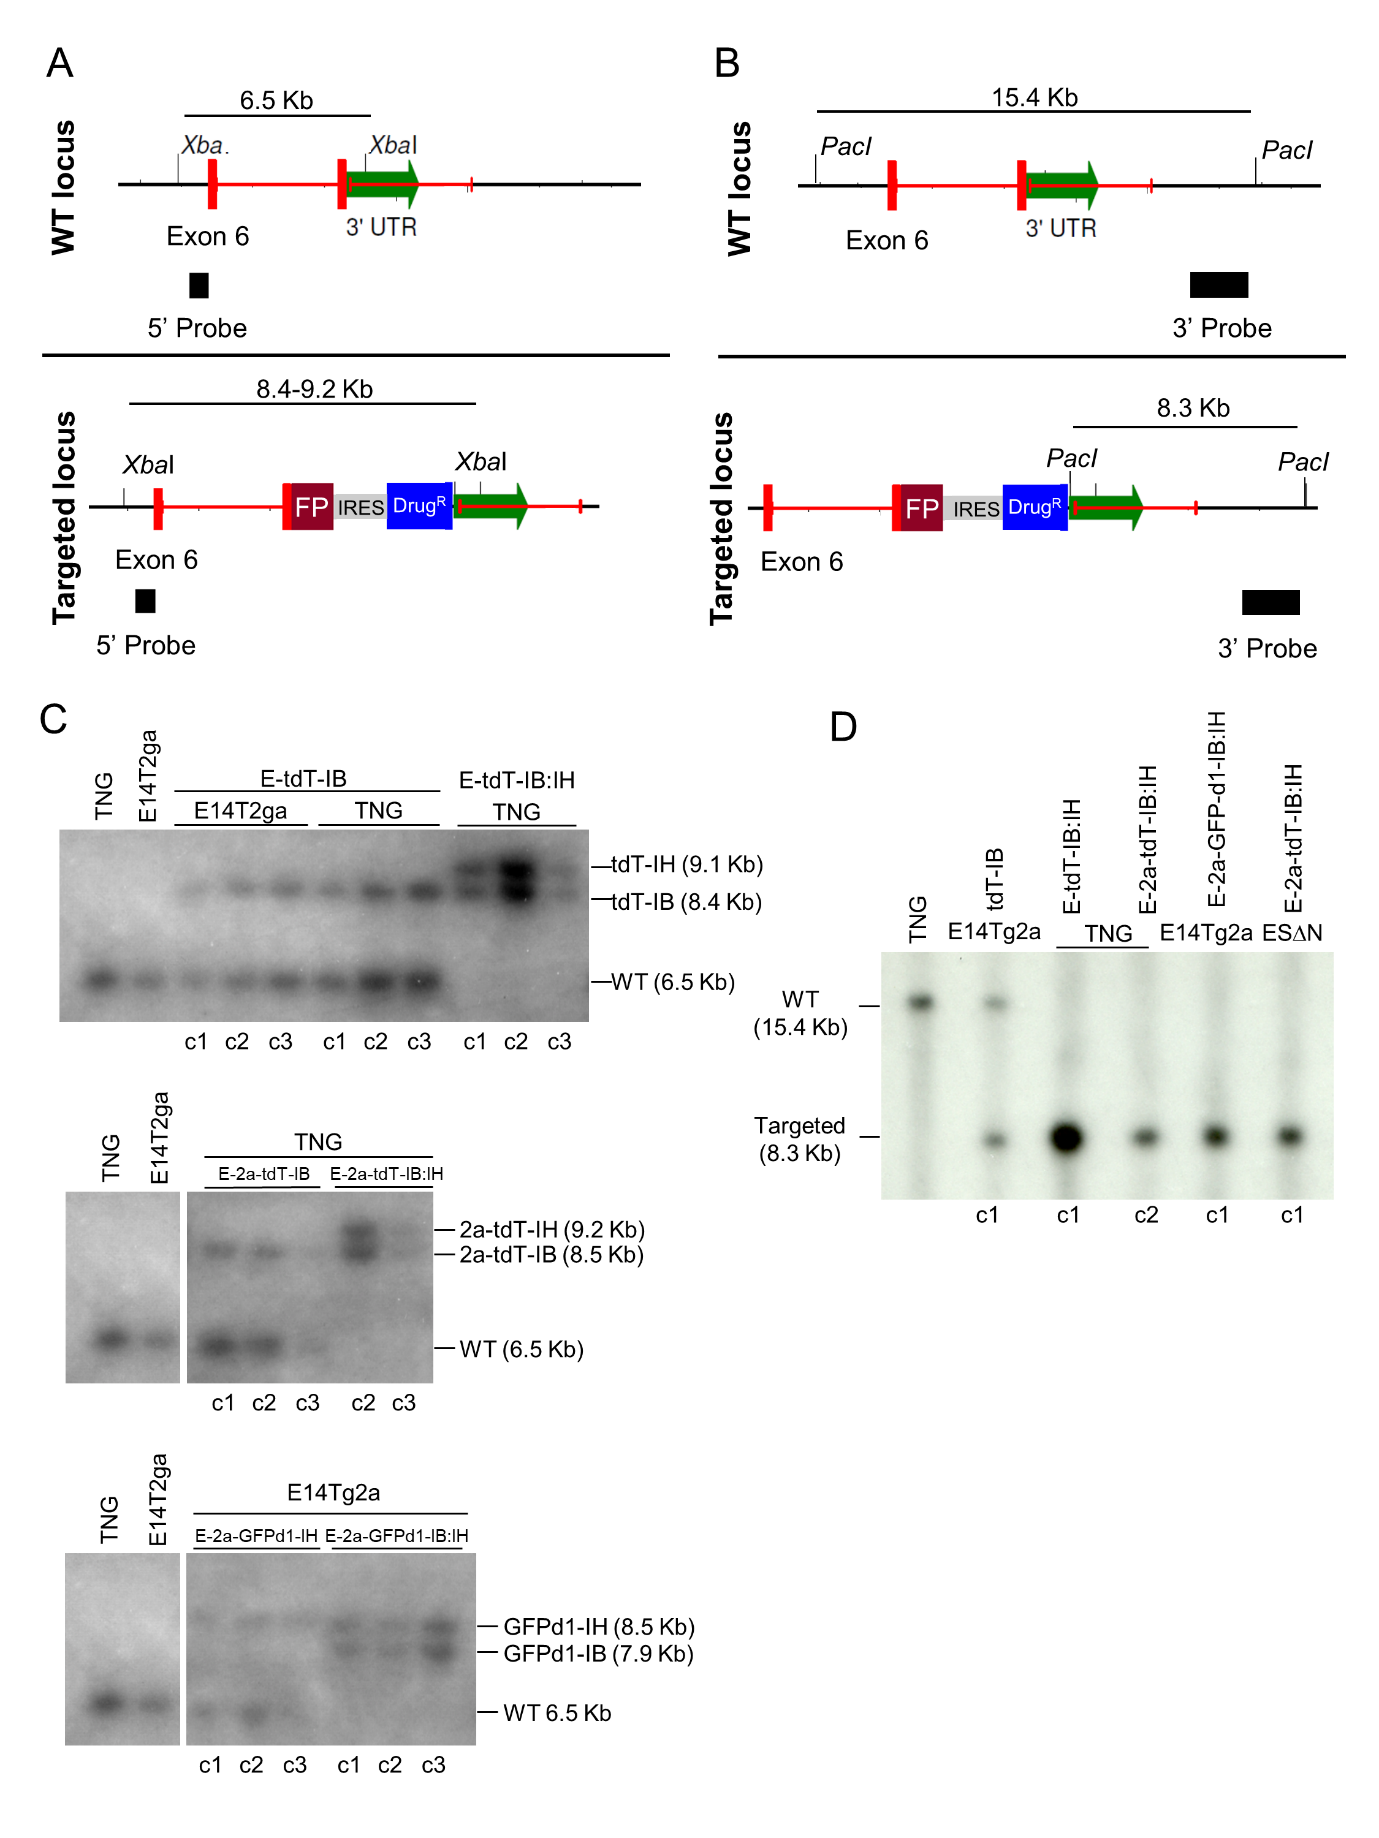
**

**Appendix Figure S1**

**
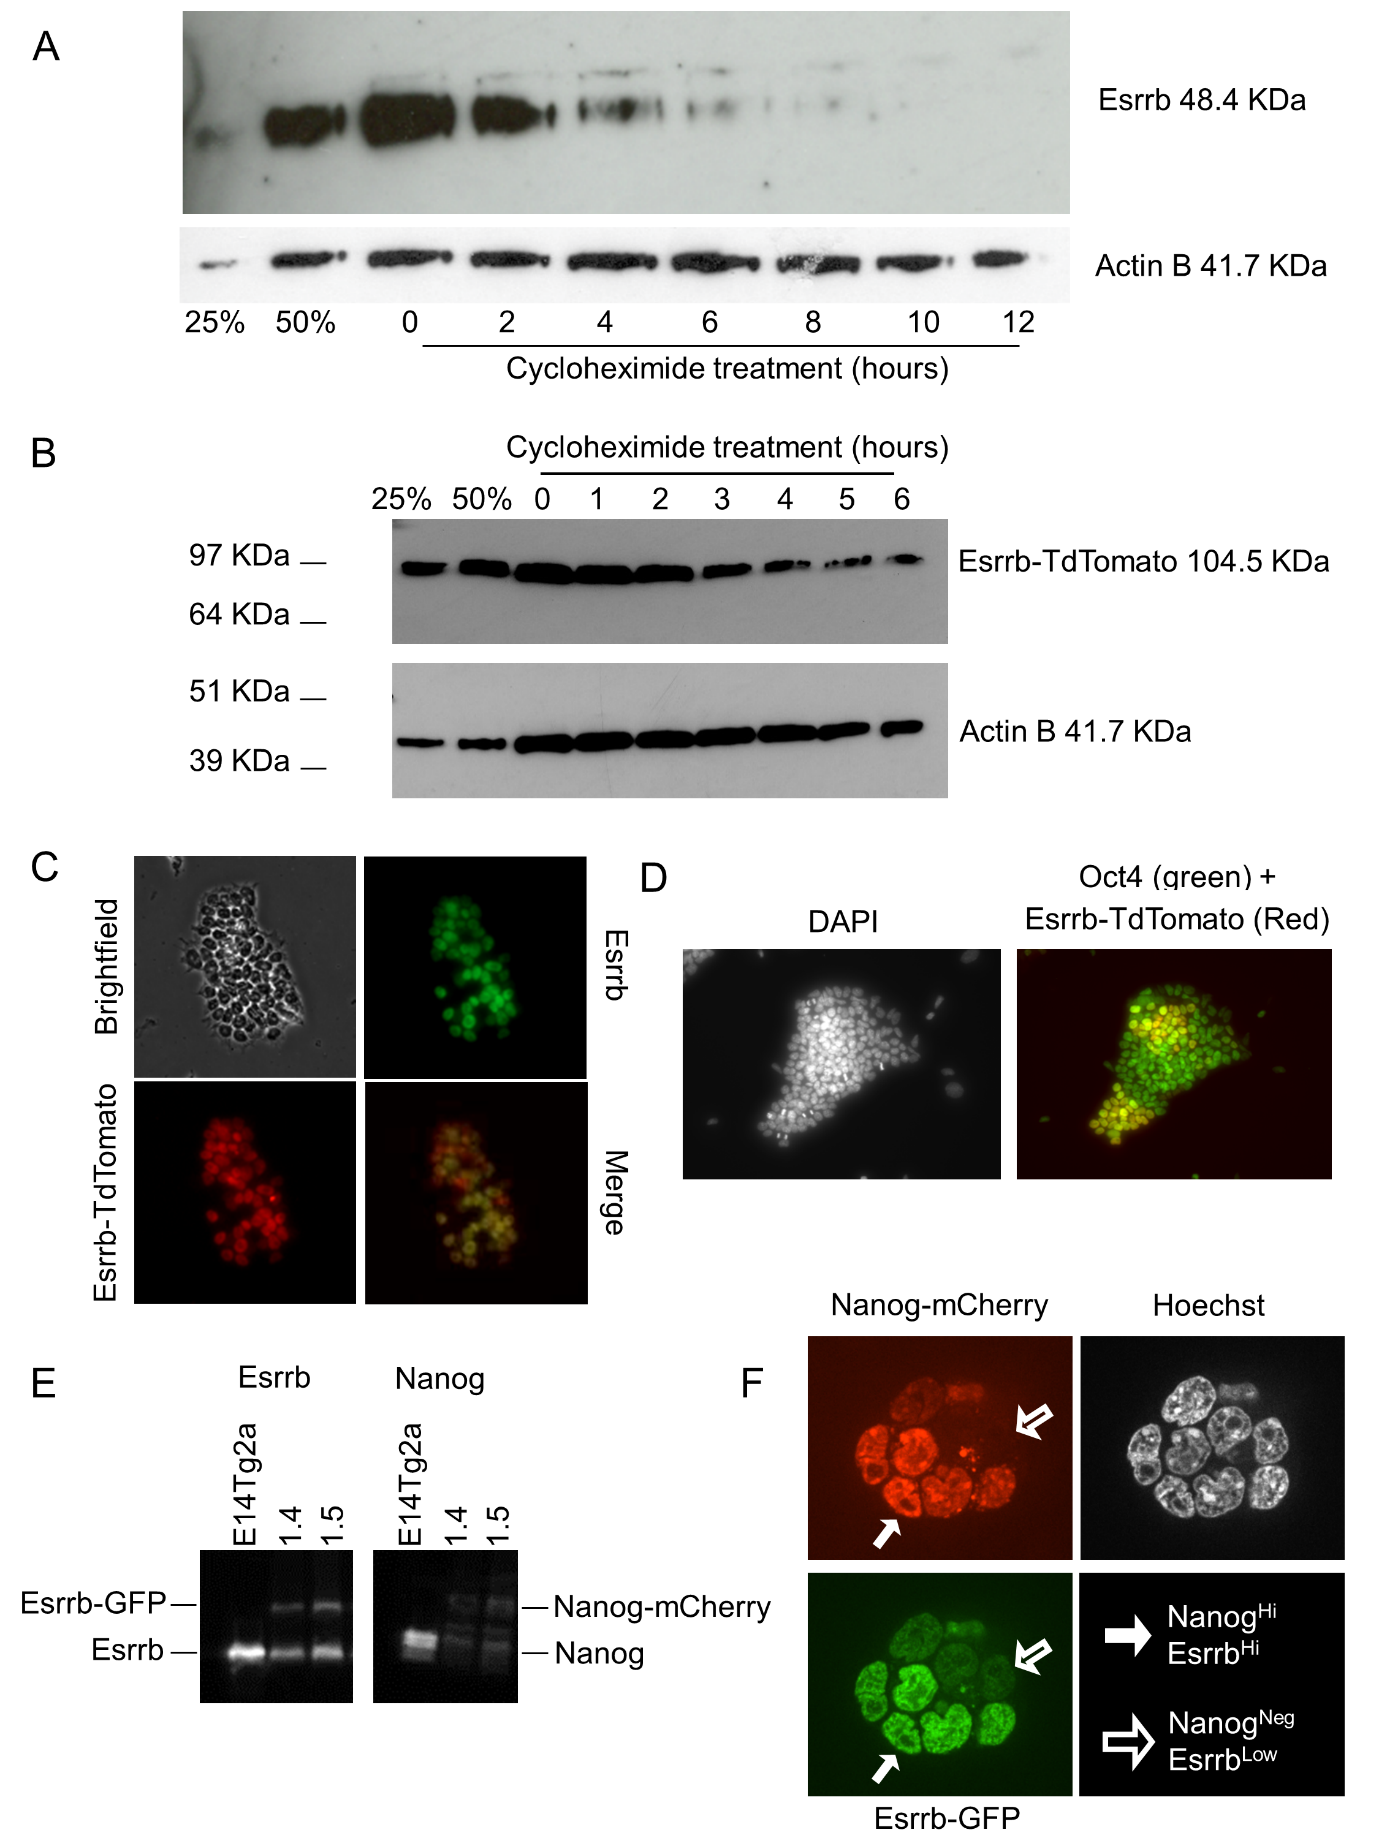
**

**Appendix Figure S2**

**
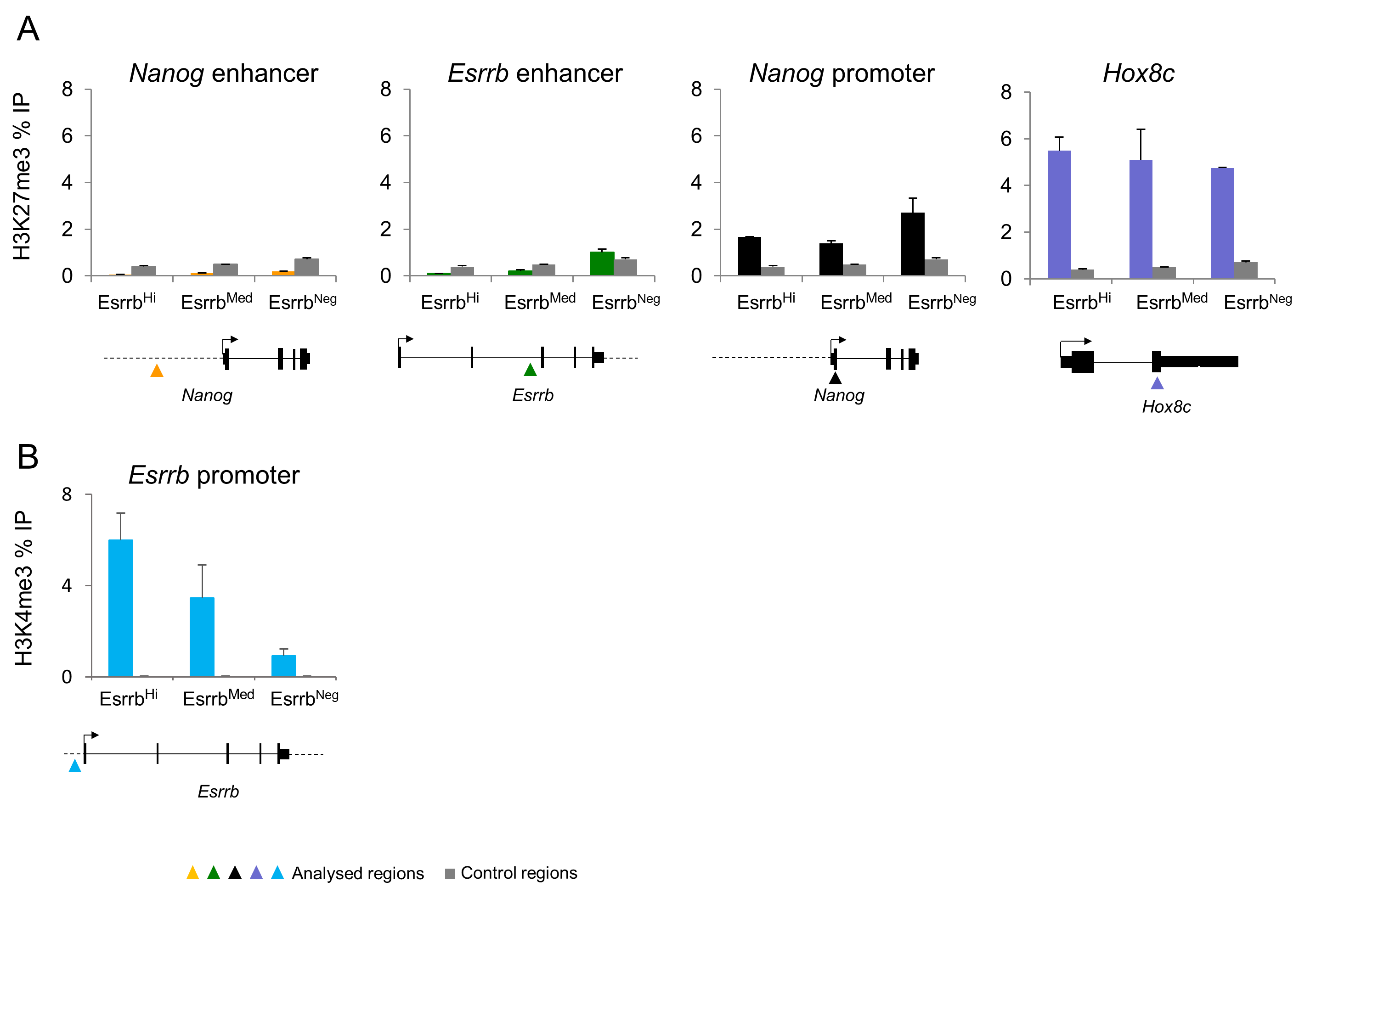
**

**Appendix Figure S3**

**Appendix Figure Legends:**

**Appendix Figure S1. Southern blot analysis of all ES cell lines derived in this study.**

**A, B**: Schematic representation of the 3’ end of the *Esrrb* gene showing exons 6 and 7 (Genome Reference Consortium Mouse Build 38/ mm10: chr12:86,512,000-86,533,000) before and after targeting. 5’ and 3’ homology arms are red lines, coding exons are red boxes, 3’UTR is green, fluorescent proteins (FP) are maroon, IRES is grey and DrugR (either *hph* or BSD^R^) is blue. FPs are linked to the *Esrrb* ORF by direct protein fusion or via a 2a sequence. Restriction sites and probes used for Southern blot analysis using 5’ (A) and 3’ (B) probes are indicated, along with the expected sizes of the DNA fragments obtained after *Xba* I or *Pac* I digestion of wild-type and TdTomato-IRES-Drug^R^ targeted alleles.

**C, D**: Southern blot of DNA from the indicated cell lines. DNA was digested with *XbaI* and analysed with the 5’ probe (C) or *PacI* and analysed with the 3’ probe (D). Expected fragment sizes relative to the targeting of the Esrrb-TdTomato fusion protein (E-tdT) or 2a linkages of TdTomato (E-2a-tdT) and GFP-d1 (E-2a-GFPd1) cassettes in combination with IRES-Hygromycin (iH) or IRES-Blasticidin (iB) resistance genes are indicated.

Relates to all figures.

**Appendix Figure S2. Characterisation of Esrrb-TdTomato and NER reporter lines.**

**A,** **B:** ESRRB and Esrrb-TdTomato protein half-lives in ESCs. E14Tg2a (A) or E-tdT (B) ESCs were treated with cycloheximide for the indicated times and analysed by immunoblotting for ESRRB and ACTIN B.

**C, D**: Immunofluorescence analysis of ESCs cultured for 3 days in GMEMβ/FCS/LIF without selection. **C,** E-tdT ES cells were analysed for ESRRB (top, right) or fluorescence from Esrrb-TdTomato (bottom, left). **D**: OCT4 expression and fluorescence from Esrrb-tdTomato in TNG E–tdT ESCs. Note that Esrrb^negative^ cells retain OCT4 expression.

**E:** Western blot showing the expression of both endogenous and -GFP or -mCherry tagged ESRRB and NANOG proteins in NER ESCs. Clone 1.5 was used in subsequent experiments.

**F:** Live spinning-disk confocal imaging of NER ESCs released from Puromycin and Balsticidin selection in GMEMβ/FCS/LIF for three days. Hoechst was added to the culture medium 20 minutes before imaging. The solid arrows indicate cells expressing high levels of both Nanog-mCherry and Esrrb-GFP. Empty arrows denote cells negative for Nanog-mCherry but still expressing detectable levels of Esrrb-GFP.

Relates to Figures 1 and 2. Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line please refer to Fig EV1.

**Appendix Figure S3. H3K27me3 does not substantially accumulate at promoters and enhancers of pluripotency genes in Esrrb^Neg^ cells, but H3K4me3 is lost from the *Esrrb* promoter.**

**A)** Quantitative ChIP-PCR analysis of H3K27me3 enrichment at the *Esrrb* and *Nanog* enhancers or the *Nanog* promoter in sorted SSEA-1^+^ / Esrrb^Hi^, Esrrb^Med^ or Esrrb^Neg^ E-GFPd1 ESCs. High H3K27me3 enrichment at the *Hox8c* locus is shown as a positive control. Error bars: standard deviation of the measures in two independent ChIP experiments, each performed on pooled chromatin from at least three independently sorted samples. The diagrams at the bottom show the relative position of the regions analysed for enrichment of histone modifications (in colour or black). Enrichment at control genomic locations is shown in grey.

**B)** Quantitative ChIP-PCR analysis of H3K4me3 enrichment at the *Esrrb* promoter in sorted SSEA-1^+^ / Esrrb^Hi^, Esrrb^Med^ or Esrrb^Neg^ E-GFPd1 ESCs. Error bars: standard deviation of the measures in three independent ChIP experiments, each performed on pooled chromatin from at least three independently sorted samples. The diagram shows the relative position of the regions analysed for enrichment of histone modifications (in colour or black). Enrichment at control genomic locations is shown in grey.

Relates to Figure 4.

| Description | Original Publication(s) |
| --- | --- |
| ChIP-seq data for IgG in E14 mouse ESCs (control data) | ([Ho et al., 2009](#_ENREF_8)), ([Wu et al., 2011](#_ENREF_18)), ([Percharde et al., 2012](#_ENREF_14)) |
| Microarray, DeepSAGE and ChIP-seq from our previous publication | ([Festuccia et al., 2012](#_ENREF_6)) |
| ChIP-seq data for TCFCP2L1, EP300, E2F1, NANOG, SUZ12, ESRRB, CTCF, SOX2, OCT4, KLF4 | ([Chen et al., 2008](#_ENREF_4)) |
| ChIP-seq data for EP300, OCT4, OTX2, H3K27ac, H3K4me1, and FAIRE-seq data | ([Buecker et al., 2014](#_ENREF_1)) |
| ChIP-seq data for MED1 | ([Kagey et al., 2010](#_ENREF_12)) |
| ChIP-seq data for CHD7 | ([Schnetz et al., 2010](#_ENREF_17)) |
| ChIP-seq data for PRDM14 | ([Ma et al., 2011](#_ENREF_13)) |
| ChIP-seq data for OTX2, H3K27ac, H3K4me1, OCT4, and FAIRE-seq data | ([Yang et al., 2014](#_ENREF_19)) |
| ChIP-seq data for FOXD3 | ([Respuela et al., 2016](#_ENREF_15)) |

**Appendix Table 1**. Overview of data used for meta-analyses.

**Supplemental Methods**

**ESC genomic DNA isolation and Southern Blot analysis**

ESCs were grown in gelatinised 25cm^2^ flasks (IWAKI Cat # 3100-025) until reaching 70-80% confluence. Cells were collected by trypsinisation and washed once in PBS. Genomic DNA was prepared from cell pellets using the DNeasy kit (Qiagen Cat # 69504) following the manufacturer’s instructions and performing the elution step twice with 100μl of nuclease free water pre-warmed at 42^o^C. 4μg of genomic DNA were digested overnight with the indicated restriction endonucleases. Digested DNA was separated by electrophoresis on a 0.8% w/v agarose gel and the gel incubated for 30 min in a water solution of 1μg/ml ethidium bromide. After crosslinking for 2 min by exposure to 254 nm wavelength UV, the gel was incubated twice for 15 min in a 0.5M NaOH, 1M NaCl solution and washed in a 0.5M Tris, 3M NaCl pH 7.4 solution. DNA was wet transferred to a Hybond XL membrane (General Healthcare Cat # RPN303-S) soaked in 2X SSC (20X SSC: 3M NaCl, 0.3M Tri-sodium Citrate) by capillary flow of a 20X SSC solution. The membrane was washed in 2X SSC, dried and baked for 2 hours at 80°C. The membrane was blocked with PerfectHyb solution (Sigma Cat # H7033) containing 100μg/ml salmon sperm DNA (Sigma Cat # D7656) at 68°C in a roller bottle. 25ng of probe DNA were labeled with P^32^ α-dCTP using a Rediprime II Random Prime Labeling Kit (Amersham Cat # RPN1633). The membrane was hybridised with the labelled probe overnight at 68°C, rinsed, and washed twice in 0.5 SSC 0.1%SDS for 90 and 30 min respectively at 68°C. The membrane was exposed to Hyperfilm (Amersham Cat # 28906837) at -80C for 1-7 days depending on the signal intensity.

**Immunoblotting**

E14Tg2a Esrrb-2a-GFPd-IBIH ESCs were plated (3000/cm^2^) and cultured in the absence of selection for 3 days. Cells were then harvested by trypsinisation, and resuspended at 2 x 10^6^ cells/ml in 10%FCS/PBS. Keeping the samples refrigerated, Esrrb-GFP^high^ (Top 10%), Esrrb-GFP^medium^ (15% of the distribution immediately above negative) and Esrrb-GFP^negative^ cells were purified using a FacsARIA cell sorter (Becton, Dickinson). Cells were lysed in 300 μl 0.5% NP-40, 50mM Tris pH 8,150mM NaCl containing protease inhibitors (Roche Cat # 04 693 116 001). Protein extracts were treated with 2 μl Benzonase (Novagen, Cat # 70664-3) (1 h, 4°C). 50 μg of protein was denatured in Laemmli buffer (100°C, 5 min) and fractionated on a NuPage-Novex 10% Bis-Tris gels (Invitrogen, Cat # NP0302). Proteins were electro-blotted to a nitrocellulose membrane in 25mM Tris, 0.21 M glycine, 20% methanol. The membrane was blocked in PBS/0.01% Tween (PBST), 10% non-fat dry milk for 2 h and incubated in 5ml of PBST 5% non-fat dry milk containing mouse monoclonal anti-HDAC-2 (Upstate, Cat #05-814), mouse monoclonal anti-ESRRB (Persaeus Proteomics, Cat # PP-H6707-00) (5 μg) and anti-NANOG rabbit polyclonal (Chambers, 2007) (4.4 μg) antibodies or goat polyclonal anti-OCT4 (Santa Cruz Biotechnology, Cat # SC-8628) (1 μg) (overnight, 4°C). Membranes were washed 3 times for 20 min in PBST and incubated with li-cor anti-mouse IgG (Cat # 92668072) and anti-rabbit IgG (Cat # 92632213) conjugated or anti-goat IgG (Cat # 92668074) fluorescent dye conjugated secondary antibodies. Membranes were washed in PBST and signal detected on a LI-COR Odyssey.

**Immunofluorescence on cultured cells for timecourse experiments.**

3x10^5^, 10^5^ and 2x10^4^ E14Tg2a cells were plated in one section each of Ibidi 4 section dishes (Ibidi, µ-Dish 35 mm, high, cat. 81156) 1, 2 and 3 days before fixation respectively and cultured in GMEMβ/FCS/LIF. 2x10^4^ E14Tg2a cells were plated in the fourth well in N2B27/2i/LIF 3 days before fixation. In parallel, as a negative control, 1x10^5^ cells were plated in a separate IBIDi plate in GMEMβ/FCS without LIF and in the presence of 10^-6^ M retinoic acid. Cells were fixed on day 3 in PBS/4% PFA for 10 min at RT. Cells were permeabilised with PBS/0.1% v/v TritonX100 (15 min, RT). Blocking was performed (30 min, RT) in PBS/0.1% v/v TritonX100 supplemented with 3% of donkey serum (blocking buffer). Primary antibodies (diluted in blocking buffer to the concentrations indicated below) were applied (1-2 hours, RT or overnight at 4°C) in a volume of 2ml per dish. Dishes were modified to ensure flow of the solution between sections, and avoid differences in staining levels among different conditions. After three washes (5min RT) in PBS/0.1% v/v TritonX100, secondary antibodies (indicated below, diluted to 2μg/ml in blocking buffer) were applied (1 hour, RT). Cells were washed at least three times (5min RT) in PBS/0.1% v/v TritonX100 and nuclei counterstained with 4',6-diamidino-2-phenylindole (DAPI). Primary antibodies were used at the following concentrations: anti-NANOG rabbit polyclonal (Cosmobio, Cat. REC-RCAB001P) 0.4ug/ml (1:500); anti-OCT4 (Santa Cruz Biotechnology, Cat # sc-5279), 0.4μg/ml; anti-ESRRB (Persaeus Proteomics, PP-H6705-00), 2 μg/ml. Secondary antibodies: Alexa Fluor 488 AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch, Cat. 711-545-152); Alexa Fluor 594 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch, Cat. 715-585-150); Alexa Fluor 647 AffiniPure Donkey Anti-Goat IgG (H+L) (Jackson ImmunoResearch, Cat. 705-605-003); Imaging was performed on a LSM800 Zeiss microscope, and images analysed with CellProfiler 2.1.1 ([Carpenter et al., 2006](#_ENREF_2)). Briefly, cell nuclei were identified on the DAPI images, using an automatic thresholding strategy based on object shape, and the mean intensity value of each nucleus calculated for the OCT4, NANOG and ESRRB immunofluorescence images. Data was exported and plotted using the Dataframes, Plots and PlotlyJS packages in Julia (https://julialang.org/). Histograms were plotted in Julia using the Plots, PlotlyJS, StatPlots, KernelDenisty, and DataFrames packages.

**Chromatin immunoprecipitation (ChIP)**

For each experiment a total of 5-10 μg of chromatin was used, pooling material from at least three independent preparations. Chromatin was thawed and pre-cleared (90 min rotating on-wheel, 4°C) in 1 ml TSE/150mM NaCl containing 50µl of a 50% slurry of pA/pG sepharose beads (Sigma Cat # P9424-5ML, P3296-5ML), previously blocked with 500µg/ml BSA (Roche, Cat # 5931665103) and 1µg/ml of yeast tRNA (Invitrogen, Cat # AM7119). Pre-cleared chromatin was centrifuged (3000rpm, 1 min) in a benchtop microcentrifuge and the supernatant transferred into fresh tubes. 10μl of diluted chromatin was set apart for input DNA extraction and precipitation. Immunoprecipitations with anti-NANOG rabbit polyclonal (0.5 μg/IP) ([Chambers, 2004](#_ENREF_3)), anti-ESRRB mouse monoclonal (Euromedex, Cat # PB-7C2) (1 μg/IP), goat polyclonal anti-OCT4 (Santa Cruz Biotechnology, Cat # SC-8628) (1 μg/IP), rabbit polyclonal anti-H3K4me1 (Abcam, Cat # Ab8895), rabbit polyclonal anti-H3K27ac (Active Motif, Cat # 39133), rabbit monoclonal anti-H3K4me1 (Cell Signalling, Cat #9751S), and rabbit monoclonal anti-H3K27me3 (Cell Signalling, Cat #9733S) antibodies were performed by rotating on-wheel (4°C, overnight) in a final volume of 500µl TSE/150mM NaCl. Immunocomplexes were recovered by rotating (4h, 4°C) with 25ul of a 50% slurry of pA/pG sepharose beads (Sigma Cat # P9424-5ML, P3296-5ML) or 20µl pA/pG magnetic Dynabeads (Life Technologies Cat # 10001D, 10003D) (30 mg/ml), (blocked as above). Beads were recovered by centrifugation or magnetic separation and washed sequentially (5 min rotation, RT) with 1ml of the following buffers: TSE/150mM NaCl (3x), TSE/500mM NaCl (once), TSE/750mM NaCl (once), TSE/1000mM NaCl (once), washing buffer (10mM Tris-HCl pH8, 0.25M LiCl, 0.5% NP40, 0.5% Na-Deoxycholate, 1mM EDTA), and twice in TE (10mM Tris-HCl pH8, 1mM EDTA). After the last wash, a 2-step elution was performed by incubating beads in 150µl 1% SDS, 10mM EDTA, 50mM Tris-HCl, pH8 (15 min; 65°C) after vigorous vortexing. Eluates were collected (1 min, 14,000 rpm), a second elution performed under the same conditions and both eluates pooled. For both immunoprecipitated and input chromatin samples, crosslinking was reversed by incubation (65°C, overnight) followed by proteinase K treatment (5 μl - Invitrogen Cat # AM2546), phenol/chlorophorm extraction and ethanol precipitation using 40μg of glycogen as a carrier. DNA was resuspended in 60µl H_2_O.

**Library preparation and sequencing**

Material from three independent ChIPs was pooled, resuspended in 10μl H_2_O and used as a template for library preparation using a MicroPlex Library Preparation Kit (Diagenode Cat # C05010010) following the manufacturer instructions. The library preparation and synthesis steps were performed using a benchtop thermocycler (Biorad). For both OCT4 and NANOG ChIP libraries Esrrb-GFP^high^, Esrrb-GFP^medium^ and Esrrb-GFP^negative^ samples were labelled with indexing reagents n. 4, 6 and 12 respectively. Before library amplification, Picogreen (Life Technologies Cat # P11496) was added at working concentration (1:200 from stock) in the amplification mix. 75μl of mix for each sample was transferred to three wells of a 384 well qPCR plate (Roche) and library amplification performed using a 480 LightCycler (Roche). Amplifications were stopped before the reaction reached plateau and DNA concentration quantified from 1μl of amplification reaction diluted 1:200 in TE based on a λ DNA standard curve using Picogreen (Life Technologies Cat # P7581) and a microplate fluorescence reader. In case the total amount of DNA was below 500ng, 4 additional cycles of amplification were performed. Amplified material was purified using Agencourt AMPure® XP magnetic beads (Beckman Coulter, Cat # No. A63880) and eluted in 30μl TE. Samples were submitted to the GenePool core facilities (University of Edinburgh) for quantification and analysis of fragment size on an Agilent 2100 Bioanalyser. Fragment sizes ranged from 200-450 bp in all samples. Equimolar amounts of OCT4 or NANOG ChIP libraries from Esrrb-GFP^high^, Esrrb-GFP^medium^ and Esrrb-GFP^negative^ sorted cells were pooled and sequenced on a single Illumina HiSeq 2500 flowcell.

**Quantification of transcription factor expression in single cells by flow cytometry.**

10^6^ cells were resuspended and fixed in 2 ml 0.25% PFA/PBS (1h, RT) on a tube roller. After 1 wash (5ml PBS), cells were resuspended in 2 ml 70% v/v methanol/PBS pre-cooled to 4°C and incubated (1 hour, 4°C) on a rotating wheel. After centrifugation, cells were resuspended in 1ml PBS/5% donkey serum and 100µl (10^5^ cells) transferred into single wells of a 96 well/V-bottom microtitre plate. Cells were centrifuged (450g, 3 min) and resuspended in 100μl of staining buffer (PBS, 1% BSA, 3mg/ml PVP, 0.1% TritonX-100, 10% donkey serum) pre-cooled to 4°C. After incubating (30 min, RT) cells were centrifuged and resuspended in 100µl of pre-cooled staining buffer containing goat polyclonal anti-OCT4 (Santa Cruz Biotechnology, Cat # SC-8628) and mouse monoclonal anti-KLF4 (Abcam, Cat # Ab75486) antibodies at final concentrations of 1.25µg/ml and 10µg/ml, respectively. Plates were incubated overnight (4°C) and washed (3x, 20 min, 4°C) in 200µl of pre-cooled staining buffer. After centrifugation, cells were resuspended in 100µl of pre-cooled staining buffer containing donkey anti-mouse IgG (H+L) Alexa fluor-647 (Invitrogen, Molecular Probes Cat # A-31571) and donkey anti-goat IgG Biotin conjugated (Millipore, AP180B) antibodies at a final concentration of 4µg/ml. Cells were incubated (2 hours, RT) in the dark and washed (3x, 20 min, 4°C) in 200µl of pre-cooled staining buffer. After centrifugation, cells were resuspended in 100µl pre-cooled staining buffer containing Streptavidin Alexa fluor-405 1µg/ml (Invitrogen, Molecular Probes Cat # S32351), centrifuged, washed (1x, 20 min, 4°C) in 200µl of pre-cooled staining buffer, centrifuged, resuspended in 200µl of PBS/5% donkey serum and analysed using a LSR II Fortessa flow-cytometer system (Becton, Dickinson). Data was analysed using the FlowJo software suite (Tree Star). To set the appropriate gates for KLF4 and OCT4 negative cells, RA-differentiated E14Tg2a cells were stained in parallel. For the analysis of KLF4, Esrrb-TdTomato and Nanog:GFP heterogeneity only OCT4^positive^ cells representing the undifferentiated population were taken into account.

**RNA isolation and quantitative real-time RT-PCR**

Total RNA from cultured cells or cells purified using a FacsARIA cell sorter (Becton, Dickinson) was isolated using the RNeasy minikit (Qiagen Cat # 74104) with on-column DNase I digestion (Qiagen Cat # 79254). Reverse transcription was performed on 1-2μg total RNA in a final volume of 20µl with 100U of SuperScriptIII (Invitrogen Cat # 18080-093), 200ng random hexamers (Invitrogen Cat # N8080127) at 42°C (60 min). Real-time RT**–**PCR was performed in triplicate in 384-wells plates with a 480 LightCycler (Roche) using LightCycler 480 SYBR Green I Master (Roche Cat # 04707516001) and 5μl cDNA per reaction. Standard curves of all primers were performed to check for efficient amplification (above 85%) and all melting curves were generated to verify production of single DNA species with each primer pair. PCR primer sequences are listed in Table EV4. Values for gene expression were normalised to the levels of TATA box Binding Protein (Tbp) or Tubulin b (Tubb).

**Microarray analysis**

E14Tg2a Esrrb-2a-GFPd-IBIH ESCs were plated at low density (3000/cm^2^), cultured for 3 days and sorted as described. RNA was prepared from at least 10^6^ sorted cells for each population and TNG Esrrb-2a-TdTomato EpiSC using a RNeasy minikit (Qiagen Cat # 74104). 100ng of RNA was reverse transcribed into double stranded cDNA and transcribed/amplified into biotin labelled cRNA using an Illumina TotalPrep RNA Amplification Kit (Ambion Cat # AMIL1791). Labelled RNA was submitted to the WTCRF MRC Human Genetics Unit (University of Edinburgh) for further processing. cRNA quality was checked using a Agilent 2100 Bioanalyser and hybridization performed on an MouseWG-6 v2 BeadChip (Illumina Cat # BD-201-0202). Illumina BeadArray data was analysed in R using the beadarray ([Dunning et al., 2007](#_ENREF_5)), limma ([Ritchie et al., 2015](#_ENREF_16)), and sva ([Johnson et al., 2007](#_ENREF_11)) packages. Briefly, batch-specific effects were removed from the quantile-normalized microarray data using ComBat ([Johnson et al., 2007](#_ENREF_11)) and pairwise comparisons performed between all sample groups with limma ([Ritchie et al., 2015](#_ENREF_16)). Differentially expressed genes (FDR <= 0.05 and |log2FC|>=log2(1.5)) were tested for functional enrichments using DAVID ([Huang da et al., 2009a](#_ENREF_9), [Huang da et al., 2009b](#_ENREF_10)). To juxtapose these data with our previously results ([Festuccia et al., 2012](#_ENREF_6)), the GeneProf REST web services ([Halbritter et al., 2014](#_ENREF_7)) was used to retrieve and integrate all data.

**5mC analysis by restriction digestion**

Genomic DNA was prepared from sorted E14Tg2a Esrrb-2a-GFPd-IBIH ESCs or TNG Esrrb-2a-TdTomato EpiSC using a DNeasy kit (Qiagen Cat # 69504). 1μg of chromatin diluted in 17μl of 2mM Tris/200uM EDTA (20% TE) was mixed with 2μl of the appropriate 10x restriction buffer. After transferring 9.5μl to a separate tube, which served as an undigested control, 5U of TaqI, SsiI, Hin6I (Thermo Scientific Cat # ER0671, ER1791, ER0481) or HpaII (NEB Cat # R0171L) were added to the reaction. After incubation overnight in an air oven at 37°C, 115μl of 20% TE were added to both digested and undigested samples and 5μl taken for each PCR using the oligonucleotides listed in Table EV4. PCRs were performed in technical triplicate on material from at least 4 independent biological samples.

**Supplemental References:**

Buecker C, Srinivasan R, Wu Z, Calo E, Acampora D, Faial T, Simeone A, Tan M, Swigut T, Wysocka J (2014) Reorganization of enhancer patterns in transition from naive to primed pluripotency. *Cell Stem Cell* 14: 838-53

Carpenter AE, Jones TR, Lamprecht MR, Clarke C, Kang IH, Friman O, Guertin DA, Chang JH, Lindquist RA, Moffat J, Golland P, Sabatini DM (2006) CellProfiler: image analysis software for identifying and quantifying cell phenotypes. *Genome Biol* 7: R100

Chambers I (2004) Mechanisms and factors in embryonic stem cell self-renewal. *Rend Fis Acc Lincei* s.9, v.16: 83-97

Chen X, Xu H, Yuan P, Fang F, Huss M, Vega VB, Wong E, Orlov YL, Zhang W, Jiang J, Loh YH, Yeo HC, Yeo ZX, Narang V, Govindarajan KR, Leong B, Shahab A, Ruan Y, Bourque G, Sung WK et al. (2008) Integration of external signaling pathways with the core transcriptional network in embryonic stem cells. *Cell* 133: 1106-17

Dunning MJ, Smith ML, Ritchie ME, Tavare S (2007) beadarray: R classes and methods for Illumina bead-based data. *Bioinformatics* 23: 2183-4

Festuccia N, Osorno R, Halbritter F, Karwacki-Neisius V, Navarro P, Colby D, Wong F, Yates A, Tomlinson SR, Chambers I (2012) Esrrb is a direct Nanog target gene that can substitute for Nanog function in pluripotent cells. *Cell Stem Cell* 11: 477-90

Halbritter F, Kousa AI, Tomlinson SR (2014) GeneProf data: a resource of curated, integrated and reusable high-throughput genomics experiments. *Nucleic acids research* 42: D851-8

Ho L, Jothi R, Ronan JL, Cui K, Zhao K, Crabtree GR (2009) An embryonic stem cell chromatin remodeling complex, esBAF, is an essential component of the core pluripotency transcriptional network. *Proceedings of the National Academy of Sciences of the United States of America* 106: 5187-91

Huang da W, Sherman BT, Lempicki RA (2009a) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic acids research* 37: 1-13

Huang da W, Sherman BT, Lempicki RA (2009b) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* 4: 44-57

Johnson WE, Li C, Rabinovic A (2007) Adjusting batch effects in microarray expression data using empirical Bayes methods. *Biostatistics* 8: 118-27

Kagey MH, Newman JJ, Bilodeau S, Zhan Y, Orlando DA, van Berkum NL, Ebmeier CC, Goossens J, Rahl PB, Levine SS, Taatjes DJ, Dekker J, Young RA (2010) Mediator and cohesin connect gene expression and chromatin architecture. *Nature*

Ma Z, Swigut T, Valouev A, Rada-Iglesias A, Wysocka J (2011) Sequence-specific regulator Prdm14 safeguards mouse ESCs from entering extraembryonic endoderm fates. *Nature structural & molecular biology* 18: 120-7

Percharde M, Lavial F, Ng JH, Kumar V, Tomaz RA, Martin N, Yeo JC, Gil J, Prabhakar S, Ng HH, Parker MG, Azuara V (2012) Ncoa3 functions as an essential Esrrb coactivator to sustain embryonic stem cell self-renewal and reprogramming. *Genes & development* 26: 2286-98

Respuela P, Nikolic M, Tan M, Frommolt P, Zhao Y, Wysocka J, Rada-Iglesias A (2016) Foxd3 Promotes Exit from Naive Pluripotency through Enhancer Decommissioning and Inhibits Germline Specification. *Cell stem cell* 18: 118-33

Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015) limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res* 43: e47

Schnetz MP, Handoko L, Akhtar-Zaidi B, Bartels CF, Pereira CF, Fisher AG, Adams DJ, Flicek P, Crawford GE, Laframboise T, Tesar P, Wei CL, Scacheri PC (2010) CHD7 targets active gene enhancer elements to modulate ES cell-specific gene expression. *PLoS genetics* 6: e1001023

Wu H, D'Alessio AC, Ito S, Xia K, Wang Z, Cui K, Zhao K, Sun YE, Zhang Y (2011) Dual functions of Tet1 in transcriptional regulation in mouse embryonic stem cells. *Nature* 473: 389-93

Yang SH, Kalkan T, Morissroe C, Marks H, Stunnenberg H, Smith A, Sharrocks AD (2014) Otx2 and Oct4 drive early enhancer activation during embryonic stem cell transition from naive pluripotency. *Cell Rep* 7: 1968-81

# Supplementary material for: Esrrb extinction triggers dismantling of naïve pluripotency and marks commitment to differentiation
**Source:** EMBO J. 2018 Oct 1;37(21):e95476. doi: 10.15252/embj.201695476
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

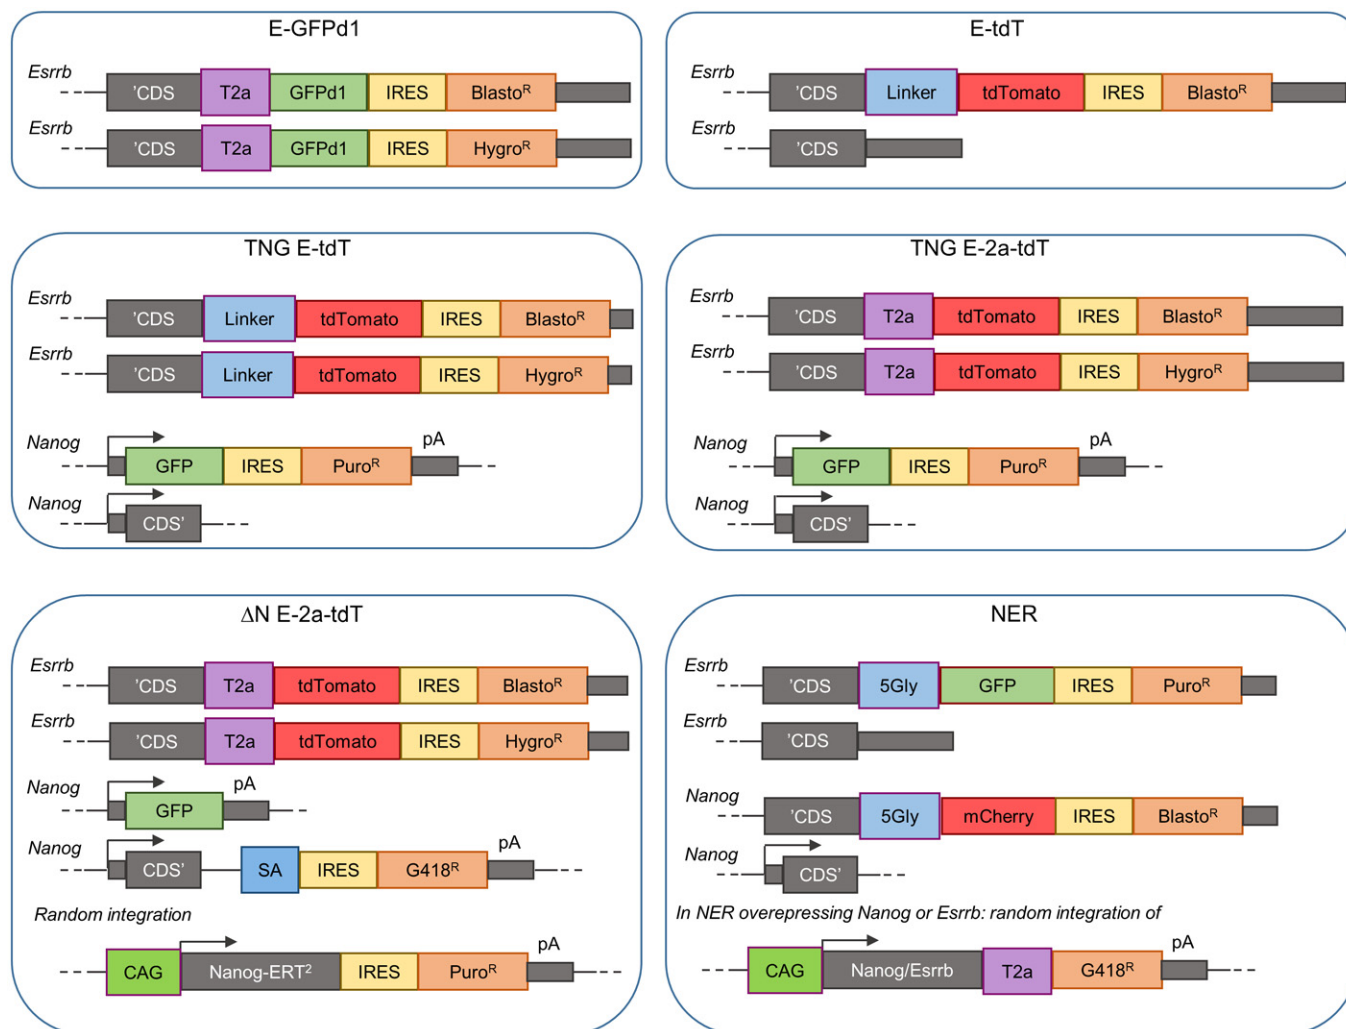**Figure EV1. Schematic representation of all ES cell lines derived in this study.**

The schemes show the genetic construction of the different reporter lines used in this study. Black arrows indicate promoters. CDS', Beginning of the coding sequence; 'CDS, End of the coding sequence; 5Gly, Glycine linker; GFPd1, Destabilised GFP; Blasto<sup>R</sup>, Hygro<sup>R</sup>, G418<sup>R</sup> and Puro<sup>R</sup>, Resistance genes for Blastocidin, Hygromycin, G418 and Puromycin respectively; T2a, Self-cleaving linker peptides; pA, Polyadenylation signals.

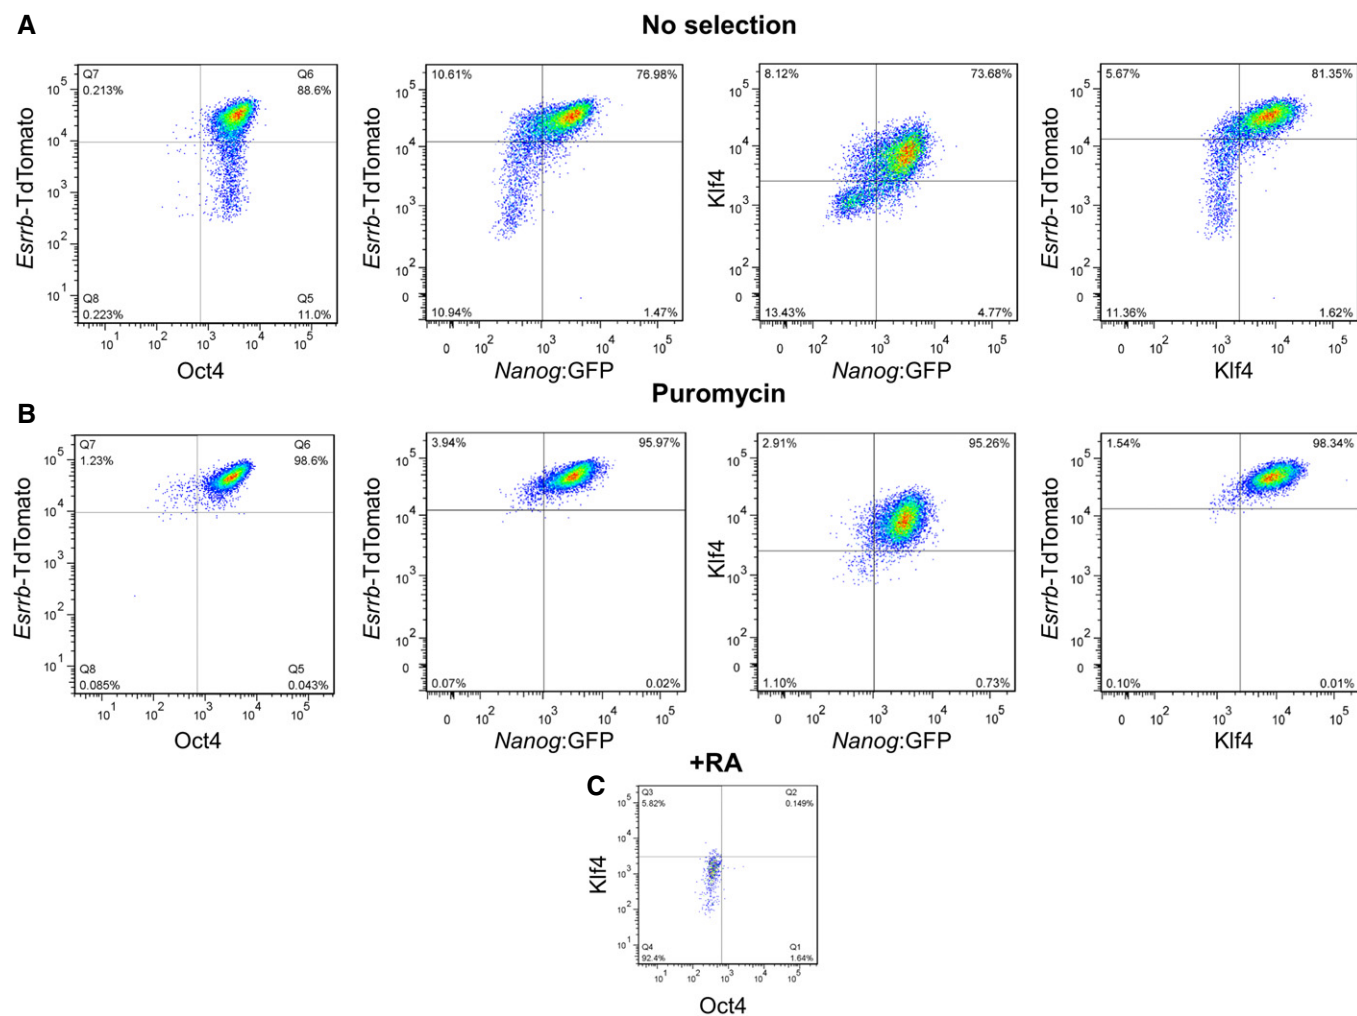

**Figure EV2. NANOG controls both Esrrb and Klf4 expression in single ES cells (relates to Figs 1 and 2).**

A–C TNG E-tdT ES cells were assessed by intracellular FACS for OCT4 and KLF4 (see Materials and Methods). Expression is shown relative to either Esrrb-TdTomato or Nanog:GFP after 3 days in LIF/FCS in the absence (A) or the presence (B) of selection for puromycin resistance, expressed from the Nanog:GFP allele. The levels of OCT4 and KLF4 in ESCs that had been differentiated using retinoic acid for 6 days are shown in (C).

Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

**Figure EV3. Distinct Esrrb compartments possess characteristic transcriptional states and differentiation propensity. Transition between these compartments is not equally reversible (relates to Fig 3).**

- A Kinetics of distribution of Esrrb expression levels from differentially sorted E-GFPd1 ESCs. SSEA-1<sup>+</sup> cells were sorted into Esrrb<sup>Hi</sup>, Esrrb<sup>Med</sup>, and Esrrb<sup>Neg</sup> gates to a purity of  $\geq 99.4\%$ . Sorted cells were then cultured in LIF/FCS for 3 days and analyzed daily. The GFP expression profile of control E14Tg2a cells is shown as a dotted line. The percentage of cells falling in the Esrrb<sup>Hi</sup>, Esrrb<sup>Med</sup>, or Esrrb<sup>Neg</sup> gates 3 days after sorting is shown for each population.
- B Average binding profile of OCT4, SOX2, NANOG, KLF4, ESRRB, and MED1 to OCT4- and NANOG-bound elements in the proximity of genes differentially higher expressed ( $FDR \leq 0.05$ ,  $\log_2FC > 0$ ) in Esrrb<sup>Hi</sup> than Esrrb<sup>Med</sup> (EH>EM, dark red) or Esrrb<sup>Hi</sup> than Esrrb<sup>Neg</sup> (EH<EN, light red) ESCs, or differentially lower expressed ( $FDR \leq 0.05$ ,  $\log_2FC < 0$ ) in Esrrb<sup>Hi</sup> than Esrrb<sup>Med</sup> (EH<EM, dark blue) or Esrrb<sup>Hi</sup> than Esrrb<sup>Neg</sup> (EH<EN, light blue) ESCs. Data for all peaks near genes measured in our microarray assay are shown for comparison [gray dashed line; data from Chen *et al* (2008) and Kagey *et al* (2010)]. Read counts per base pair were normalized by library size and by subtracting the background signal (IgG).
- C Timecourse analysis of gene expression changes upon replating sorted SSEA-1<sup>+</sup> Esrrb<sup>Hi</sup> or Esrrb<sup>Neg</sup> E-GFPd1 ESCs into N2B27/Activin/FGF. mRNA levels presented are relative to Tubulin beta. Error bars: standard deviation of the measures in three independent experiments (with the exception of T/Bra).
- D Boxplots of expression levels of all genes showing higher (up) or lower expression (down) in epiblast/ectoderm cells from embryos dissected at cavity (CAV)/prestreak (PS) compared to late midstreak (LMS)/late streak (LS) stages. The distribution of expression levels of the two sets of differentially expressed genes is shown for Esrrb<sup>Hi</sup> (H), Esrrb<sup>Med</sup> (M), and Esrrb<sup>Neg</sup> (Neg) E-GFPd1 ESCs and embryo-derived (late bud stage) TNG E-2a-tdT EpiSCs (Epi). Gene expression distributions in cavity (CAV), prestreak (PS), late midstreak (LMS), late streak (LS), no bud (OB), early bud (EB), or late bud (LB) stage embryos from Kojima *et al* (2014) are shown for comparison. Boxes span the inter-quartile range (IQR) from the first to the third quartile. The line indicates the median. Whiskers extend up to 1.5 IQR, and outliers are plotted.
- E Gene ontology classification of genes differentially expressed between Esrrb<sup>Hi</sup> and Esrrb<sup>Med</sup> (EH-EM), Esrrb<sup>Med</sup>, and Esrrb<sup>Neg</sup> (EM-EN) and Esrrb<sup>Neg</sup> and EpiSCs (EN-Epi).

Data information: For a schematic representation of the reporter allele configuration characteristic of each cell line, please refer to Fig EV1.

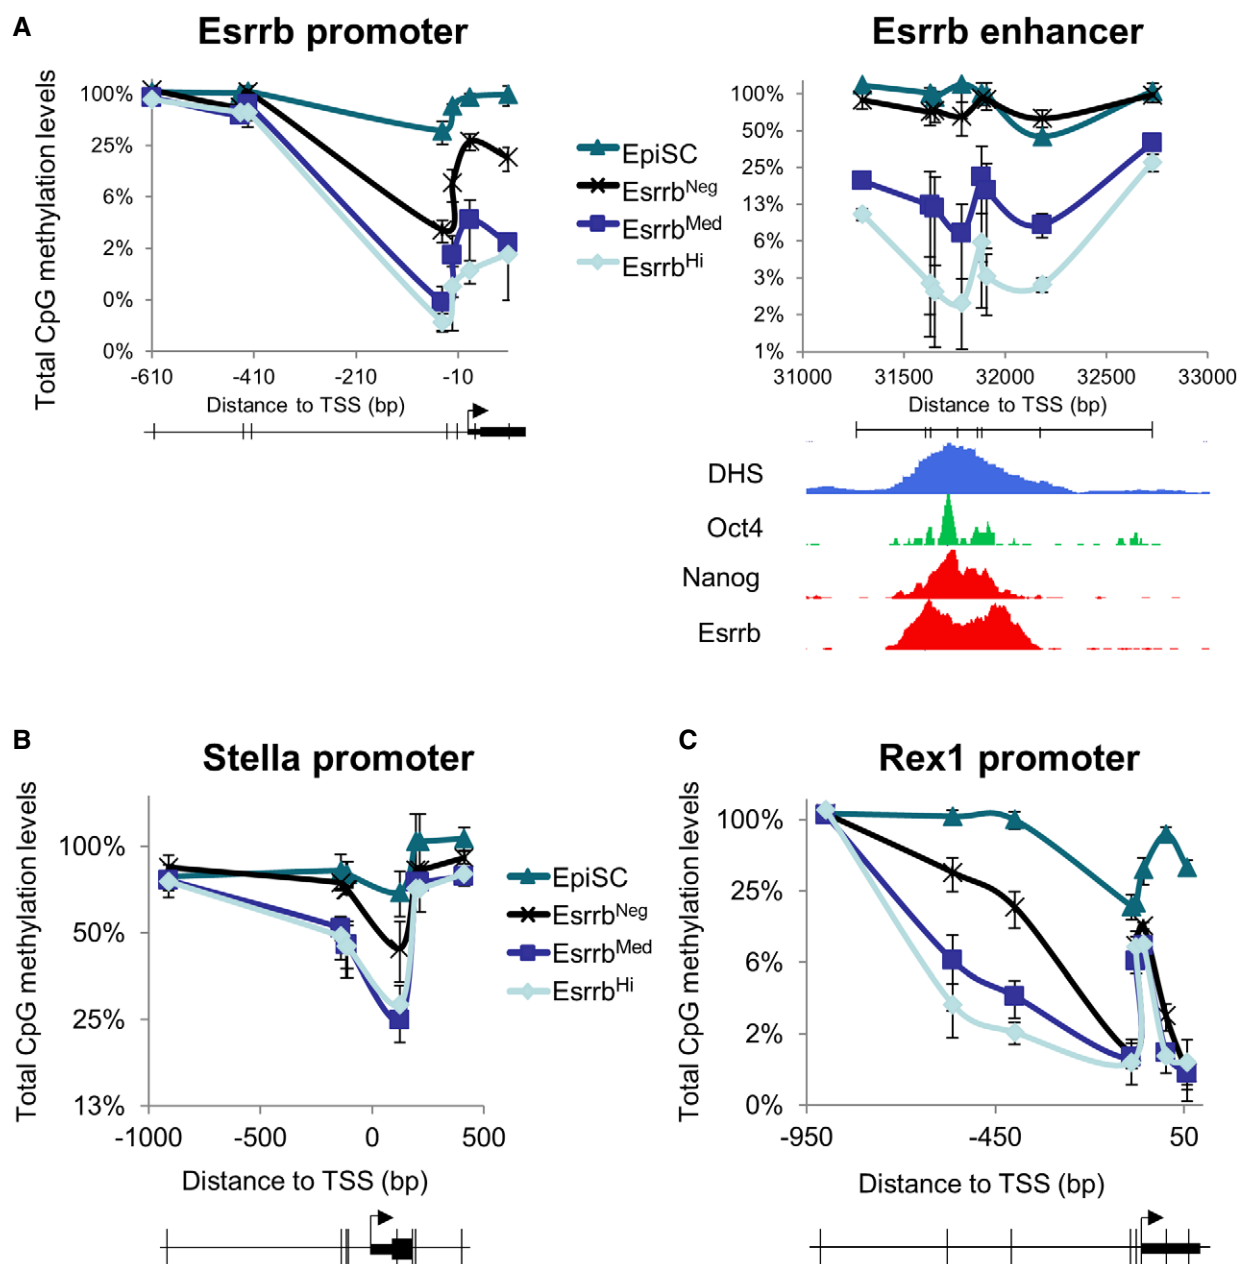

**Figure EV4. Kinetics of accumulation of CpG methylation at key regulatory elements of the pluripotency gene regulatory network (relates to Fig 4).**

A–C Percentage of methylated CpG dinucleotides profiled across the *Esrrb* enhancer and promoter (A), *Stella* (B), and *Rex1* (C) promoters in sorted SSEA-1<sup>+</sup>/Esrrb<sup>Hi</sup>, Esrrb<sup>Med</sup>, or Esrrb<sup>Neg</sup> E-GFPd1 ESCs and TNG E-2a-tdT EpiSC. CpG methylation was assessed by measuring protection from digestion of the *HpaII*, *AcI*, *Hin6I*, or *TaqI* restriction sites [coordinates indicated by vertical lines in the gene structure maps derived from the mouse reference genome (mm9)]. Locations are expressed relative to the TSS in ESCs (Chambers, 2004; Festuccia et al, 2012)]. Values represent total CpG methylation levels (5mC + 5hmC). Error bars: standard deviation of the measures in four independent experiments. ChIP-Seq read coverage for the indicated factors derived from re-analysis of published datasets (Chen et al, 2008) shows how TF binding correlates with methylation “valleys” and increased chromatin accessibility. RNA polymerase II binding marks promoters (Stadler et al, 2011). The DNase I sensitivity in E14 ES cells data is from the ENCODE project.

How the deposited data were processed for this re-analysis (not part of the article)

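OCT4 and NANOG ChIP-Seq in E-GFPd1 ESCs was examined in 3 sorted populations, Esrrb-GFP high, medium and negative, with 1 library per factor and population (6 libraries), each from 3 pooled ChIPs. The samples were grouped by the antibody and the sorted fraction that their labels give. No paired analysis was possible because each condition has 1 library.

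The authors aligned the reads and called peaks with SISSRs in GeneProf, merged overlapping peaks of all datasets and removed a region from a population where less than 50% of its highest depth-normalized signal was retained. Each list holds genomic intervals without scores. Widths are multiples of 20 bp, from 40 to 1180 bp, and are those of the merged peaks of all datasets, so they depend in part on the number of libraries in which a region was called. The lists share their intervals exactly, and on chromosome 1 they were the same as the bound regions of Table EV2 for all 6 libraries, so they hold regions after the authors' merging and threshold, not the peaks as first called. Of Table EV2, 1998 of 26815 rows were at hand, of which 192 were bound in no list; no comparison used that table otherwise. Read numbers are not part of the lists, so depth per library is unknown, and the intervals given cover counting error over regions only.

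Regions of all lists were merged where they overlapped by 1 bp or more, which left 23767 regions. Kept, lost, gained and co-bound regions, Class I, Class II, and the combinations of populations were counted. Shares have 95% Wilson intervals and odds ratios have 95% intervals; stratified odds ratios used the Mantel-Haenszel method over quartiles of width or GC content. Regions are not replicates, and these intervals describe the 6 libraries. Overlaps were compared with 100 circular shifts of a list along each chromosome, and the clustering of classes with 10000 permutations of the class labels within chromosomes. Genes came from GENCODE for the same assembly, mm9 (37310 genes, of which 22380 protein-coding), with a distance of 20 kb to the gene body. Motifs were scanned within 100 bp of region centres on both strands, with the reversed motif and windows 10 kb downstream as controls. The sequence at hand does not mark repeats, so repeats were not examined.

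The named genes are those that the paper's ChIP-Seq text and figures name (*Tet2*, *Sall1*, *Tcfcp2l1*, *Sox2*, *Esrrb*, *Nanog*) and pluripotency and lineage genes that it measures by PCR (*Pou5f1*, *Klf4*, *Zfp42*, *Dppa3*, *Otx2*, *Fgf5*), each with all regions within 20 kb; the rule was set before the data were examined.

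Alternatives were merging within 100 bp or 500 bp, no merging with an overlap of 1 bp or of 50% of both regions, regions at least as wide as the median of their list, autosomes only, other distances to genes and between regions, the closest gene only, windows of 50 bp or 250 bp either side, other mismatch limits, and promoters within 5 kb of a transcription start site. Restriction to protein-coding genes, the closest protein-coding gene, and motifs in OCT4 regions without NANOG were added after the data had been seen.

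Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The functions were tested on simulated data, 5000 regions with known status in 6 lists, implanted motifs, a known odds ratio, a confounded one, and random and clustered classes, and 18 of 18 known answers were recovered. Microarray, PCR and flow cytometry data, and the ChIP-Seq data of other studies that the paper used, were not analysed here.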

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

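The tests of region width in this part were chosen after the results were seen. The populations give a biological explanation for each pattern, a change of binding with the level of Esrrb, which stays untested because each population has 1 library per factor.

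OCT4 was bound only in Esrrb-GFP medium cells at 2311 regions, a group that the paper does not report on. Background peaks without OCT4 binding sites would carry octamer or Oct-Sox matches no more often than other sequence, but 14.0% (12.6 to 15.5) of these regions had a match, against 2.81% of windows 10 kb downstream, so not all of them can be background; part of them still could be, since 30.1% of the OCT4 regions of high cells had a match. A more sensitive medium library was examined through the OCT4 regions of high cells, of which 21.3% were missing from medium cells; as these can be lost through the fall of Esrrb or the authors' threshold whatever the sensitivity, a more sensitive library cannot be told apart from a gain in medium cells. Among OCT4 regions of medium cells, those narrower than the median were more often bound in medium cells only, with an odds ratio of 2.01 (1.83 to 2.20). A region's width is that of all its merged peaks, so regions called in fewer libraries are narrower partly by construction, and this value does not show weak binding. Signal was not at hand, so calls near the threshold, a more sensitive library and a real transient gain all stay open.

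OCT4 was bound in Esrrb-GFP high and negative cells and not in medium cells at 1119 regions, which goes against a one-way order of the populations and is not described in the paper. These regions had octamer or Oct-Sox matches in 30.6% (27.9 to 33.3), so background without binding sites is not their main source. Among OCT4 regions bound in high and negative cells, those narrower than the median were more often missing from medium cells, with an odds ratio of 3.10 (2.71 to 3.55), which merging of peaks gives in part by construction as well. Without signal or replicates, weak binding that crosses the threshold in some libraries and not in others and a lower binding in medium cells cannot be told apart.

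NANOG was bound only in Esrrb-GFP medium cells at 201 regions, also a group that the paper does not report on. OCT4 was bound in medium cells at 26.9% (21.2 to 33.4) of them, where shifts of the OCT4 list gave a mean of 0.33 regions. Not all of them can therefore be peaks unrelated to the other list. The share was below the 42.9% of NANOG regions of medium cells that were bound in high cells too, so part of them still could be unrelated peaks. Whether they reflect the threshold or the population was not tested.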

How the results depend on the processing

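Apart from the restrictions to protein-coding genes, to the closest protein-coding gene and to OCT4 regions without NANOG, which were chosen after seeing the data, the alternatives were set before the data were examined. Because the lists share exact intervals, the settings without merging (overlap of 1 bp or of 50% of both regions) move nothing by construction and say nothing about stability. On autosomes only, all 41 results stayed within their limits, and so did the 6 list sizes when regions of the same list within 500 bp were joined. The odds ratio of OCT4 loss by NANOG co-binding stayed above 1, from 1.83 to 2.21, under the alternatives that moved it. Counts of Class I and Class II regions and of co-bound regions of high and negative cells stayed within 1.5 times of the values given.

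With peaks merged within 100 bp, the share of OCT4 regions lost was 43.7%, and 38.3% without NANOG. Merged within 500 bp, these shares were 42.6% and 37.0%, that of co-bound regions 53.6%, the regions with NANOG and without OCT4 numbered 26, and the share of Class I regions next to a Class I region fell to 54.1%. The cause was not tested.

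With each list limited to regions at least as wide as its own median, fewer regions enter by construction, and a region can be dropped from a list with a larger median and kept in another, which adds apparent gains and losses. As width depends on the merged peaks of all datasets, this setting also favours regions called in several libraries. OCT4 regions kept, lost and gained were 3824, 3212 and 2341. NANOG regions kept and lost were 101 and 5401, and the share lost 98.2%. OCT4 without NANOG was lost at 36.7%. In medium cells, NANOG was bound at 47.2% of Class I and 48.9% of Class II regions, and OCT4 at 94.5% of Class II regions. OCT4 was bound in all 3 populations at 3455 regions, in high and medium at 2505, high and negative at 369, medium and negative at 852, high only at 707 and medium only at 898. For NANOG these were 58, 2343, 43, 11, 3058 and 60, with 43 in negative only. OCT4 regions in negative only numbered 1489, more than the 1171 without this limit, as apparent gains are added.

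With promoters reaching 5 kb from a transcription start site, which moves regions out of the other places by construction, Class I regions were 20.9% promoter, 1.08% exon, 29.3% intron and 48.8% intergenic, and Class II regions 21.5%, 0.895%, 27.3% and 50.4%.

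Genes near Class I, Class II and both numbered 1140, 869 and 161 within 5 kb, 3859, 2908 and 653 within 50 kb, 1303, 980 and 188 with the closest gene only, and 1150, 848 and 180 with the closest protein-coding gene only. With protein-coding genes only, all 4 gene results stayed within 1.5 times of the values given.

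Motif shares rise with the window and the mismatches allowed by construction. Within 50 bp, matches in Class I and Class II regions were 4.08% and 6.45% for the octamer, 13.0% and 19.3% for Oct-Sox, 8.26% and 4.98% for ESRRB, and 1.97% and 1.41% for KLF. Within 250 bp they were 9.78% and 12.9%, 23.7% and 36.0%, 31.7% and 22.2%, and 8.85% and 5.88%. With the other mismatch limits they were 41.4% and 51.4%, 2.56% and 5.62%, 2.80% and 1.09%, and 39.1% and 35.2%. The odds ratios of octamer, Oct-Sox and ESRRB kept their direction with intervals excluding 1 under each of these and among OCT4 regions without NANOG. The KLF interval, which includes 1 at the main setting and within 50 bp, excluded 1 within 250 bp (1.55), with up to 1 mismatch (1.18), and among OCT4 regions without NANOG, lost against kept (1.42). The KLF result therefore depends on the window and mismatches; the cause was not tested. Unknown read depth and the absence of replicate libraries limit each comparison between populations to presence or absence in these libraries.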

Differences from the paper's values

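Within 20 kb of a Class I region lay 2122 genes against the paper's 947, and within 20 kb of a Class II region 1556 against the paper's 683. These values count each annotated gene within the distance. Of the alternatives set before the data were examined, the closest gene only (1303 and 980), which is the paper's stated rule, and a distance of 5 kb (1140 and 869) fell within 1.5 times of the paper's values, and a distance of 50 kb (3859 and 2908) did not. With the closest protein-coding gene only, a setting chosen after seeing the values, the numbers were 1150 and 848, of which 970 and 668 had regions of that class alone.

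The paper reports that its differential motif search did not return the Oct-Sox motif and proposes that the classes carry it alike. That search was for short words in the peaks, while a longer consensus with up to 2 mismatches was scanned here. The measures thus differ, and the results need not conflict. Here Oct-Sox matches were found in 29.0% (95% interval 26.8 to 31.3) of Class II and 19.1% (17.5 to 20.9) of Class I regions, with the same direction for each window size and mismatch limit tried. For KLF the paper reports enrichment at Class I regions. The odds ratio here was 1.34 with an interval from 0.936 to 1.93 within 100 bp of the centre; windows of 250 bp (1.55) and up to 1 mismatch (1.18), both set before the data were examined, had intervals above 1 and reach the paper's call, as did the comparison among OCT4 regions without NANOG (1.42), which was chosen after seeing the values.

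The paper proposes a stepwise decline of the network, reflected in fewer OCT4-bound sites. The number of OCT4 regions called was highest in Esrrb-GFP medium cells, 14464, against 12449 in high and 10369 in negative cells. With unknown read depth and no replicate libraries, these numbers do not show whether OCT4 binding rose in medium cells.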

Other observations

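These tests were chosen only after the result was seen: those of OCT4 binding by step between the populations, of Oct-Sox against GC content and against octamers with 1 mismatch, and of KLF within 250 bp against GC content. No replicate libraries exist, so a difference between libraries and a difference between populations stay open together for each pattern that compares populations.

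OCT4 was lost more often where NANOG had co-bound in high cells. This was not explained by GC content, distance to a transcription start site or ESRRB motif content, since the odds ratio stayed above 1 when stratified by GC content (1.86, 1.72 to 2.01), among regions more than 1 kb from a transcription start site (1.80, 1.66 to 1.95) and among regions without an ESRRB motif (1.81, 1.66 to 1.96). Stratified by width it was 2.13 (1.95 to 2.33), but a region's width is that of all its merged peaks and so depends on which libraries called it, NANOG in high cells and OCT4 in negative cells included; an effect of region width, or of the signal that width stands for, cannot be told apart from one of NANOG. The same limit holds for each odds ratio stratified by width in this part. A dependence of OCT4 on NANOG may explain it, as may other factors bound at the same regions; binding of those was not measured here.

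OCT4 binding was also compared by step. OCT4 was missing from medium cells at 16.0% of co-bound regions and 23.6% of regions without NANOG. The odds ratio was 0.616, and 1.00 (0.893 to 1.13) when stratified by width. Of the 587 co-bound and 2070 other regions missing from medium cells, 108 and 1011 were bound in negative cells. Such regions were not lost, so shares and odds ratios of OCT4 missing from medium cells do not measure loss alone. Between medium and negative cells, OCT4 was lost at 50.9% of co-bound and 37.3% of other regions, with a stratified odds ratio of 1.97 (1.79 to 2.18). Within co-bound regions, OCT4 was missing from medium cells at 17.8% where NANOG was missing there too and at 14.4% where it was present, and the odds ratio stratified by width was 1.28 (1.07 to 1.53). A candidate explanation is that OCT4 binding follows that of NANOG with a delay; weak regions that fall below the threshold for both factors would give the same pattern, and region width cannot exclude them.

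The ESRRB motif was more frequent in Class I regions after stratification by GC content (odds ratio 1.73, 1.43 to 2.09). Among OCT4 regions without NANOG it was also more frequent at those lost than at those kept (1.88, 1.62 to 2.18). Its relation to OCT4 loss was thus found without a NANOG call in high cells, though weaker NANOG binding there was not excluded. For KLF the GC-stratified odds ratio within 100 bp was 1.43 with an interval from 0.993 to 2.06; as the unstratified interval includes 1 as well, an effect of GC content cannot be told apart from too few matches. Within 250 bp the stratified odds ratio was 1.58 (1.22 to 2.06). The octamer remained more frequent in Class II after stratification by GC content (1.47, 1.15 to 1.88). Oct-Sox was more frequent in Class II among regions without an exact octamer match (1.66, 1.40 to 1.95) and after stratification by GC content (1.85, 1.58 to 2.17). Octamers with 1 mismatch remain in the former comparison, so the odds ratio was also stratified by the best octamer match, exact, with 1 mismatch or neither, which gave 1.62 (1.38 to 1.89). Among regions without an octamer match of up to 1 mismatch it was 1.37 (1.08 to 1.75). GC content and octamer matches of up to 1 mismatch thus do not account for the whole difference, while octamers with more mismatches were not tested.

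Class I regions had a Class I region as their nearest Class I or II neighbour within 20 kb in 63.3% of 395 cases, where 10000 permutations of the labels gave a mean of 56.4%, and 66 permutations were as high. Within 5 kb the share was 59.4%, and 2180 permutations were as high; within 100 kb it was 60.0%, and 309 were as high. With peaks within 500 bp merged, the share was 54.1%, and 5084 permutations were as high. Elements split into neighbouring regions would give such a fall. A split would also have raised the share at 5 kb, where it was not higher, so the test cannot decide. The full range of the permutations (45.5% to 66.4%) was too wide a criterion, as it also held the share before merging.

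OCT4 regions gained in negative cells had octamer or Oct-Sox matches in 27.6% (26.1 to 29.1), against 2.63% of windows 10 kb downstream, which argues against background peaks as their main source. The 49 NANOG regions bound in negative and not in high cells were bound by OCT4 in negative cells in 24.5% (14.6 to 38.1), where shifts gave a mean of 0.05 regions. Not all of these 49 can therefore be peaks unrelated to the other lists, while part of them still could be. A mislabelled or mixed fraction was not tested.

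At *Esrrb* (chromosome 12), 3 Class I regions and 1 Class II region lay in introns; the Class II region spans 87839812 to 87840111. At *Nanog* (chromosome 6), a region at the gene's start, 122657412 to 122657831, was bound by OCT4 in the 3 populations and by NANOG in negative cells only. Upstream, the region from 122652512 to 122652931 was called for NANOG in high and medium cells and for OCT4 in medium cells only. The region from 122653112 to 122653411 was called for OCT4 in high and medium cells. By ChIP-PCR, the paper reports reduced but detectable OCT4 binding at the *Nanog* enhancer in negative cells. The position of that enhancer was not compared with these regions. The authors' threshold removes regions with strongly reduced signal, so a missing call does not show that OCT4 binding was absent. *Pou5f1* had 2 Class II regions, *Dppa3* had 1, and *Zfp42* had 1 Class I region. *Klf4* and *Otx2* had neither class within 20 kb. A region in an intron of *Fgf5*, 98684792 to 98685151, was bound by both factors in the 3 populations.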
